# Arabidopsis TRB Proteins Form Two Closely Related Complexes to Mediate H3K4me3 Demethylation and Transcriptional Repression

**DOI:** 10.1002/advs.202503420

**Published:** 2025-10-05

**Authors:** Qi Wang, Dan‐Yang Yuan, Yu‐Jia Lu, Xin Wang, Hao Zheng, Lin Li, She Chen, Xin‐Jian He

**Keywords:** H3K4me3, histone demethylation, JMJ14, transcriptional repression, TRB1

## Abstract

The Arabidopsis telomere repeat binding proteins TRB1, TRB2, and TRB3 (TRB1/2/3) are components of the PWWP‐EPCR‐ARID‐TRB (PEAT) complex, which is involved in histone acetylation and H2A deubiquitination. TRB1/2/3 also interact with the Polycomb Repressive Complex 2 (PRC2), which mediates H3 lysine 27 trimethylation. This study demonstrates that TRB1/2/3 can form two closely related complexes: TRB1/2/3‐HELIX‐TURN‐HELIX‐PROTEIN (TRHT) and TRB1/2/3‐HISTONE‐DEMETHYLASE (TRHD). The TRHT and TRHD (TRHT/TRHD) complexes occupy numerous common target genes across the genome and are required for H3K4me3 demethylation mediated by the histone demethylase JMJ14. Within the TRHT/TRHD complexes, the transcriptional repressors TRB1/2/3 and NAC050/052 bind to distinct DNA motifs and cooperate to mediate the association of these complexes with their target genes. Compared to PEAT target genes with high H3K4me3 levels and PRC2 target genes with low H3K4me3 levels, TRHT/TRHD target genes display low‐to‐medium levels of H3K4me3. At TRHT/TRHD target genes, JMJ14‐mediated H3K4me3 demethylation is enhanced when these genes are shared with PRC2 target genes and is suppressed when they are shared with PEAT target genes. These findings reveal how the newly identified TRHT/TRHD complexes cooperate with the PEAT and PRC2 complexes to regulate multiple histone modifications and gene transcription across the genome.

## 1 Introduction

In the chromatin of eukaryotes, the N‐terminal tails of histone protrude from the nucleosome core and undergo diverse covalent post‐translational modifications (PTMs). These modifications, such as acetylation, methylation, ubiquitination, and phosphorylation, are pivotal for the regulation of transcription, DNA replication, and DNA damage repair.^[^ ^1^, ^2^, ^3^, ^4^ ^]^ Among these modifications, histone 3 lysine 4 trimethylation (H3K4me3) is associated with active transcription, whereas histone 3 lysine 27 trimethylation (H3K27me3) is linked to transcriptional repression.^[^ ^5^, ^6^, ^7^ ^]^ Trithorax and polycomb histone methyltransferases deposit H3K4me3 and H3K27me3, respectively.^[^ ^8^, ^9^, ^10^, ^11^, ^12^, ^13^, ^14^ ^]^ Specifically, polycomb histone methyltransferases typically form Polycomb Repressive Complex 2 (PRC2) and function as the catalytic subunits of this complex.^[^ ^15^, ^16^ ^]^ INCURVATA 11 (ICU11) was reported to function as an accessory subunit of PRC2, thereby mediating H3K27 trimethylation and transcriptional repression during vernalization at a key flowering repressor gene, *FLOWERING LOCUS C* (*FLC*).^[^ ^17^ ^]^

Histone acetylation occurs at multiple lysine sites on H3 and H4 and is consistently associated with active transcription.^[^ ^18^, ^19^, ^20^ ^]^ In *Arabidopsis thaliana*, two redundant MYST‐type histone acetyltransferases, HAM1 and HAM2 (HAM1/2), catalyze H4 lysine 5 acetylation (H4K5ac) and are essential for plant viability.^[^ ^21^, ^22^ ^]^ HAM1/2 are shared catalytic subunits of the conserved NuA4 histone acetyltransferase complex and the plant‐specific PWWP‐EPCR‐ARID‐TRB (PEAT) complex.^[^ ^23^, ^24^, ^25^, ^26^, ^27^ ^]^ The PEAT complex also contains UBP5, a deubiquitinase of H2Aub, thus coupling histone acetylation with H2A deubiquitination.^[^ ^25^, ^28^ ^]^ Although numerous histone modifications have been identified, the mechanisms by which these modifications are regulated in a locus‐dependent manner and how they are coordinated at the whole‐genome level remain to be explored.

The methyl groups on H3K4me3 and H3K27me3 can be actively removed by histone lysine demethylases.^[^ ^29^, ^30^, ^31^ ^]^ Histone lysine demethylases are classified into two types: flavin adenine dinucleotide (FAD)‐dependent LSD/KDM1 family demethylases and α‐ketoglutarate‐ and Fe^2+^‐dependent Jumonji domain‐containing demethylases.^[^ ^32^, ^33^ ^]^ In Arabidopsis, FLD, a well‐characterized FAD‐dependent histone demethylase, mediates H3K4me1/2 demethylation at the key flowering repressor gene *FLC*, thereby promoting flowering through an autonomous pathway.^[^ ^34^, ^35^, ^36^ ^]^ Two additional Arabidopsis LSD‐like proteins LDL1 and LDL2 are redundantly involved in the regulation of flowering time.^[^ ^32^ ^]^ JUMONJI14 (JMJ14) is a Jumonji domain‐containing histone demethylase that mediates histone demethylation at the lysine 4 site of H3, and is involved in the regulation of flowering time and RNA‐directed DNA methylation.^[^ ^37^, ^38^, ^39^, ^40^ ^]^ REF6 is a Jumonji domain‐containing histone demethylase that specifically removes the methyl group from H3K27me3.^[^ ^41^ ^]^ REF6 is recruited to chromatin through the sequence‐dependent binding ability of its zinc‐finger domain.^[^ ^42^, ^43^ ^]^ Unlike REF6, JMJ14 is recruited to its target genomic loci by interacting with NAC050 and NAC052 (NAC050/052), two redundant transcriptional repressors, thereby mediating H3K4me3 demethylation and transcriptional repression in a locus‐dependent manner.^[^ ^38^, ^44^ ^]^

TELOMERE REPEAT BINDING PROTEIN 1 (TRB1), TRB2, and TRB3 (TRB1/2/3), initially identified as telomere‐interacting proteins,^[^ ^45^ ^]^ were later shown to interact with components of the PRC2 complex, contributing to H3K27 trimethylation and transcriptional repression.^[^ ^46^ ^]^ TRB1/2 were also found to be components of the PEAT complex, which is involved in histone acetylation and H2A deubiquitination.^[^ ^24^, ^25^ ^]^ Although components of the PRC2 and PEAT complexes are crucial for plant development, loss‐of‐function mutants of core PRC2 and PEAT components display severe developmental defects but are not lethal.^[^ ^24^, ^47^, ^48^ ^]^ In contrast, while the *trb1* and *trb3* single mutants did not exhibit visible phenotypes compared to the wild type,^[^ ^24^, ^46^ ^]^ a homozygous *trb2* mutant was not detected in the progeny of the self‐fed heterozygous *trb2* mutant,^[^ ^24^ ^]^ indicating that TRB2 is likely essential for plant viability. This suggests that TRB1/2/3 are more significant than the canonical components of the PRC2 and PEAT complexes in regulating plant development. Additionally, TRB1 and TRB INTERACTING PROTEIN 1 (TRBIP1) are required for recruiting JMJ14 to target genomic loci, thereby facilitating H3K4me3 demethylation and DNA methylation.^[^ ^39^, ^49^ ^]^ However, unlike TRB1/2/3, which are essential for plant development,^[^ ^24^, ^46^ ^]^ JMJ14 and NAC050/052 are specifically involved in the regulation of flowering time.^[^ ^38^, ^44^ ^]^ These results suggest that TRB1/2/3 are involved in regulating various developmental processes by interacting with multiple histone modifiers. However, it remains largely unclear how TRB1/2/3 contribute to the regulation of histone modifications and gene transcription at the whole‐genome level.

In this study, we discovered that, in addition to the previously defined TRB‐interacting PEAT and PRC2 complexes,^[^ ^24^, ^25^ ^]^ TRB1/2/3 can form two closely related chromatin‐associated complexes: TRB1/2/3‐HELIX‐TURN‐HELIX‐PROTEIN (TRHT) and TRB1/2/3‐HISTONE DEMETHYLASE (TRHD). In the TRHT complex, TRB1/2/3 interact with INCURVATA 11 (ICU11) and three redundant homologs, HELIX‐TURN‐HELIX PROTEIN 1, 2, and 3 (HTH1, 2, and 3), in which HTH2 was recently termed as TRBIP1.^[^ ^49^ ^]^ In the TRHD complex, TRB1/2/3 interact with ICU11, Z INC‐FINGER‐DOMAIN PROTEIN 2 (ZDP2), the H3K4me3 demethylase JUMONJI 14 (JMJ14), and the NAC transcriptional repressors, NAC050 and NAC052. We found that the Myb domain of TRB1 exhibits a sequence‐dependent DNA‐binding ability and is involved in the association of TRHT and TRHD complexes with chromatin. Compared with the PEAT and PRC2 target genes, which are characterized by high and low levels of H3K4me3, respectively, the TRHT and TRHD (TRHT/TRHD) complexes occupy a common set of genes with low‐to‐medium levels of H3K4me3. At the TRHT/TRHD target genes, the TRHT/TRHD complexes mediate transcriptional repression through both H3K4me3 demethylation‐dependent and ‐independent mechanisms, and the TRHT/TRHD‐dependent H3K4me3 demethylation is enhanced at PRC2 target genes and is suppressed at PEAT target genes. These findings elucidate how the TRHT/TRHD, PEAT, and PRC2 complexes are coordinated to regulate histone modifications and gene transcription at the whole‐genome level, highlighting the critical role of these complexes in orchestrating various developmental processes.

## 2 Results

### 2.1 Identification of TRB1/2/3‐Containing TRHT and TRHD Complexes

Our previous affinity purification coupled with mass spectrometry (AP‐MS) analysis identified TRB1 and TRB2 as redundant components of PWWP‐EPCR‐ARID‐TRB (PEAT) complex, which is involved in histone acetylation and H2A deubiquitination.^[^ ^24^, ^25^ ^]^ Additional studies have demonstrated that TRB1, TRB2, and TRB3 (TRB1/2/3) can interact with components of the Polycomb Repressive Complex 2 (PRC2) to mediate deposition of H3K27 trimethylation.^[^ ^46^, ^50^ ^]^ Furthermore, they interacted with the H3K4me3 demethylase JUMONJI 14 (JMJ14) and its associated NAC transcriptional repressors, NAC050/052.^[^ ^38^, ^39^, ^44^ ^]^ To further investigate the complexes comprising TRB1/2/3, we conducted a systematic analysis of proteins co‐purified with TRB1/2/3 based on AP‐MS analysis.^[^ ^24^, ^25^, ^39^ ^]^ This investigation revealed four previously uncharacterized TRB1/2/3‐interacting proteins. One of these proteins contains a zinc finger domain and is designated ZINC‐FINGER‐DOMAIN PROTEIN 2 (ZDP2), while the other three are homologous proteins featuring a conserved HELIX‐TURN‐HELIX (HTH) domain, referred to as HTH1, HTH2, and HTH3 (**Figure** **1**A; Figure S1 and Dataset S1, Supporting Information). Our nuclear‐cytoplasmic fractionation assays indicated that TRB1, ZDP2, and HTH1 were exclusively located in the nucleus, while ICU11, JMJ14, and NAC052 were present in both the nucleus and cytoplasm (Figure S2, Supporting Information). These results suggest that TRB1/2/3 and their potential interacting proteins are primarily located in the nucleus.

**Figure 1:**
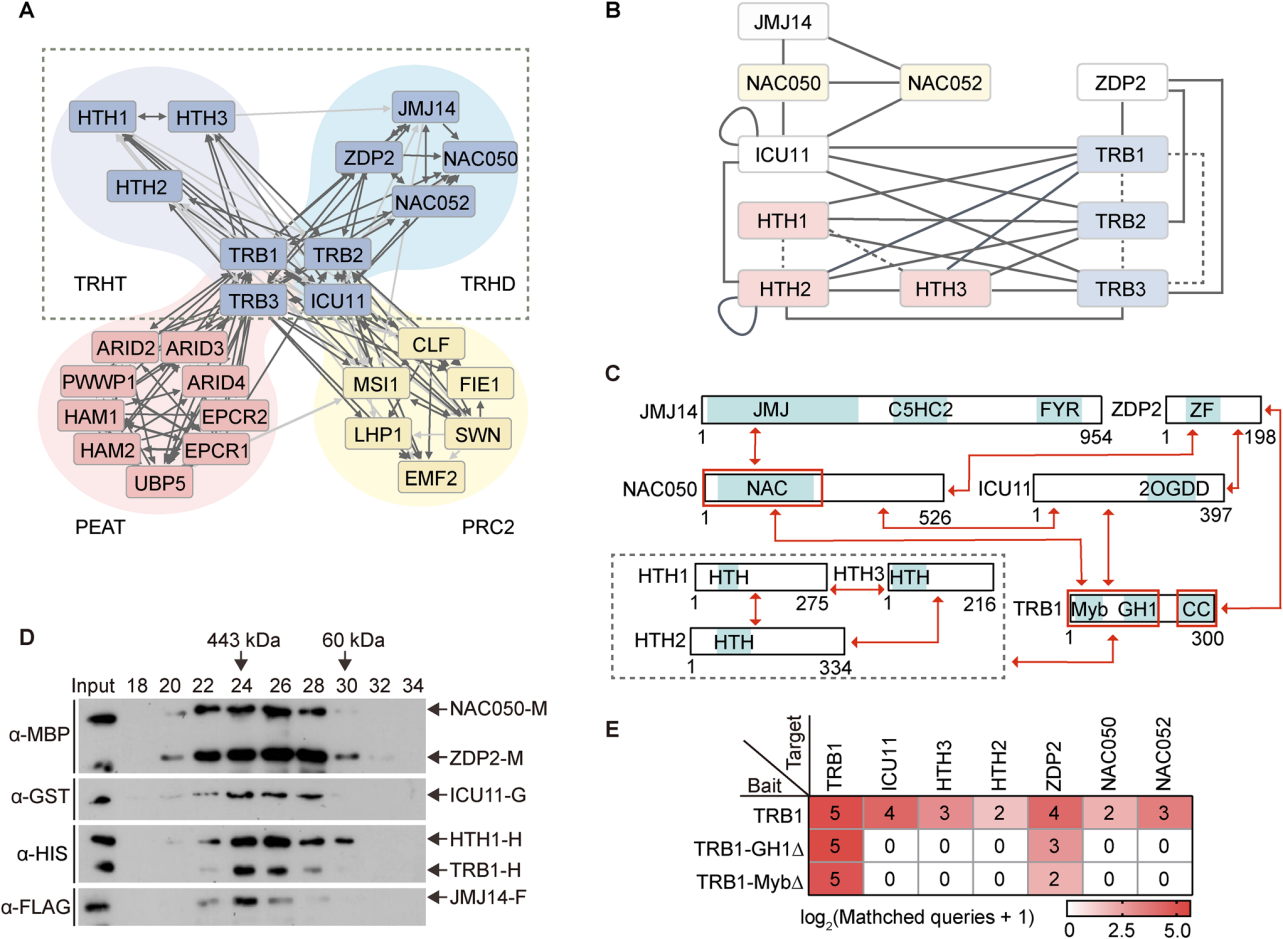
Identification and characterization of TRHT and TRHD complexes in Arabidopsis. A) Diagram indicating the interactions among components of the TRHT, TRHD, PEAT, and PRC2 complexes, as determined by AP‐MS. The diagram was generated using Cytoscape (v3.6.1) based on the AP‐MS data. Arrows indicate proteins co‐purified with the baits. Light gray lines represent the log_2_(matched queries + 1) value of AP‐MS less than 2, while dark gray lines represent the log_2_(matched queries + 1) value of AP‐MS greater than 2. B) Schematic representation of protein‐protein interactions determined by the yeast two‐hybrid assay. Gray dash and gray solid lines denote interactions between the indicated proteins at 0 or 3 mm 3‐amino‐1,2,4‐triazole (3‐AT) SD‐LWH. C) Schematic representation of protein‐protein interactions determined by pull‐down assays. Bidirectional red arrows represent interactions between the indicated proteins. The dashed gray box encloses homologous proteins. Red boxes highlight interaction fragments. JMJ, jumonji domain; C5HC2, zinc‐finger C5HC2‐type domain; FYR, FY‐rich domain; NAC, NAM/ATAF1/2/CUC domain; 2OGDD, 2‐oxoglutarate‐dependent dioxygenase domain; HTH, helix‐turn‐helix domain; GH1, globular histone 1 domain; CC, coiled‐coil domain; ZF, zinc‐finger domain. D) Determination of TRHT/TRHD formation in vitro. Individual proteins purified from *E. coli* were mixed in equivalent molar amounts and separated in a Superose 6 column, and detected by immunoblotting. M, MBP. G, GST. H, HIS. F, FLAG. E) Proteins co‐purified with wild‐type TRB1, TRB1‐GH1∆, and TRB1‐Myb∆ proteins, as determined by AP‐MS in Arabidopsis. Transgenic plants expressing Flag‐tagged wild‐type TRB1, TRB1‐GH1∆, and TRB1‐Myb∆ proteins were employed in AP‐MS. The abundance of purified proteins is represented by the identified queries detected via AP‐MS.

To verify the interactions between TRB1/2/3 and their potential interacting proteins, we generated transgenic plants expressing these proteins tagged with the Flag epitope for AP‐MS analysis. The AP‐MS data indicated that TRB1/2/3 were also co‐purified with these proteins (Figure 1A; Figure S1 and Dataset S1, Supporting Information), thereby validating their interactions. Additionally, a combined analysis of the AP‐MS results enabled the identification of two previously uncharacterized TRB1/2/3‐containing complexes, in addition to the known PEAT and PRC2 complexes (Figure 1A). One of the newly identified complexes, termed TRB1/2/3‐HELIX‐TURN‐HELIX‐PROTEIN (TRHT), consists of TRB1/2/3, ICU11, and HTH1/2/3, whereas the other, named TRB1/2/3‐HISTONE‐DEMETHYLASE (TRHD), includes TRB1/2/3, ICU11, JMJ14, NAC050/052, and ZDP2 (Figure 1A). In these components, TRB1/2/3 are shared by the TRHT, TRHD, PEAT, and PRC2 complexes, while ICU11 is shared by the TRHT, TRHD, and PRC2 complexes. HTH1/2/3 are unique to the TRHT complex, and JMJ14, NAC050/052, and ZDP2 are unique to the TRHD complex (Figure 1A).

We conducted yeast two‐hybrid assays to explore the interactions among the components of the TRHT and TRHD complexes. Previous studies from our group and others have shown the interactions between JMJ14 and NAC050/052,^[^ ^38^, ^44^ ^]^ and this finding was supported by our current yeast two‐hybrid results (Figure S3, Supporting Information). Additionally, we found that all components of the TRHT and TRHD complexes, except for JMJ14 and NAC050/052, can interact with TRB1/2/3, reinforcing the concept that TRB1/2/3 serve as shared subunits of both complexes. Within the TRHD complex, JMJ14 specifically interacts with NAC050/052 and not with any other components (Figure 1B; Figure S3, Supporting Information), indicating that JMJ14 is recruited to the complex solely through its interaction with NAC050/052. Notably, the yeast two‐hybrid assays did not detect any interactions between the TRHT‐specific subunits and the TRHD‐specific subunits (Figure 1B; Figure S3, Supporting Information), further reinforcing the notion that the TRHT complex is distinct from the TRHD complex.

Furthermore, we performed in vitro pull‐down assays to investigate the interactions among the components of the TRHT and TRHD complexes. Consistent with the yeast two‐hybrid results (Figure 1B), the pull‐down assays did not detect any interactions between the TRHT‐specific components and the TRHD‐specific components (Figure 1C; Figure S4A,B, Supporting Information). The pull‐down assays confirmed the interaction between TRB1 and ICU11, two shared subunits of the TRHT and TRHD complexes (Figure 1C). In the TRHT complex, TRB1 interacts with HTH1/2/3, while ICU11 does not (Figure 1C). In the TRHD complex, both TRB1 and ICU11 interact with ZDP2 and NAC050, but neither interacts with JMJ14 (Figure 1C), further substantiating the idea that JMJ14 is recruited to the TRHD complex through its interaction with NAC050/052. Additionally, the pull‐down assays revealed an interaction between ZDP2 and NAC050, two TRHD‐specific subunits (Figure 1C). Gel filtration assays demonstrated that TRHT/TRHD components formed high‐molecular‐weight complexes in vitro (Figure 1D), suggesting the formation of stable TRHT/TRHD complexes.

Using truncated versions of TRB1 (Figure S5, Supporting Information), the pull‐down assays indicated that TRB1 interacts with ZDP2 through its C‐terminal coiled‐coil domain and engages with other TRHT or TRHD components through its N‐terminal region, which contains both the Myb and GH1 domains (Figure 1C). The distinct interaction modes were further demonstrated by AP‐MS using transgenic plants expressing Myb‐deleted TRB1 (TRB1‐MybΔ) and GH1‐deleted TRB1 (TRB1‐GH1Δ) (Figure 1E). These results confirm the formation of two distinct TRB1/2/3‐containing complexes: TRHT and TRHD.

### 2.2 TRHT and TRHD Complexes Cooperate to Regulate Plant Development and Gene Expression

To investigate the biological functions of the TRHT and TRHD complexes, we aimed to obtain mutants for all components of these complexes and examine their developmental phenotypes. As previously reported,^[^ ^24^ ^]^ the homozygous loss‐of‐function *trb2‐2* (GABI_103E02) single mutant was absent from the progeny of its self‐fed heterozygous mutant (Figure S6A,B, Supporting Information), suggesting that TRB2 is essential for plant development. We generated *trb2* and *trb3* mutations using CRISPR‐Cas9‐induced mutagenesis, and obtained a viable *trb1 trb2 trb3* (*trb1/2/3*) triple mutant that contains a weak *trb2* mutant allele (Figure S6C,D, Supporting Information). While the single and double *trb* mutants did not display any visible developmental defects, the *trb1/2/3* triple mutant exhibited severe developmental abnormalities, including a reduction in plant size and a failure to bolt (**Figure** **2**A,B; Figure S7A,B, Supporting Information). These findings are consistent with those reported in a previously characterized *trb1/2/3* mutant.^[^ ^46^ ^]^ We generated *hth1*, *hth2, hth3*, *icu11*, and *zdp2* mutations using CRISPR‐Cas9‐induced mutagenesis (Figure S6E, Supporting Information). Notable phenotypes were observed in *hth1*, *icu11*, and *zdp2* mutants, but not in *hth2* or *hth3* mutants (Figure 2A; Figure S7C,D, Supporting Information). The development phenotypes of these mutants were confirmed by complementation testing (Figure S7E,F, Supporting Information). Moreover, the *hth1/hth3* double mutant did not exhibit more severe phenotypes than the *hth1* single mutant, and the *hth2/3* double mutant had no visible phenotypes (Figure S7C,D, Supporting Information). Consistent with previous reports,^[^ ^38^, ^44^ ^]^ the *jmj14* and *nac050/nac052* mutants exhibited early flowering and a reduced number of rosette leaves upon flowering compared to the wild type (Figure 2A,B).

**Figure 2:**
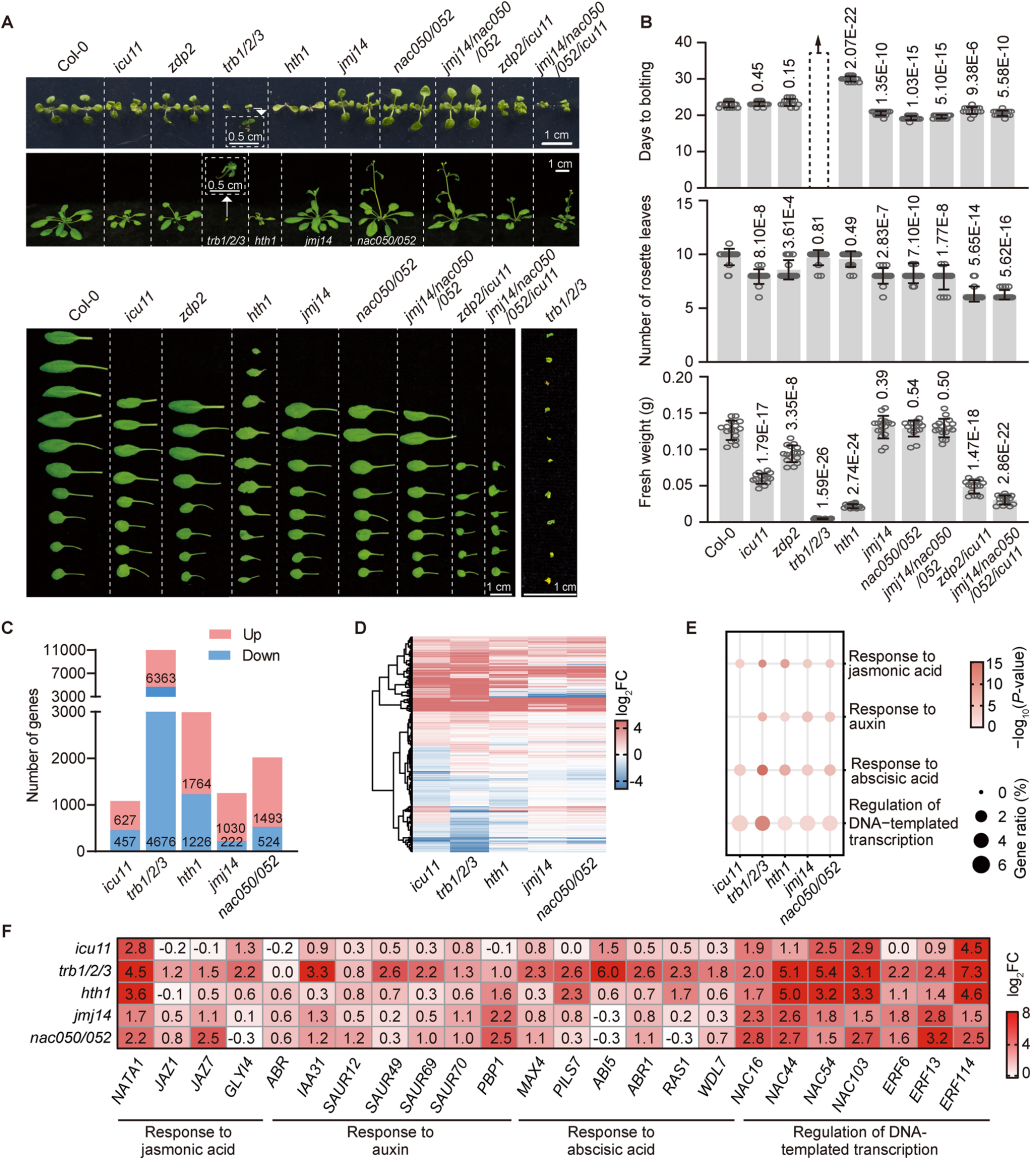
The TRHT and TRHD complexes contribute to plant growth and development by regulating gene expression. A) Morphological phenotypes of TRHT and TRHD mutants. Shown are the phenotypes of 12‐day‐old plants (top), 23‐day‐old plants (middle), and leaves excised from 26‐day‐old plants (bottom). B) Statistical results of days to bolting (top), number of rosette leaves in 30‐day‐old plants (middle), and fresh weight of 26‐day‐old plants (bottom). Flowering time was assessed as the number of days to bolting. Mean values and standard deviation (SD) are calculated from at least 16 plants. *P* values were determined by the two‐tailed Student's t‐test. C) The number of up‐ and down‐regulated DEGs as determined by RNA‐seq in the indicated mutants relative to the wild type. D) Heatmaps showing gene expression changes in indicated mutants relative to the wild type according to DEGs in *icu11*. Red and blue bars represent the expression changes of up‐ and down‐regulated DEGs, respectively. FC, fold change. E) Gene ontology analysis of the upregulated DEGs identified by RNA‐seq in the indicated mutants relative to the wild type. F) The expression change of representative upregulated DEGs in the indicated mutants relative to the wild type. Red represents the gene expression change (log_2_FC).

To explore the relationships between different components of the TRHD complex, we combined mutations in these components and analyzed their effects. First, we created a *jmj14/nac050/052* triple mutant, and demonstrated the early flowering of this mutant (Figure 2A,B). We then introduced the *icu11* mutation into the *jmj14/nac050/052* triple mutant, thereby obtaining *jmj14/nac050/052/icu11* quadruple mutant. Compared to either the *icu11* single mutant or the *jmj14/nac050/052* triple mutant, the quadruple mutant showed reduced plant weight and fewer rosette leaves, while its flowering time was not further accelerated relative to the *jmj14/nac050/052* triple mutant (Figure 2A,B). Additionally, we combined the *zdp2* and *icu11* mutations to produce a *zdp2/icu11* double mutant. Notably, this double mutant exhibited early flowering and reduced number of rosette leaves, compared to the wild type (Figure 2A,B), suggesting that ZDP2 or ICU11 can function synergistically to modulate flowering time. This supports the role of the TRHD complex in regulating flowering time. Together, these results suggest that distinct components of the TRHD complex cooperate to regulate multiple developmental processes.

We conducted RNA deep sequencing (RNA‐seq) analysis to investigate how the TRHT and TRHD complexes cooperate to regulate gene expression at the whole‐genome level. 

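The RNA-seq experiment compared 12-day-old seedlings of the wild type Col-0 and of 5 mutants (*hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3*), with 3 libraries per genotype that the paper describes as independent biological replicates, which makes 18 libraries. TRB1, TRB2 and TRB3 are telomere repeat-binding proteins that the paper finds in the TRHT and TRHD complexes as well as in PEAT and PRC2, and ICU11, a 2-oxoglutarate-dependent dioxygenase, is shared by TRHT, TRHD and PRC2. HTH1 is specific to TRHT, while the H3K4 demethylase JMJ14 and the transcription factors NAC050 and NAC052 are specific to TRHD. By the paper, the *trb1* and *jmj14* alleles are T-DNA insertions, the *trb2*, *trb3*, *icu11* and *hth1* alleles were made by CRISPR/Cas9, and the *trb1/2/3* triple mutant holds a weak *trb2* allele. The sample labels give a day of 8 h light and 16 h dark at 22 °C, whereas the paper's methods give 16 h light and 8 h dark. Total RNA was extracted with TRIzol and sequenced as paired-end reads. The authors removed adapters and low-quality reads, aligned the rest to the TAIR10 genome with HISAT2 (v2.1.0) and tested expression with edgeR (v3.42.4). The deposited table holds 1 value per library for 32548 genes. These values are read counts that the authors had adjusted to a common library size, and they equal the values per library of Dataset S2 in 15768 of 15768 comparisons (relative tolerance 1e-05). The comparisons cover libraries of Col-0, *icu11* and *trb1/2/3*, for genes that Dataset S2 lists as changed in *icu11* or increased in *trb1/2/3*. The totals of these values per library ran from 55187541 to 55659204 in Col-0 (median 55290772), from 52888458 to 53332717 in *hth1* (52964085), from 52218491 to 52561315 in *icu11* (52245618), from 52928871 to 53071146 in *jmj14* (53024623), from 53264521 to 53436865 in *nac050/052* (53267056) and from 44194256 to 53450970 in *trb1/2/3* (44459077). The number of reads behind them is not known, but the worth of a single read, seen as the step between low values, lay between 0.789 and 1.20 in all libraries, so their depths appear similar. In *trb1/2/3* replicate 3 this worth is less certain, as it rests on 8 genes at 1 read against 135 and 99 in replicates 1 and 2. That library also had the total of 53450970, against 44459077 and 44194256 in replicates 1 and 2. Genes with a mean of at least 10 in at least 1 genotype were tested (22640 genes) with limma on log2(value + 1), in a single fit of all 18 libraries. DEGs are genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 0.5 or below −0.5 against Col-0, and genes are said to rise or fall below where they pass both thresholds. The pseudocount of 1 makes the fold changes of weakly expressed genes smaller than the ratio of their means. The fit estimates the spread of each gene over all 6 genotypes, so that a genotype with a larger spread raises it for the others. The p values of that genotype then rest on a smaller spread than its own libraries show. This holds for *trb1/2/3*, whose p values can therefore be too small. In data simulated from these libraries with known changes, a log2 change of 1 was called for 52 to 70% of the changed genes and a log2 change of 3 for 84 to 98%, depending on the mutant. Unchanged genes were called 8 times in the simulated *hth1* comparison, 20 times for *icu11*, 19 for *jmj14*, 18 for *nac050/052* and 860 times for *trb1/2/3*.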

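The 3 libraries of a genotype lay close together in Col-0, *hth1*, *icu11*, *jmj14* and *nac050/052*, while in *trb1/2/3* replicate 3 stood apart from replicates 1 and 2. Several cell wall genes differed between the *trb1/2/3* libraries. *EXT3*, which encodes an extensin of the cell wall, had values of 33852 and 38345 in replicates 1 and 2 and 1701 in replicate 3, and *LRX1*, a leucine-rich repeat extensin of root hairs, had values of 3036 and 3137 in replicates 1 and 2 and 183 in replicate 3. Over the 38 genes annotated as extensins that reached 100 in replicates 1 and 2, the median log2 deviation of replicate 3 from the mean of the other two was −3.05. The transcription factor gene *OFP12* had values of 245 and 259 in replicates 1 and 2 and 0 in replicate 3, and 104 genes at 100 or more in replicates 1 and 2 were below 10 in replicate 3. These genes were chosen after their values were seen. Across the 22640 genes tested, Pearson's r of log2(value + 1) ran from 0.981 to 0.987 among 16 of the 18 pairs of replicates, and it was 0.899 and 0.893 between *trb1/2/3* replicate 3 and replicates 1 and 2. The lowest r between libraries of different genotypes was 0.79. These correlations are across genes, which are not independent replicates. The SD of log2(value + 1) between the 3 replicates, as the median over genes, was 0.117 in Col-0, 0.1 in *hth1*, 0.138 in *icu11*, 0.152 in *jmj14*, 0.148 in *nac050/052* and 0.461 in *trb1/2/3*.

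**Figure D1:**
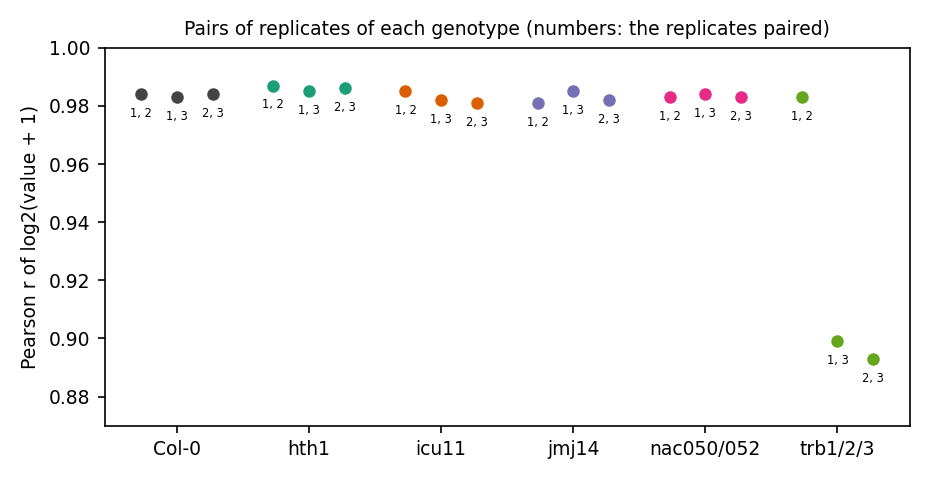
Pearson's r of log2(value + 1) across 22640 genes (vertical axis, which starts at 0.87) for each pair of replicates of the 6 genotypes (horizontal axis). Each point is a pair, labelled with its replicate numbers, and the pairs with *trb1/2/3* replicate 3 lie at 0.899 and 0.893 while the others lie at 0.981 or above.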

Three biological replicates of each genotype confirmed the high quality of the RNA‐seq data. We identified numerous differentially expressed genes (DEGs) (log_2_ [fold change] > 0.5 or < −0.5, FDR < 0.05) in each mutant compared to the wild type. 

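The *trb1/2/3* mutant had 10719 DEGs among the 22640 genes tested, *hth1* had 2987, *nac050/052* had 2000, *jmj14* had 1208 and *icu11* had 1042. In *hth1*, the thionin gene *AT1G66100*, whose family encodes small antimicrobial peptides, fell from 6202 ± 149.7 in Col-0 to 107 ± 17.2 (mean ± SD, n = 3 libraries, log2 fold change −5.86, standard error 0.45, adjusted p = 2.02e-07 from limma). *AT3G01345*, of unknown function, rose from 14.2 ± 4.75 to 6189 ± 198 in the same mutant (log2 fold change 8.73, standard error 0.36, adjusted p = 2.8e-10 from limma). In *icu11*, *VIM5*, a member of the VARIANT IN METHYLATION family of ubiquitin ligases, rose from 3.32 ± 2.94 to 2905 ± 86.4 (log2 fold change 9.79, standard error 0.66, adjusted p = 1.59e-07 from limma). *QQS*, an orphan gene that acts on starch content, fell from 712 ± 43.5 to 35.1 ± 5.25 (log2 fold change −4.32, standard error 0.60, adjusted p = 0.000274 from limma), and the glutamate receptor gene *GLR2.7* fell from 690.2 ± 62.2 to 130.5 ± 27.4 (log2 fold change −2.41, standard error 0.19, adjusted p = 8.65e-07 from limma). The largest increase in *jmj14* among the genes named by rule was that of *HAC2*, which encodes a histone acetyltransferase of the CBP family, from 0.676 ± 1.14 to 532 ± 89.0 (log2 fold change 8.5, standard error 0.68, adjusted p = 9.42e-07 from limma), and *HAC2* reached 847 ± 59.3 in *nac050/052* (log2 fold change 9.18, standard error 0.68, adjusted p = 1.57e-07 from limma). *CRA1*, which encodes a 12S seed storage protein, fell from 635 ± 69.0 to 7.92 ± 1.23 in *jmj14* (log2 fold change −6.16, standard error 0.65, adjusted p = 1.65e-05 from limma). *PCR1*, which lowers cadmium uptake, fell from 2339 ± 63.4 to 59.4 ± 12.6 in *nac050/052* and to 3.73 ± 3.76 in *trb1/2/3* (log2 fold changes −5.29 and −9.42). In *trb1/2/3*, *AT2G15020*, of unknown function, fell from 8517 ± 189.8 to 22.1 ± 4.28 (log2 fold change −8.54, standard error 0.13, adjusted p = 5.63e-16 from limma), and *AT1G68250* rose from 1.80 ± 3.08 to 12995 ± 3540.0 (log2 fold change 12.71, standard error 0.78, adjusted p = 2.42e-09 from limma). Except in *trb1/2/3* itself, the numbers of DEGs depend on *trb1/2/3* replicate 3, as without it they were 4538 in *hth1*, 2093 in *icu11*, 2156 in *jmj14*, 3164 in *nac050/052* and 10783 in *trb1/2/3*. With all libraries kept, a fit of Col-0 and *trb1/2/3* alone gave 6880 DEGs in *trb1/2/3*.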

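In *jmj14*, 1005 genes rose and 203 fell, and in *nac050/052* 1482 rose and 518 fell, so that 83.2% and 74.1% of their DEGs were up-regulated. The share was lower in *hth1* (1789 rose and 1198 fell, 59.9%), in *icu11* (609 and 433, 58.4%) and in *trb1/2/3* (5739 and 4980, 53.5%). Among changes of at least 4-fold the excess was wider, with 295 genes that rose and 43 that fell in *icu11*, 329 and 44 in *jmj14*, 488 and 181 in *hth1*, 607 and 130 in *nac050/052* and 1590 and 1162 in *trb1/2/3*. Several of the largest increases were shared between mutants. The cullin family gene *AT4G12100*, listed at 0 in all 3 Col-0 libraries, reached 346 ± 34.2 in *hth1* and 363 ± 11.8 in *icu11* (SD, n = 3), and *AT3G28500*, which encodes an acidic protein of the 60S ribosomal subunit, rose from 14.3 ± 3.90 in Col-0 to 2448 ± 34.8 in *hth1*, 1346 ± 159 in *icu11* and 3020.0 ± 529 in *nac050/052*. *XIE*, a myosin gene, rose from 3.68 ± 3.34 to 587 ± 42.8 in *jmj14* and 1081 ± 43.9 in *nac050/052* (log2 fold changes 7.40 and 8.29 from limma) and was at 9.55 ± 7.15 in *icu11*, where it did not pass the test. Of the 609 up-regulated DEGs of *icu11*, 439 also rose in *trb1/2/3* (72.1%), 339 in *hth1* (55.7%), 302 in *nac050/052* (49.6%) and 248 in *jmj14* (40.7%). Independent lists of these sizes would share 154.4, 48.1, 39.9 and 27 genes. Of the 433 down-regulated DEGs of *icu11*, 181, 125, 81 and 44 fell in the same 4 mutants, where independent lists would share 95.2, 22.9, 9.9 and 3.9. In the opposite direction, 66, 50, 32 and 21 of the up-regulated DEGs of *icu11* fell in these 4 mutants, and 107, 63, 42 and 31 of its down-regulated DEGs rose. In *nac050/052*, 884 of the 1005 up-regulated DEGs of *jmj14* rose (88%), where 65.8 would be shared by independent lists, and 0 fell. All mutants were compared with the same 3 Col-0 libraries, which by itself makes fold changes correlate. Over all genes tested, Pearson's r between the log2 fold changes of *jmj14* and *nac050/052* was 0.823, against 0.506 in 20 simulations of unchanged groups with these controls, and the covariance was 0.515 against 0.057. For *icu11* with *hth1*, *jmj14*, *nac050/052* and *trb1/2/3*, the covariances were 0.277, 0.183, 0.258 and 0.457 against simulated values of 0.057 for each pair, while Pearson's r was 0.457, 0.378, 0.401 and 0.424 against simulated values of 0.525, 0.501, 0.504 and 0.289. The simulated groups hold no changed genes, so their r comes from the shared controls alone. Changes that differ between mutants lower r, so an r below the simulated value does not show that the mutants agree less than unchanged groups. The 3 Col-0 libraries are too few to be split, so part of the overlaps may come from them. Without *trb1/2/3* replicate 3, 1103 genes rose and 990 fell in *icu11* (52.7%), 2689 and 1849 in *hth1* (59.3%), 1709 and 447 in *jmj14* (79.3%) and 2138 and 1026 in *nac050/052* (67.6%), and the up-regulated DEGs of *icu11* that rose in *hth1*, *jmj14*, *nac050/052* and *trb1/2/3* numbered 565, 434, 497 and 720.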

The number of upregulated DEGs consistently exceeded that of down‐regulated ones in each mutant (Figure 2C,D; Dataset S2, Supporting Information), supporting the notion that the TRHT and TRHD complexes function as transcriptional repressors. 

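Transcription factor genes that plants induce on wounding and stress were higher as a set in *hth1*, *jmj14*, *nac050/052* and *trb1/2/3*. Of 22 such genes, 11 rose in *hth1*, 7 in *jmj14*, 10 in *nac050/052* and 15 in *trb1/2/3*, and 0 fell, with medians of the log2 fold change of 1.16, 1.10, 1.12 and 1.81. *ERF104*, an ethylene response factor, rose from 297 ± 16.1 in Col-0 to 1067 ± 85.9 in *hth1*, 1768 ± 159 in *jmj14*, 2181 ± 133 in *nac050/052* and 1038 ± 461 in *trb1/2/3* (SD, n = 3). The zinc finger gene *STZ* rose from 211 ± 49.6 to 1091 ± 14.4, 1032 ± 186 and 864 ± 174 in the first 3 of these mutants. In *icu11*, 1 of the 22 genes rose, and *ERF104* and *STZ* were at 353 ± 27.5 and 209 ± 55.3. Adjusted over the list alone, 12, 10, 10, 15 and 1 genes rose in *hth1*, *jmj14*, *nac050/052*, *trb1/2/3* and *icu11*, and 1 fell in each of *hth1*, *nac050/052* and *icu11*.

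Auxin response genes were higher as a set in *jmj14* and *nac050/052*. Of 38 genes, 10 rose in *jmj14* and 14 in *nac050/052* (13 and 16 adjusted over the list alone), 0 fell in either of these mutants, and the medians were 0.49 and 0.64. *IAA2*, an auxin-inducible repressor of the auxin response, rose from 2541 ± 200.1 to 3881 ± 363 in *jmj14* and 4174 ± 109 in *nac050/052* and fell to 1614 ± 76.0 in *hth1*, and *IAA29* rose from 195 ± 44.4 to 512 ± 71.7 in *nac050/052* and fell to 23.9 ± 10.3 in *hth1*. In *hth1* 4 of these genes rose and 8 fell, in *trb1/2/3* 6 rose and 17 fell, and in *icu11* 0 passed the test (adjusted over the list alone, 4 and 8, 7 and 17, and 0). Abscisic acid and drought genes were lower in *icu11*, *jmj14* and *nac050/052*. Of 28 genes, 6 fell and 1 rose in *icu11* (13 and 1 adjusted over the list alone), 6 and 1 in *jmj14* (6 and 1) and 5 and 1 in *nac050/052* (6 and 1), with medians of −0.50, −0.28 and −0.29. *NCED3*, the enzyme of the rate-limiting step of abscisic acid synthesis, fell from 2041 ± 87.8 to 1247 ± 78.2 in *icu11* (log2 fold change −0.71, adjusted p = 0.0028 from limma), and *LTI65*, a drought-induced gene, fell from 4103 ± 164 to 2389 ± 140.0 in *icu11*, 726 ± 45.6 in *jmj14* and 509.9 ± 71.3 in *nac050/052*. In *hth1* 2 rose and 2 fell, and in *trb1/2/3* 7 rose, among them *LTI65* to 12003 ± 527, and 10 fell, with a median of −0.46 and a mean of 0.03 (adjusted over the list alone, 2 and 3, and 7 and 11). Of all genes tested, 25.3% rose and 22% fell in *trb1/2/3*, so the 7 of 28 that rose are near that share.

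Jasmonic acid genes went in both directions. Of 28 genes, 6 rose and 2 fell in *hth1*, 1 rose and 3 fell in *icu11*, 3 rose and 1 fell in *jmj14* and in *nac050/052*, and 9 rose and 14 fell in *trb1/2/3* (7 and 3, 1 and 3, 5 and 1, 4 and 1, and 9 and 14 adjusted over the list alone). The genes that fell in *icu11* act in the synthesis of jasmonic acid, with *AOC1* from 1184 ± 128 to 505 ± 35.3, *AOC2* from 1545 ± 73.0 to 497 ± 14.2 and *LOX3* from 526 ± 33.3 to 258 ± 24.8. *AOC1* and *AOC2* are close copies that can share reads, so their values are uncertain. *JAZ6*, which encodes a repressor of the jasmonic acid response, rose from 1805 ± 66.0 to 2876 ± 98.6 in *jmj14* and 3764 ± 209 in *nac050/052*. Of 16 heat shock genes, 1, 0, 2, 3 and 6 rose and 0, 0, 2, 3 and 3 fell in *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3* (over the list alone the same, apart from 3 and 4 that fell in *jmj14* and *nac050/052*). *HSP70* fell from 9781 ± 133 to 5124 ± 542 in *jmj14*, 5419 ± 375 in *nac050/052* and 4675 ± 1256 in *trb1/2/3*.

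As sets, tested with camera (limma, adjusted over 110 tests of list and mutant), the wound and stress list was higher in *hth1*, *jmj14*, *nac050/052* and *trb1/2/3* (adjusted p = 4.37e-05, 7.6e-08, 3.97e-06 and 1.05e-04) and did not pass in *icu11* (adjusted p = 0.696 from camera). The auxin list was higher in *jmj14* and *nac050/052* (adjusted p = 1.09e-05 and 2.82e-06 from limma's camera), with 0.16, 0.258 and 0.0514 in *hth1*, *icu11* and *trb1/2/3*. The abscisic acid list was lower in *icu11*, *jmj14* and *nac050/052* (adjusted p = 7.6e-08, 5.59e-05 and 3.69e-05 from limma's camera), with 0.513 in *hth1* and 0.258 in *trb1/2/3*. These calls hold with an estimated correlation, whereas that of the jasmonic acid list in *icu11* (adjusted p = 0.015) is lost (adjusted p = 0.297 with an estimated correlation). In the other mutants the jasmonic acid list had adjusted p of 0.183 to 0.338, and the heat shock list had 0.296 to 0.883. Camera tests whether a list shifts in a single direction against the other genes, so a list that does not pass can hold changed genes. Fry (limma), which tests a list by itself, called the auxin list lower in *hth1* and *trb1/2/3* and higher in *icu11* (adjusted p = 0.0083, 9.38e-10 and 0.0342 from fry). Between mutants, the wound and stress list was lower in *icu11* than in *jmj14* (adjusted p = 6.31e-05 from limma's camera) and the auxin list higher in *nac050/052* than in *hth1* (adjusted p = 5.97e-06 from camera). Some members are genes of Figure 2F, which the study chose as up-regulated on these samples. They are *ERF6*, *ERF13* and *ERF114* (wound and stress), *IAA31*, *SAUR12* and *PBP1* (auxin), *ABI5* (abscisic acid) and *NATA1*, *JAZ1* and *JAZ7* (jasmonic acid). These lists are therefore not wholly independent of that choice.

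Among the genes listed in Dataset S3 under terms whose genes are given in full, 465 rose and 352 fell here in *hth1* (865 genes tested, 130 of 151 terms), 145 and 155 in *icu11* (343 genes, 75 of 76 terms), 268 and 74 in *jmj14* (377 genes, 68 of 72 terms), 318 and 176 in *nac050/052* (532 genes, 93 of 107 terms) and 1138 and 1124 in *trb1/2/3* (2374 genes, 224 of 295 terms). Under response to auxin in *jmj14*, 24 of 31 genes rose and 3 fell, under response to abscisic acid in *icu11* 15 of 33 rose and 13 fell, and under response to jasmonic acid in *nac050/052* 11 of 26 rose and 12 fell. Of the first 36 genes given under protein ubiquitination, from a term of 39 in *jmj14* and of 60 in *nac050/052*, 31 and 28 rose and 3 and 6 fell. The other genes of these terms were not analysed here.

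**Figure D2:**
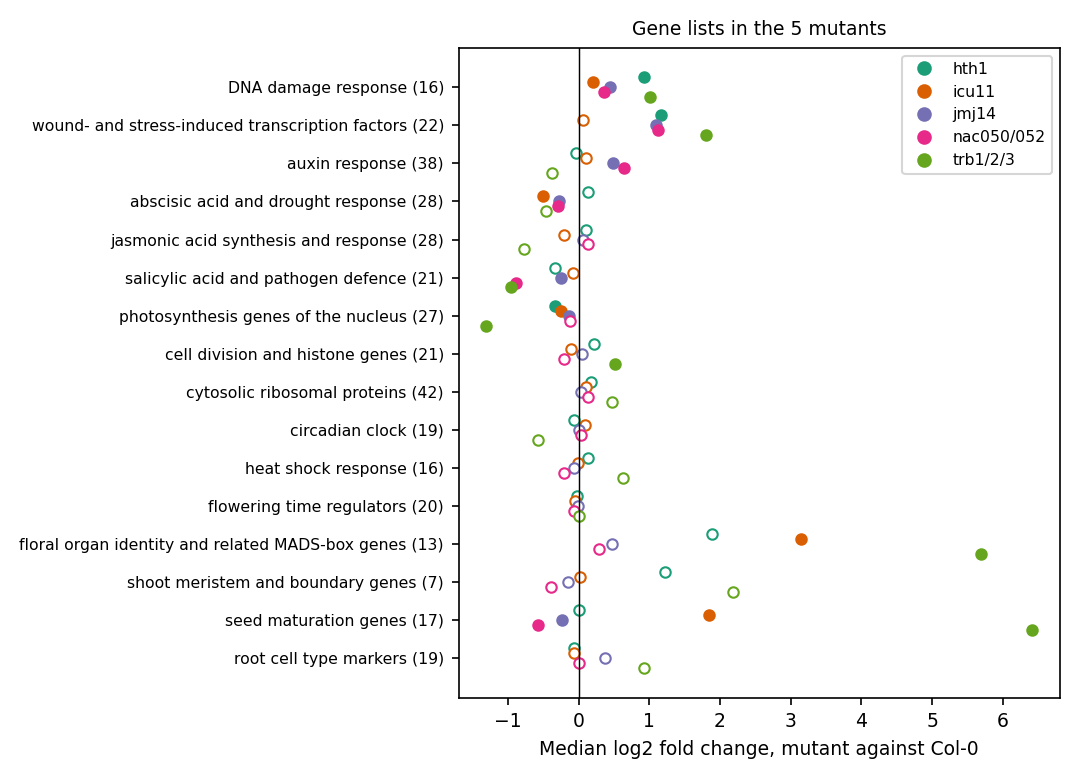
Median log2 fold change against Col-0 (horizontal axis) of the tested genes of 16 lists (vertical axis, with the number of genes tested) in the 5 mutants (colors). Filled points passed camera with both the preset and the estimated correlation, and open points did not. The wound and stress medians lie at 1.10 to 1.81 in 4 mutants and at 0.07 in *icu11*.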

Gene Ontology (GO) analysis revealed that the up‐regulated DEGs in the TRHT and TRHD mutants were enriched in biological processes such as DNA binding, transcription, stress responses, and protein ubiquitination (Figure 2E; Dataset S3, Supporting Information). Notably, many key genes associated with these processes were significantly elevated in all TRHT and TRHD mutants (Figure 2F), indicating that they can co‐regulate gene expression in these pathways.

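Of the 24 genes of Figure 2F, *NATA1*, *NAC16*, *NAC44* and *NAC103* rose in all 5 mutants. *NATA1*, an acetyltransferase of the jasmonic acid response, was at 20.4 ± 9.26 in Col-0 and at 253 ± 19.8, 145 ± 34.0, 64.4 ± 15.5, 92.3 ± 21.2 and 456 ± 32.1 in *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3* (SD, n = 3, log2 fold changes 3.67, 2.84, 1.68, 2.20 and 4.51 from limma). *NAC16*, a transcription factor of leaf senescence, rose from 134 ± 16.4 to 449.9 ± 54.4, 487 ± 53.0, 672 ± 12.0, 939 ± 59.0 and 524 ± 129 in the same order. *NAC44*, which acts in the DNA damage response, rose from 27.2 ± 6.21 to 902 ± 41.0, 60.1 ± 12.6, 170.3 ± 28.7, 176 ± 18.3 and 965 ± 456. Its increase in *icu11* (log2 fold change 1.12, adjusted p = 0.0223 from limma) is no longer past the threshold without Col-0 replicate 1 or 3 or without *icu11* replicate 1 or 2. The ethylene response factor gene *ERF6* rose from 152 ± 28.9 to 334 ± 27.5 in *hth1*, 514 ± 107 in *jmj14*, 463 ± 34.2 in *nac050/052* and 711 ± 353 in *trb1/2/3*, and was at 156 ± 26.7 in *icu11*. *GLYI4*, a glyoxalase, rose from 694 ± 93.9 to 1046 ± 10.6 in *hth1*, 1661 ± 93.1 in *icu11* and 3102 ± 269.5 in *trb1/2/3*, with 761 ± 73.3 in *jmj14* and 579 ± 45.2 in *nac050/052*. By gene, 4 rose in all 5 mutants, 2 in 4, 6 in 3, 5 in 2 and 7 in 1. By mutant, 13 rose in *hth1*, 8 in *icu11*, 9 in *jmj14*, 12 in *nac050/052* and 21 in *trb1/2/3* (13, 10, 14, 15 and 22 adjusted over the list alone), and 0 fell. The study chose these genes on the same samples, so the list is not independent evidence of its direction, and its adjusted p from camera was 1.22e-08, 7.6e-08, 9.73e-11, 3.73e-10 and 2.72e-08 in the same order. Of the 120 combinations of gene and mutant, 63 passed the test and 109 had a log2 fold change above 0.

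Over all genes tested, 139 rose in all 5 mutants and 11 fell in all 5, where independent lists would give 0.035 and 0.001 and 20 simulations of unchanged groups against the same Col-0 libraries gave at most 1 in either direction. In these simulations no gene changed, which makes the adjusted threshold stricter than in the data. They therefore do not show how many of the 139 and 11 genes could come from the shared Col-0 libraries. Among the genes that rose in all 5 are *TIL2*, which encodes a catalytic subunit of DNA polymerase epsilon and rose from 1.84 ± 1.67 to 319 ± 27.5, 313 ± 57.7, 476 ± 18.9, 409 ± 37.4 and 119.9 ± 18.8, and *HDG4*, a homeobox gene of the epidermal HD-ZIP family (log2 fold changes 6.37, 4.79, 7.42, 8.26 and 5.01). *WPP3*, an F-box gene *AT3G18720* and an F-box gene *AT3G13680*, whose products select proteins for ubiquitination in the case of the F-box genes, rose with log2 fold changes of 4.81, 5.00, 4.17, 5.27 and 4.38, of 6.28, 7.12, 6.49, 8.12 and 4.59 and of 4.2, 4.28, 4.26, 5.4 and 4.06. Without *trb1/2/3* replicate 3, there were 216 genes that rose in all 5 mutants and 26 genes that fell in all 5 mutants. From the excess of up-regulated over down-regulated DEGs in each mutant, the paper proposes that the TRHT and TRHD complexes act as transcriptional repressors, and from the elevation of the genes of Figure 2F it reasons that both complexes can co-regulate expression in these pathways.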

### 2.3 TRHT and TRHD Complexes Bind Common Target Genomic Loci

To investigate whether the TRHT and TRHD complexes directly regulate gene expression at the chromatin level, we performed chromatin immunoprecipitation sequencing (ChIP‐seq) in transgenic plants expressing Flag‐tagged components of TRHT and TRHD complexes, including HTH1, TRB1, NAC052, JMJ14, ZDP2, and ICU11. A comparison of our TRB1 ChIP‐seq results with published TRB1 ChIP‐seq data^[^ ^46^, ^50^ ^]^ revealed a significant degree of concordance, confirming the reliability of our ChIP‐seq data (Figure S8A,B, Supporting Information). Correlation analysis indicated that the ChIP‐seq signals of the TRHT and TRHD (TRHT/TRHD) components were highly correlated (**Figure** **3**A), supporting the idea that these components are associated with common target genes.

**Figure 3:**
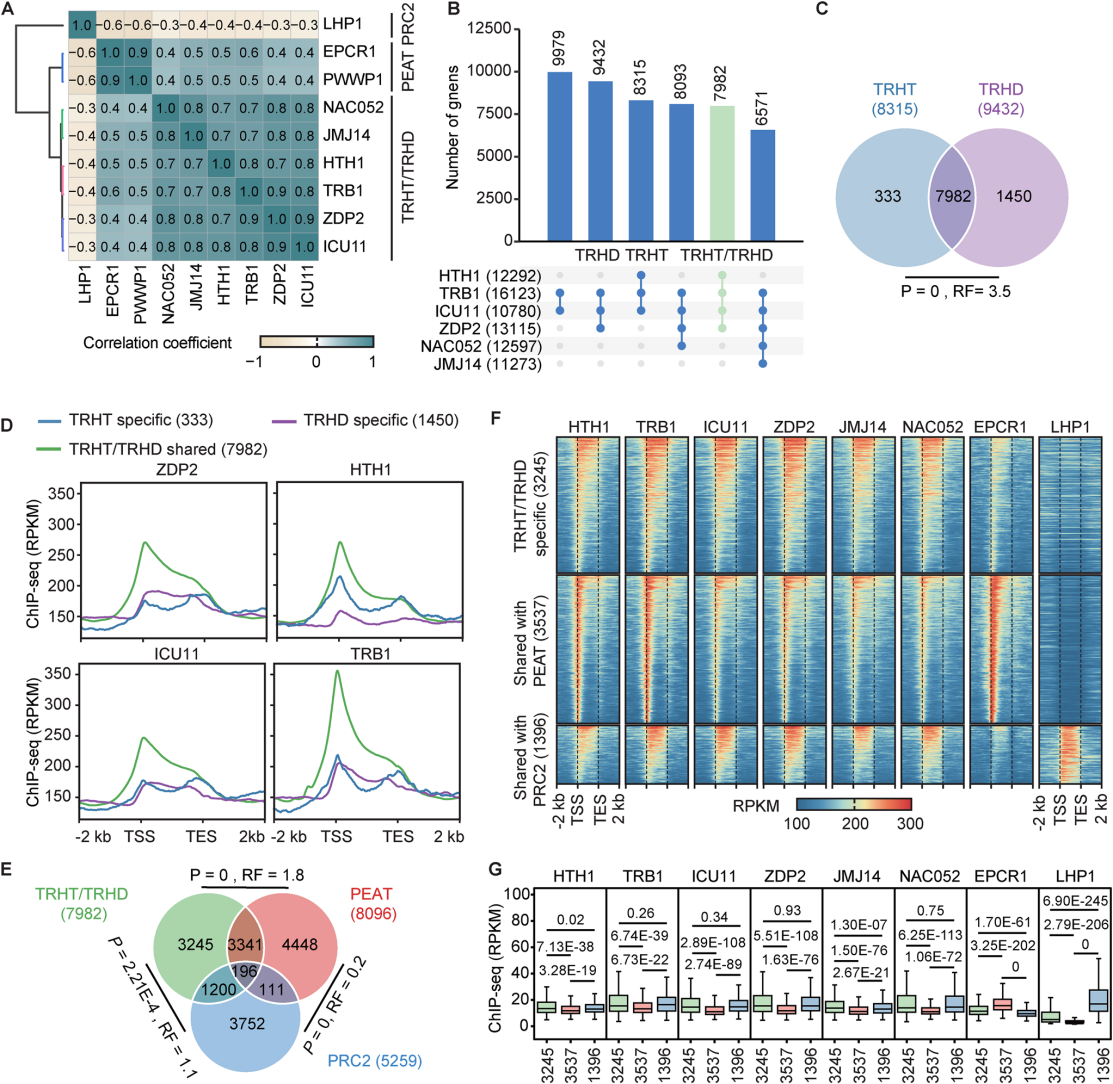
Comparison of genomic regions bound by TRHT/TRHD, PEAT, and PRC2 complexes. A) Correlation analysis of ChIP‐seq signals among TRHT/TRHD, PEAT, and PRC2 components. Pearson correlation coefficients are shown. B) Upset plot showing the number of genes bound by individual TRHT/TRHD components and their overlapping gene sets. Genes co‐bound by TRB1, ICU11, and ZDP2 represent TRHD targets (9432). Genes co‐bound by TRB1, ICU11, and HTH1 represent TRHT targets (8315). Genes shared by both TRHT and TRHD are referred to as TRHT/TRHD common targets (7982). C) Venn diagram showing the overlap between TRHT and TRHD target genes. The three subclasses of TRHT/TRHD target genes include TRHT‐specific (333), TRHD‐specific (1450), and TRHT/TRHD‐shared (7982) targets. *P* values were calculated using the one‐tailed hypergeometric test. RF represents the ratio of observed to expected overlapping genes. D) Meta plots showing differential distribution of TRHT and TRHD ChIP‐seq signals over their target genes. TSS, transcription start site; TES, transcription end site. E) Venn diagram showing the overlap among TRHT/TRHD, PEAT, and PRC2 target genes. *P* values were calculated using the two‐tailed hypergeometric test. RF represents the ratio of observed to expected overlapping genes. F) Heatmaps displaying the ChIP‐seq enrichment of ICU11, JMJ14, HTH1, TRB1, EPCR1, and LHP1 at three subclasses of TRHT/TRHD target genes: TRHT/TRHD‐specific (3245), TRHT/TRHD‐ and PEAT‐shared (3537), and TRHT/TRHD‐ and PRC2‐shared (1396). TSS, transcription start site; TES, transcription end site. G) Boxplots showing ChIP‐seq enrichment levels of indicated factors at the three subclasses of TRHT/TRHD target genes. *P* values were determined by the two‐tailed Mann‐Whitney U test (unpaired).

Given that TRB1 and ICU11 are also components of the PEAT and/or PRC2 complexes,^[^ ^17^, ^24^, ^25^, ^46^ ^]^ we integrated the ChIP‐seq results from the PRC2 component LHP1 and the PEAT components EPCR1 and PWWP1 into our correlation analysis. This analysis demonstrated that the ChIP‐seq signals of the TRHT/TRHD components exhibited a positive correlation with those of the PEAT components, while showing a negative correlation with those of the PRC2 component (Figure 3A). The correlation among the TRHT/TRHD components was substantially higher than the correlation between the TRHT/TRHD components and the PEAT components (Figure 3A; Figure S8C, Supporting Information), suggesting that the TRHT/TRHD components bind to a specific set of genes. Notably, although TRB1 and ICU11 have been identified as components of the PEAT and/or PRC2 complexes,^[^ ^17^, ^24^, ^25^, ^46^ ^]^ the ChIP‐seq signals of TRB1 and ICU11 were more closely correlated with those of the TRHT/TRHD components than with those of the PEAT components, and were even negatively correlated with those of the PRC2 component (Figure 3A). This indicates that TRB1 and ICU11 play a more critical role in the TRHT/TRHD complexes than in the PEAT or PRC2 complexes.

To compare TRHT target genes and TRHD target genes, we defined 8315 genes co‐bound by TRB1, ICU11, and HTH1 as TRHT target genes, and 9432 genes co‐bound by TRB1, ICU11, and ZDP2 as TRHD target genes (Figure 3B; Dataset S4, Supporting Information). A Venn diagram revealed a significant overlap between TRHT and TRHD target genes (Figure 3C). Additionally, the enrichment levels of TRHT/TRHD components were markedly higher at target genes shared by both complexes than at those specific to either TRHT or TRHD (Figure 3D), indicating that TRHT and TRHD primarily co‐occupy chromatin on a genome‐wide scale.

### 2.4 Histone Modifications of TRHT/TRHD, PEAT, and PRC2 Target Genes

To characterize the target genes of TRHT/TRHD complexes, we compared the 7982 TRHT/TRHD target genes with the 8096 PEAT target genes (defined by genes co‐bound by the PEAT components EPCR2, UBP5, and PWWP1)^[^ ^25^ ^]^ and the 5259 PRC2 target genes (defined by genes bound by the PRC2 component LHP1). Venn diagram analysis revealed that the overlap between PEAT and PRC2 target genes was significantly lower than expected by chance (*P* = 0, RF = 0.2), indicating PEAT and PRC2 target entirely distinct genes. In contrast, the TRHT/TRHD target genes showed a substantial overlap with PEAT target genes (*P* = 0; RF = 1.8) and a relatively lower overlap with PRC2 target genes (*P* = 2.21E‐4, RF = 1.1) (Figure 3E). These findings confirm that the TRHT/TRHD target genes are distinct from both the PEAT and PRC2 target genes.

We categorized the TRHT/TRHD target genes into three groups: TRHT/TRHD‐specific target genes (3245), target genes shared with the PEAT complex (3537), and target genes shared with the PRC2 complex (1396). We then analyzed histone modification (H3K4me3, H3K27me3, H4K5ac, and H2Aub) and transcript levels of these genes in the wild type. Our analysis indicated that, compared to the TRHT/TRHD‐specific target genes, the target genes shared with the PEAT complex exhibited higher levels of H3K4me3 and H4K5ac, lower levels of H3K27me3 and H2Aub, and higher transcript levels. In contrast, the target genes shared with the PRC2 complex showed lower levels of H3K4me3, higher levels of H3K27me3 and H2Aub, and lower transcript levels (Figure 3F,G; Figure S8D,E, Supporting Information). These findings are consistent with previous reports that the PEAT and PRC2 complexes associate with active and repressive chromatin regions, respectively,^[^ ^25^, ^51^, ^52^, ^53^ ^]^ and indicate that TRHT/TRHD target genes exhibit an intermediate chromatin state between the PEAT and PRC2 target genes.

### 2.5 The TRHT and TRHD Complexes Mediate H3K4me3 Demethylation

JMJ14 has been identified as a demethylase of H3K4me3, a marker associated with transcriptional activation.^[^ ^40^, ^54^ ^]^ We hypothesized that the transcriptional repression function of the TRHT/TRHD complexes is at least partially mediated by JMJ14‐dependent H3K4me3 demethylation. To test this hypothesis, we assessed whether the levels of H3K4me3 were altered in mutants of the TRHT/TRHD complexes compared to the wild‐type control. Western blot analysis indicated that the genome‐wide H3K4me3 levels were not significantly affected in the TRHT/TRHD mutants (Figure S9A, Supporting Information). Additionally, we performed H3K4me3 ChIP‐seq to evaluate whether the H3K4me3 levels at specific TRHT/TRHD target genes were influenced in the TRHT/TRHD mutants, including *icu11*, *trb1/2/3*, *hth1*, and *jmj14*. The ChIP‐seq analysis identified numerous genes with either increased or decreased levels of H3K4me3 (FDR < 0.05, FC > 1.2 or < 0.8) in the TRHT/TRHD mutants when compared to the wild type. Notably, in all these mutants, the number of upregulated genes consistently exceeds that of downregulated genes (**Figure** **4**A; Dataset S5, Supporting Information), suggesting that the TRHT/TRHD complexes can mediate H3K4me3 demethylation at specific genes.

**Figure 4:**
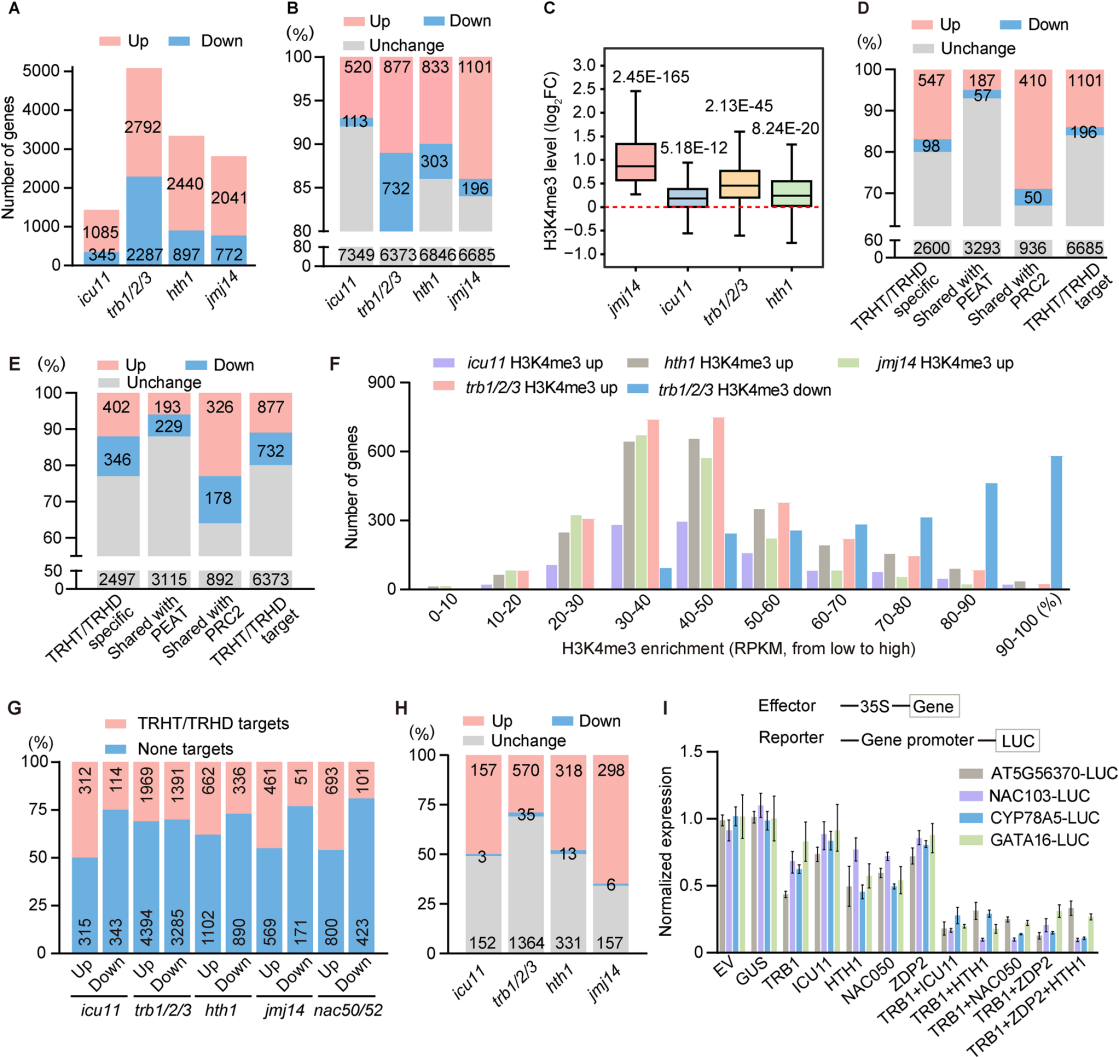
The TRHT/TRHD complexes mediate transcription repression via histone demethylation‐dependent and ‐independent mechanisms. A) Number of genes with up‐ and down‐regulated H3K4me3 levels in the indicated mutants compared to the wild type. B) Percentage of TRHT/TRHD target genes (7982) with increased, reduced, and unchanged H3K4me3 levels in *icu11*, *trb1/2/3*, *hth1*, and *jmj14* mutants. Values represent the number of genes. C) Box plots showing the change of H3K4me3 levels in *jmj14*, *icu11*, *trb1/2/3*, and *hth1* mutants compared to the wild type. Analysis was performed on 1101 genes with increased H3K4me3 levels in the *jmj14* mutant. *P* values were determined by the Mann‐Whitney U test (paired) for non‐normally distributed data. D,E) Number of TRHT/TRHD target genes with up‐ and down‐regulated H3K4me3 levels in (D) *jmj14* and E) *trb1/2/3* mutants compared to the wild type. TRHT/TRHD target genes (7982) were classified into three subgroups for analysis: TRHT/TRHD‐specific genes (3245), genes shared by PEAT (3537), and genes shared by PRC2 (1396). TRHT/TRHD targets represent shared target genes of TRHT and TRHD (7982), which are defined as those co‐enriched by ZDP2, ICU11, TRB1, and HTH1. F) Graph illustrating the distribution of genes with H3K4me3 changes in the indicated mutants relative to the wild type across gene deciles. Total Arabidopsis genes (n = 32,548) were divided into deciles sorted by ascending H3K4me3 levels. G) Ratios of TRHT/TRHD targets and non‐targets among up‐ and down‐regulated DEGs in each mutant. TRHT/TRHD targets (n = 7982) are defined as those co‐bound by ZDP2, ICU11, TRB1, and HTH1. H) Number of up‐regulated TRHT/TRHD target DEGs exhibiting up‐regulated, down‐regulated, and unchanged H3K4me3 levels in *icu11*, *trb1/2/3*, *hth1*, and *jmj14* mutants. I) Determination of the effect of TRHT/TRHD components on transcription by the *LUC* reporter assay in Arabidopsis protoplasts. Shown are a schematic representation of constructs used in the assay (top) and statistical results of relative LUC activity (bottom). Normalized expression levels are presented as the ratio of LUC to REN. Values are means ± SD from three biological replicates. *P* values were determined by the two‐tailed Student's t‐test. EV, empty vector.

To investigate whether the TRHT/TRHD complexes directly contribute to H3K4me3 demethylation, we analyzed the ratios of genes with increased versus decreased levels of H3K4me3 among the 7982 TRHT/TRHD target genes. The results showed that the proportion of genes with elevated H3K4me3 levels was greater than that of genes with reduced levels in all TRHT/TRHD mutants (Figure 4B). In particular, compared to the other TRHT/TRHD mutants, the *jmj14* mutant exhibited the highest number of TRHT/TRHD target genes with increased H3K4me3 levels (Figure 4B). For the TRHT/TRHD target genes, the H3K4me3 levels were significantly increased in the *icu11*, *trb1/2/3*, and *hth1* mutants relative to the wild type, although the increase was less pronounced than in the *jmj14* mutant (Figure 4C). These results confirm that the TRHT/TRHD complexes can contribute to JMJ14‐dependent H3K4me3 demethylation at their target genes.

We plotted correlation diagrams for gene expression changes versus H3K4me3 alterations across TRHT/TRHD target genes in the *icu11*, *hth1*, *trb1/2/3*, and *jmj14* mutants. In the *icu11*, *hth1*, and *jmj14* mutants, genes with increased expression markedly outnumbered those with decreased expression (Figure 4A), and this increased expression was positively correlated with elevated H3K4me3 levels (Figure S9B, Supporting Information), supporting the notion that TRHT/TRHD complexes mediate transcriptional repression through H3K4me3 demethylation. 

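In *icu11*, genes with increased H3K4me3 rose more often than the other genes, and genes with reduced H3K4me3 fell more often. *SEP1*, a MADS-box gene of floral organ identity, rose from 10.8 ± 0.405 in Col-0 to 1604 ± 38.9 in *icu11* (SD, n = 3, log2 fold change 7.09, standard error 0.23, adjusted p = 1.18e-10 from limma), where the paper's H3K4me3 fold in Dataset S5 is 6.11. *SEP3* rose from 119 ± 4.21 to 1118 ± 91.0 and *AP3* from 5.71 ± 3.16 to 93.2 ± 13.7, with H3K4me3 folds by the paper of 2.76 and 1.65. *AT2G25330*, of the TRAF-like family, rose from 4.31 ± 3.87 to 2227 ± 224 (log2 fold change 8.97, standard error 0.43, adjusted p = 5.59e-09 from limma) with a fold by the paper of 9.48. *SVP*, a repressor of flowering, fell from 4482 ± 47.7 to 2588 ± 94.6 (log2 fold change −0.79, standard error 0.14, adjusted p = 0.00255 from limma), and the paper's H3K4me3 fold is 0.756. For *VIM5*, *QQS* and *GLR2.7* the paper's H3K4me3 folds are 6.84, 0.141 and 0.539. Of the 1006 genes tested here that Dataset S5 lists with increased H3K4me3 in *icu11*, 231 rose (23%) and 5 fell, with a median log2 fold change of 0.32, while 1.74% of the genes in neither list rose (odds ratio 16.9, two-sided Fisher's exact test over genes, p = 5.69e-157). Of the 322 with reduced H3K4me3, 61 fell (18.9%) and 8 rose, with a median of −0.32, while 1.72% of the genes in neither list fell (odds ratio 13.3, p = 7.43e-42 from Fisher's exact test). At an H3K4me3 fold by the paper of at least 1.5, 161 of 309 genes rose (52.1%). Over the same 1006 genes, 325 rose in *hth1* (32.3%), 204 in *jmj14* (20.3%), 263 in *nac050/052* (26.1%) and 517 in *trb1/2/3* (51.4%), against 6.66, 3.66, 5.6 and 24.2% of the genes in neither list, although these genes were chosen by H3K4me3 in *icu11*. The 322 genes with reduced H3K4me3 fell more often than the genes in neither list in each of these mutants. Of them, 46 fell and 44 rose in *hth1*, 22 and 22 in *jmj14*, 27 and 25 in *nac050/052* and 158 and 58 in *trb1/2/3*. The shares that fell were 14.3, 6.8, 8.4 and 49.1%, against 5.24, 0.81, 2.17 and 22.1% of the genes in neither list. The shares that rose were 13.7, 6.8, 7.8 and 18%, against 6.66, 3.66, 5.6 and 24.2%. The test takes genes as independent, which they are not. Without *trb1/2/3* replicate 3, 102 of the genes with reduced H3K4me3 fell in *icu11*, and the lists of the other mutants were not used here.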

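In *trb1/2/3*, genes of flowers and seeds rose and genes of photosynthesis fell. Of all genes tested, 25.3% rose and 22% fell in this mutant. Of 13 floral organ identity and related MADS-box genes, 10 rose and 2 fell, with a median log2 fold change of 5.69. *SEP3* reached 7393 ± 109 and *AP3* 2064 ± 589.8 (SD, n = 3, log2 fold changes 5.95 and 8.34 from limma), and *STK*, which specifies ovule identity, rose from 1.11 ± 1.09 in Col-0 to 1239.8 ± 668. The floral genes that fell were *SEP4*, from 535 ± 39.3 to 158 ± 37.5, and *AGL8* (*FUL*), from 53.3 ± 7.57 to 3.17 ± 2.75. Among 20 flowering time regulators, 5 rose and 5 fell, which is near the shares over all genes. Of them, *SVP* fell to 54.2 ± 15.3 and *AGL20* (*SOC1*), a promoter of flowering, from 2669 ± 65.7 to 64.2 ± 40.4. Of 17 seed maturation genes, 15 rose and 1 fell (15 and 2 adjusted over the list alone), with a median of 6.42. The oil body gene *OLEO2* rose from 30.2 ± 6.85 to 12348 ± 2904, the late embryogenesis gene *EM1* from 4.94 ± 4.23 to 4331 ± 662, and *ABI3*, a regulator of seed maturation, from 4.35 ± 3.75 to 1270.0 ± 171. Of 27 nuclear photosynthesis genes, 26 fell and 0 rose, with a median of −1.31. *LHCB2.2*, of the light-harvesting complex of photosystem II, fell from 209331 ± 4583 to 67604 ± 1982 (log2 fold change −1.63, adjusted p = 1.64e-10 from limma), and *LHCB4.2* fell from 191990.0 ± 4782 to 49808 ± 21006 (log2 fold change −2.06, adjusted p = 3.78e-06 from limma). Members of the *LHCB* and *RBCS* families have close copies that can share reads, so their single values are uncertain.

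Of 7 shoot meristem and boundary genes, 5 rose and 0 fell, among them *STM*, which maintains the shoot meristem, from 42.9 ± 33.5 to 173 ± 79.8, and the boundary gene *CUC2* (log2 fold change 3.61). Of 21 cell division and histone genes, 10 rose and 0 fell, among them the mitotic cyclin gene *CYCB1;1* from 177 ± 32.7 to 542 ± 149. Of 19 clock genes, 7 rose and 9 fell (8 and 10 adjusted over the list alone). The morning genes *CCA1* and *RVE1* fell from 17375 ± 383 to 1909 ± 568 and from 3617 ± 67.1 to 420.3 ± 75.7, and the evening gene *PCL1* (*LUX*) rose from 379 ± 32.0 to 1296 ± 211. Of 19 root cell type markers, 10 rose and 4 fell, with *EXPA7*, an expansin of root hairs, from 444 ± 38.4 to 1449 ± 356 and *GL2*, which acts in hairless root cells, from 1397 ± 116 down to 569 ± 29.3. The counts of lists given once were the same adjusted over the list alone.

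As sets (camera, limma), the floral, seed maturation, photosynthesis and cell division lists passed with adjusted p of 4.64e-04, 7.06e-07, 1.66e-12 and 0.018, and with adjusted p of 0.0347, 0.0172, 1.14e-04 and 0.0497 with an estimated correlation. The shoot meristem list passed with adjusted p = 0.0491 and did not with an estimated one (adjusted p = 0.168 with an estimated correlation), and the clock list, with a median of −0.58, and the root list, with a median of 0.93, had adjusted p = 0.158 and 0.244 from camera. With fry, the clock list was called lower and the root list higher (adjusted p = 2.75e-09 and 0.00844 from fry). Replicate 3 stood apart from the others in several of these genes, as in *STK*, with 1580.2, 1669.5 and 469.8 in replicates 1, 2 and 3, and *OLEO2*, with 11156, 10230.5 and 15659. In a fit of the Col-0 and *trb1/2/3* libraries alone, the increase of *STM* is not past the threshold.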

In the *trb1/2/3* mutant, the number of genes with increased expression was comparable to that of genes with decreased expression (Figure 4A). Genes with either increased or decreased expression showed a positive correlation with H3K4me3 alterations (Figure S9B, Supporting Information). Given that TRB1/2/3 are shared subunits of both the TRHT/TRHD and PEAT complexes, we hypothesize that TRB1/2/3 function as subunits of TRHT/TRHD to mediate H3K4me3 demethylation and transcriptional repression, while acting as subunits of PEAT to mediate transcriptional activation and thereby indirectly enhance H3K4me3.

To explore how TRHT/TRHD complexes select a subset of their target genes for H3K4me3 demethylation, we evaluated the JMJ14‐dependent H3K4me3 demethylation across three subclasses of TRHT/TRHD target genes, categorized based on their overlap with PEAT and PRC2 target genes. Compared to the ratio of the genes with JMJ14‐dependent H3K4me3 demethylation in the TRHT/TRHD‐specific target genes (547/3245, 16.86%), the ratio of these genes was markedly reduced (187/3537, 5.29%) in the TRHT/TRHD‐ and PEAT‐shared target genes, and increased (410/1396, 29.37%) in the TRHT/TRHD‐ and PRC2‐shared target genes (Figure 4D). Similarly, the ratios of TRB1/2/3‐, ICU11‐, and HTH1‐dependent H3K4me3 demethylation genes were also substantially reduced in the TRHT/TRHD‐ and PEAT‐shared target genes and increased in the TRHT/TRHD‐ and PRC2‐shared target genes, as compared to the ratios of those in the TRHT/TRHD‐specific target genes (Figure 4E; Figure S9C,D, Supporting Information). These results suggest that the H3K4me3 demethylation mediated by the TRHT/TRHD complexes is enhanced at PRC2 target genes, while it is diminished at PEAT target genes.

Given that TRB1/2/3 are also components of PRC2 complex responsible for mediating H3K27me3,^[^ ^46^ ^]^ we investigated whether TRB1/2/3‐mediated H3K4me3 demethylation is accompanied by H3K27me3 deposition. Using previously published H3K27me3 ChIP‐seq data in the *trb1/2/3* mutant,^[^ ^46^ ^]^ we found that the ratio of genes with TRB1/2/3‐mediated H3K27me3 deposition was higher at TRHT/TRHD‐ and PRC2‐shared target genes compared to other TRHT/TRHD target genes (Figure S9E, Supporting Information). For other TRHT/TRHD target genes, the genes with TRB1/2/3‐mediated H3K27me3 deposition were also more abundant than those with increased H3K27me3 (Figure S9E, Supporting Information). These results suggest that TRHT/TRHD‐mediated H3K4me3 demethylation is coupled with H3K27me3 deposition.

Furthermore, we quantified the number of genes with JMJ14‐, TRB1/2/3‐, ICU11‐, and HTH1‐dependent H3K4me3 demethylation across gene deciles sorted by H3K4me3 levels. The results indicated that JMJ14 primarily mediates H3K4me3 demethylation at genes with low‐to‐medium levels of H3K4me3 (Figure 4F). This is consistent with the observation that H3K4me3 demethylation is enhanced when the TRHT/TRHD target genes overlap with the PRC2 target genes, which exhibit low H3K4me3 levels. Unlike the *jmj14*, *icu11*, and *hth1* mutants, in which the number of genes with increased H3K4me3 levels greatly exceeded that of genes with reduced H3K4me3 levels (Figure 4A), in the *trb1/2/3* mutant, the number of genes with up‐regulated H3K4me3 levels was only slightly higher than that of genes with down‐regulated H3K4me3 levels (Figure 4A). This suggests that TRB1/2/3 can also contribute to H3K4me3 deposition. We therefore quantified the genes with down‐regulated H3K4me3 levels in the *trb1/2/3* mutant across gene deciles sorted by H3K4me3 levels. The results indicated that these genes were enriched in the deciles with high levels of H3K4me3 (Figure S9F, Supporting Information). Given that TRB1/2/3 are also components of the PEAT complex, which mediates histone acetylation, H2A deubiquitination, and transcriptional activation at genes with high levels of H3K4me3,^[^ ^24^ ^]^ the TRB1/2/3‐dependent deposition of H3K4me3 is likely attributed to the role of TRB1/2/3 in the PEAT complex. These results suggest that the TRHT/TRHD complexes are coordinated with the PEAT and PRC2 complexes to regulate H3K4me3 throughout the entire genome.

### 2.6 H3K4me3 Demethylation‐Dependent and ‐Independent Roles of TRHT/TRHD

To investigate whether JMJ14‐dependent H3K4me3 demethylation contributes to TRHT/TRHD‐mediated transcriptional repression, we performed a combinatorial analysis of RNA‐seq data and H3K4me3 ChIP‐seq data. This analysis indicated that the proportion of direct target genes was consistently higher among up‐regulated DEGs than among down‐regulated DEGs (Figure 4G). Additionally, the enrichment levels of TRHT/TRHD components were significantly higher in up‐regulated DEGs than in down‐regulated DEGs (Figure S10A, Supporting Information). These results support the notion that the TRHT/TRHD complexes are involved in transcriptional repression at their target genes. Among the TRHT/TRHD target genes showing increased expression in the TRHT/TRHD mutants, 28.95% (570/1969) to 64.64% (298/461) exhibited elevated levels of H3K4me3, strongly supporting the hypothesis that JMJ14‐dependent H3K4me3 demethylation plays a critical role in transcriptional repression. Nevertheless, a substantial subset of these target genes with increased expression did not display corresponding increases in H3K4me3 levels in the TRHT/TRHD mutants (Figure 4H). This finding suggests that the TRHT/TRHD complexes can also suppress transcription through mechanisms independent of histone demethylation.

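In *icu11*, 231 of the 609 genes that rose had increased H3K4me3 in Dataset S5 (37.9%), and 378 had not, 8 of which had reduced H3K4me3. The flowering repressor gene *FLC* rose from 9.93 ± 5.81 in Col-0 to 278 ± 57.2 in *icu11* (SD, n = 3, log2 fold change 4.84, standard error 0.61, adjusted p = 9.83e-05 from limma) and is in neither list of H3K4me3 changes. The floral genes *AG*, from 13.1 ± 5.08 to 69.6 ± 13.8, and *STK*, to 46.9 ± 10.3, and the storage protein gene *CRU3*, from 125 ± 8.62 to 1207 ± 203, are likewise in neither list, as is *HAC2*, which reached 34.8 ± 23.4. Of the 7 seed maturation genes that rose in *icu11*, 0 had increased H3K4me3, of the 9 floral MADS-box genes 5 had, and of the 5 DNA damage response genes 3 had, among them *GMI1*, from 207 ± 35.3 to 433 ± 16.5, with an H3K4me3 fold of 1.3 by the paper. These counts cover all genes that rose, because the lists of target genes were not used here, and a gene in neither list can have a change of H3K4me3 too small for the paper's thresholds. The increase of *AG* is not past the threshold without Col-0 replicate 3 or without *icu11* replicate 1 or 2.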

To determine whether the TRHT/TRHD complexes can directly mediate transcriptional repression, we generated a *LUC* reporter driven by the promoters of representative TRHT/TRHD target genes in Arabidopsis mesophyll protoplasts and then assessed whether overexpression of TRHT/TRHD components affects reporter gene expression. Our analysis showed that overexpression of individual TRHD or TRHT components either weakly repressed *LUC* reporter expression or had no effect, whereas co‐overexpression of TRB1 with one or two additional TRHT/TRHD components significantly enhanced their repressive effect (Figure 4I). These results confirm that the TRHT/TRHD complexes can mediate transcriptional repression. To explore whether TRHT/TRHD‐mediated transcriptional repression is linked to JMJ14‐dependent H3K4me3 demethylation, we selected TRHT/TRHD target genes representing two categories for *LUC* reporter assays: those exhibiting H3K4me3 demethylation‐dependent transcriptional repression (e.g., *AT5G56370* and *NAC103*) and those showing H3K4me3 demethylation‐independent repression (e.g., *GATA16* and *CYP78A5*) (Figure S10B, Supporting Information). 

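*AT5G56370*, an F-box gene, and *NAC103*, a transcription factor gene of the stress response, rose in all 5 mutants. *AT5G56370* rose from 113 ± 20.8 in Col-0 to 844 ± 74.8, 1082 ± 187, 469.7 ± 14.8, 583 ± 101 and 391 ± 31.6 in *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3* (SD, n = 3, log2 fold changes 2.9, 3.25, 2.06, 2.35 and 1.79 from limma). *NAC103* rose from 49.8 ± 11.9 to 492 ± 41.9, 366 ± 30.3, 141 ± 18.8, 320.4 ± 40.8 and 426 ± 34.8 in the same order (log2 fold changes 3.3, 2.88, 1.51, 2.68 and 3.09). The H3K4me3 folds of these 2 genes in *icu11* in Dataset S5 are 4.72 and 2.93 by the paper, while *GATA16* and *CYP78A5* are in neither list. *GATA16*, a transcription factor gene of the GATA family, rose from 98.1 ± 24.5 to 267 ± 56.1 in *hth1* (log2 fold change 1.44, adjusted p = 0.0101 from limma) and 497 ± 371 in *trb1/2/3* (log2 fold change 2.11, adjusted p = 0.000145 from limma), and was at 139 ± 19.6, 179.6 ± 35.1 and 198 ± 5.45 in *icu11*, *jmj14* and *nac050/052*. *CYP78A5*, a cytochrome P450 gene that promotes organ growth, rose from 11.5 ± 3.12 to 35.9 ± 5.84 in *nac050/052* (log2 fold change 1.59, adjusted p = 0.0364 from limma) and 467 ± 313 in *trb1/2/3* (log2 fold change 5.07, adjusted p = 2.07e-07 from limma), and was at 25.9 ± 13.3, 37.5 ± 16.3 and 35.7 ± 11.5 in *hth1*, *icu11* and *jmj14*. Adjusted over the list alone, 4 of the 4 genes rose in *hth1*, *jmj14*, *nac050/052* and *trb1/2/3* and 3 in *icu11*, against 3, 2, 3, 4 and 2 over all genes, but the study chose them on these samples, so the list is not independent evidence of its direction. As a set they were higher in all 5 mutants (adjusted p = 2.83e-05, 9.69e-08, 3.03e-06, 3.2e-06 and 0.00206 from camera, in the order given first), a call lost in *trb1/2/3* (adjusted p = 0.0881 with an estimated correlation). Without *trb1/2/3* replicate 3, *GATA16* also rose in *jmj14* and *nac050/052* and *CYP78A5* in *hth1*, *icu11* and *jmj14*. The increase of *GATA16* in *hth1* is not past the threshold without *hth1* replicate 3, nor that of *CYP78A5* in *nac050/052* without any library of Col-0 or *nac050/052*.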

We found that the TRHT/TRHD complexes consistently exerted transcriptional repression across all these target gene promoters (Figure 4I). These results suggest that the TRHT/TRHD components can cooperate to mediate transcriptional repression in an H3K4me3 demethylation‐independent manner.

### 2.7 NAC052, TRB1, and HTH1 Cooperatively Bind to DNA

In the TRHT/TRHD complexes, NAC050/052 and TRB1/2/3 have been identified as transcriptional repressors that bind to DNA in a sequence‐dependent manner.^[^ ^38^, ^44^, ^46^ ^]^ To assess the contribution of NAC050/052 and TRB1/2/3 to the association of the TRHT/TRHD complexes with chromatin, we performed HOMER annotations for the ChIP‐seq peaks of TRHT/TRHD components. HOMER‐annotated TRB1‐binding motifs exhibited sequence identity to the established *telobox* motif, which is known to be bound by TRB1.^[^ ^46^ ^]^ Our analysis revealed that the peaks of these components were enriched for both the TRB1 motif and the NAC motif (**Figure** **5**A). Notably, TRB1, ICU11, ZDP2, and HTH1 showed greater enrichment for the TRB1 motif compared to the NAC motif, whereas JMJ14 and NAC052 exhibited equivalent enrichment for both motifs (Figure 5A). This observation is consistent with previous findings that the binding of NAC050/052 to its motif is crucial for the association of JMJ14 and NAC050/052 with chromatin.^[^ ^38^, ^44^ ^]^ Furthermore, we found that the proportion of TRHT/TRHD‐binding genomic regions containing both the TRB1 motif and the NAC motif was significantly higher than expected by chance (Figure S11A, Supporting Information). These results suggest that TRB1/2/3 and NAC050/052 have a synergistic effect on the association of the TRHT/TRHD complexes with chromatin.

**Figure 5:**
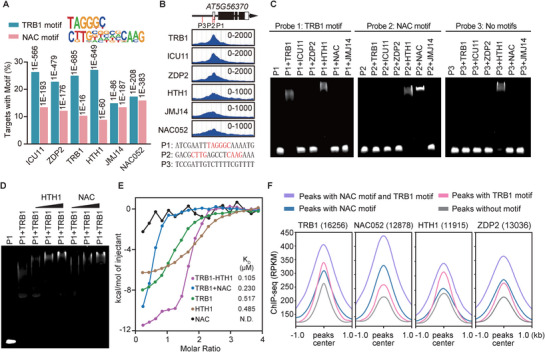
Combinatorial analysis of the DNA‐binding abilities of TRB1, HTH1, and NAC050/052 in vitro and in vivo. A) Bar plots showing the enrichment of putative TRB1 motif and NAC motif in the indicated ChIP‐seq peaks formed by TRHT/TRHD components. The statistical results are sourced from HOMER. *P* values were determined by the hypergeometric test. NAC motif, motif enriched by NAC052 in ChIP‐seq. TRB1 motif, motif enriched by TRB1 in ChIP‐seq. B) Genome browser view of ChIP‐seq signals of TRHT/TRHD components at a representative gene. The scale of reads per kilobase of exon per million reads mapped (RPKM) is indicated for each panel. P1, P2, and P3 are three probes used for EMSA. The TRB1 motif in P1 and the NAC motif in P2 are labeled in red. C) The binding of TRHT/TRHD components to DNA as determined by EMSA. Probe 1 and 2 contain the TRB1 motif and NAC motif, respectively, while Probe 3 does not contain the TRB1 motif or the NAC motif. NAC, NAC050‐N. D) Determination of the binding of TRB1 to DNA in the presence or absence of HTH1 and NAC. The P1 probe contains the TRB1 motif. NAC, NAC050‐N. E) Determination of TRB1‐DNA binding affinity by ITC in the presence or absence of NAC050‐N and HTH1. NAC indicates the N‐terminal region of NAC050 (NAC050‐N). (F) Meta plots showing the distribution of ChIP‐seq signals for TRB1 (16256), NAC052 (12878), HTH1 (11915), and ZDP2 (13036) across their respective peaks, categorized by the presence of the NAC motif and/or the TRB1 motif.

To further investigate how the TRHT/TRHD components cooperate to bind target genomic loci, we selected a TRHT/TRHD target locus that contains both the TRB1 motif and the NAC motif for Electrophoretic Mobility Shift Assays (EMSA) (Figure 5B). The EMSA results indicated that TRB1/2/3 and NAC050 specifically bound to the TRB1 motif (probe 1) and the NAC motif (probe 2), respectively, while HTH1/2/3 exhibited sequence‐independent binding to DNA (Figure S11B, Supporting Information). Additionally, other TRHT/TRHD components, including ICU11, ZDP2, and JMJ14, did not show any DNA‐binding ability (Figure 5C). Therefore, TRB1/2/3 may collaborate with NAC050/052 and HTH1/2/3 within the TRHD and TRHT complexes, respectively, to bind their target genomic loci.

To explore how TRB1/2/3 cooperate with NAC050/052 and HTH1/2/3 in DNA binding, we co‐incubated TRB1 with either NAC050‐N or HTH1 for EMSA. We found that while TRB1 alone could bind to the DNA containing the TRB1 motif, the addition of the TRB1‐interacting proteins NAC050‐N or HTH1 resulted in the formation of a larger complex and enhanced the DNA‐binding capacity of TRB1 on this DNA (Figure 5D,E). Similarly, the addition of TRB1 to NAC050‐N promoted the formation of a larger complex on the DNA containing the NAC motif (Figure S11C, Supporting Information). These results demonstrate that TRB1 can cooperate with NAC050 and HTH1 to bind DNA in vitro.

To validate this cooperation in vivo, we classified the ChIP‐seq peaks of TRB1, NAC052, ZDP2, and HTH1 into four groups based on the presence or absence of the NAC motif or the TRB1 motif. Subsequently, we assessed their enrichment levels across these groups (Figure 5F). This analysis revealed that peaks containing both the NAC and TRB1 motifs exhibited the highest enrichment, whereas the enrichment was substantially reduced in the TRB1 and NAC050 peaks lacking either of these motifs and further decreased in those lacking both motifs. Consistent with the composition of the TRHT complex, which includes TRB1 but not NAC050/052, the TRHT‐specific subunit HTH1 showed significantly greater enrichment at peaks harboring the TRB1 motif than those containing the NAC motif (Figure 5F). Conversely, in line with the TRHD complex containing both NAC050/052 and TRB1, the TRHD‐specific subunit ZDP2 exhibited comparable enrichment levels between peaks with the TRB1 motif and those with the NAC motif (Figure 5F). As a shared subunit of both complexes, TRB1 displayed similar enrichment across peaks containing either motif (Figure 5F). Notably, despite NAC052 being a TRHD‐specific subunit, its enrichment was significantly higher at peaks containing the NAC motif than those with the TRB1 motif (Figure 5F), suggesting that the sequence‐dependent DNA binding capacity of NAC052 plays a primary role in mediating its chromatin association.

The NAC family transcription factors typically bind to DNA as dimers.^[^ ^55^, ^56^ ^]^ In this study, we used the AlphaFold3 server to predict the structure of a DNA‐protein complex formed by four proteins (two copies of NAC050/052 and one copy each of HTH1 and TRB1) bound to a DNA segment containing both TRB1 and NAC motifs.^[^ ^57^ ^]^ The predicted model revealed that TRB1 recognizes and anchors into the TRB1 motif region via its N‐terminal domain, while two NAC050/52 molecules bind to the DNA in a symmetric conformation, with the NAC domain of one NAC050/052 directly interacting with the NAC motif (Figure S12A, Supporting Information). To identify key DNA‐protein binding sites, we focused on amino acid sites located within 5 Å of the two types of DNA motifs. In the TRB1 motif region, the N‐terminal Myb domain of TRB1 interacts with bases G20’, C21’, and C22’ in the reverse strand of the major groove through residues K5, K50, and N55, while NAC050/052 engages with T24’ and A25’ in the reverse strand of the minor groove via R133, and A7 in the forward strand of the major groove via A137 (Figure S12B, Supporting Information), which is consistent with in vitro binding assays showing that NAC050/052 enhances the DNA‐binding ability of TRB1 (Figure 5D,E). In the NAC motif region, one NAC050/052 molecule binds to multiple bases in the major groove, including A6’, G7’, T19, G20, and A21. This interaction is mediated by residues M134, R136, T146, and R150 within its NAC domain (Figure S12B, Supporting Information). Additionally, the GH1 domain of TRB1 contacts T25 in the minor groove via residue T176 (Figure S12B, Supporting Information). These structural predictions support the notion that NAC050/052 and TRB1 can form a complex to simutatenously bind DNA in vivo.

### 2.8 The Myb and GH1 Domains are Involved in the Association of TRB1 with Chromatin

The TRB1/2/3 proteins contain a conserved N‐terminal Myb domain, followed by a putative GH1 domain and a C‐terminal coiled‐coil domain (**Figure** **6**A; Figure S13, Supporting Information). The Myb domain and the GH1 domain in other proteins have been shown to mediate sequence‐dependent DNA binding and nucleosome dyad binding, respectively.^[^ ^58^, ^59^, ^60^, ^61^ ^]^ Consequently, we purified a series of truncated TRB1 variants (TRB1‐1 ∼ TRB1‐6) and assessed their DNA‐binding capabilities using EMSA (Figure 6A). The EMSA results demonstrated that the truncated TRB1 fragment TRB1‐1, which contains both the Myb and GH1 domains, was capable of binding to the TRB1 motif‐containing probe P1 (Figure 6B). In contrast, the other truncated variants did not bind to the probe (Figure 6A,B). Furthermore, we generated Myb and/or GH1‐deleted forms of TRB1 and evaluated their DNA‐binding abilities via EMSA. The results indicated that the GH1‐deleted form (TRB1‐GH1Δ) retained its DNA‐binding ability, whereas the Myb‐deleted form (TRB1‐MybΔ) showed a partial reduction in DNA binding (Figure 6B). The TRB1 variant lacking both the Myb and GH1 domain (TRB1‐MybΔ‐GH1Δ) completely lost its ability to bind DNA (Figure 6B). These in vitro experiments suggest a cooperative role of the Myb and GH1 domains in DNA binding.

**Figure 6:**
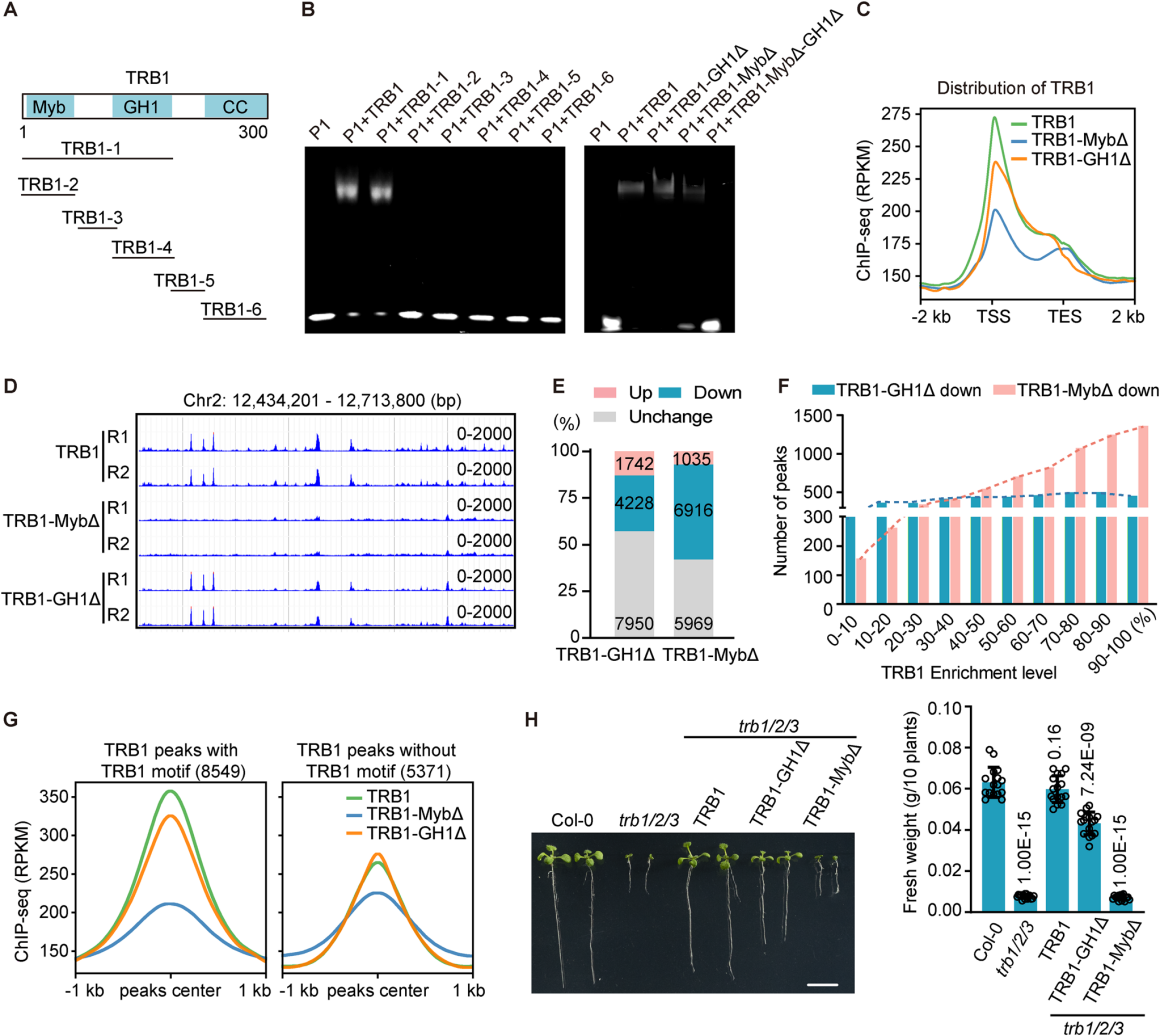
Effect of the Myb and GH1 domains on the binding of TRB1 to DNA. A) Schematic representation of truncated TRB1 proteins used in EMSA. B) The binding of truncated TRB1 proteins to DNA as determined by EMSA. TRB1‐MybΔ, Myb‐deleted TRB1; TRB1‐GH1Δ, GH1‐deleted TRB1; TRB1‐ MybΔ‐GH1Δ, Myb‐ and GH1‐deleted TRB1. The P1 probe containing a TRB1 motif was used in EMSA. (C) Metaplots showing the ChIP‐seq signal of wild‐type TRB1, TRB1‐MybΔ, and TRB1‐GH1Δ over protein‐coding genes. TSS, transcription start site; TES, transcription end site. The ChIP‐seq data are from two independent biological replicates. D) Genome browser view of ChIP‐seq signals of wild‐type TRB1, TRB1‐MybΔ, and TRB1‐GH1Δ. Two biological replicates (R1 and R2) are shown. The scale of RPKM is labeled. E) Percentage of TRB1 peaks with up‐regulated, down‐regulated, and unchanged enrichment of TRB1‐MybΔ and TRB1‐GH1Δ compared to TRB1 enrichment. F) Number of TRB1 peaks with reduced TRB1‐MybΔ and TRB1‐GH1Δ enrichment in the deciles of TRB1 peaks with ascending levels of TRB1 enrichment. G) Meta plots showing the distribution of wild‐type TRB1, TRB1‐MybΔ, and TRB1‐GH1Δ ChIP‐seq signals over the TRB1 peaks with (left) and without (right) the TRB1‐binding motif. H) Determination of the effect of the Myb and GH1 deletion on plant development by complementation testing. The morphological phenotype (left) and the statistical results of the plant fresh weight (right) are shown in wild type (Col‐0), *trb1/2/3*, and transgenic plants expressing TRB1‐Flag, TRB1‐MybΔ‐Flag, or TRB1‐GH1Δ‐Flag in the *trb1/2/3* mutant background. Scale bar, 1 cm. Mean values and standard deviation (SD) are calculated from at least 16 plants. *P* values were determined by the two‐tailed Student's t‐test.

To investigate the contributions of the Myb and GH1 domains to the association of TRB1 with chromatin in vivo, we performed ChIP‐seq using transgenic plants expressing TRB1‐MybΔ‐Flag, TRB1‐GH1Δ‐Flag, and wild‐type TRB1‐Flag. While the wild‐type TRB1 exhibited a pronounced peak around the TSS, the TRB1‐MybΔ and to a lesser extent TRB1‐GH1Δ peaks were markedly lower than the wild‐type TRB1 peak (Figure 6C,D). We identified numerous TRB1 peaks where enrichment was affected by the deletion of the Myb and GH1 domains, with a majority of the affected peaks showing decreased enrichment (Figure 6E; Dataset S6, Supporting Information). The TRB1 peaks affected by the Myb deletion showed relatively high enrichment levels, whereas those affected by the GH1 deletion exhibited a range of enrichment levels (Figure 6F). Additionally, the Myb deletion exhibited a substantial effect on the enrichment of the TRB1 peaks containing the TRB1 motif while only showing a weak effect on the enrichment of the TRB1 peaks lacking this motif (Figure 6G). These results indicate that the Myb domain is primarily responsible for the sequence‐dependent binding of TRB1 to highly enriched regions.

Moreover, we conducted a complementation test to determine whether the Myb and GH1 deletions affect the biological function of TRB1 in Arabidopsis. While the wild‐type *TRB1* transgene fully complemented the developmental defects observed in the *trb1/2/3* mutant, the *TRB1‐MybΔ* transgene failed to complement these defects, whereas the *TRB1‐GH1Δ* transgene partially restored normal development (Figure 6H). These results support the idea that the Myb domain and to a lesser extent the GH1 domain mediate the association of TRB1 with chromatin, thereby contributing to plant development in Arabidopsis.

## 3 Discussion

This study identifies two closely related chromatin‐associated complexes, TRHT and TRHD, and demonstrates that they can cooperate to mediate transcriptional repression at common target genes. The identification of TRHT and TRHD as distinct complexes relies on the finding of the mutual exclusivity between the TRHT‐specific subunits HTH1/2/3 and the TRHD‐specific subunits JMJ14, NAC050/052, and ZDP2. However, the complexes contain two types of shared components, TRB1/2/3 and ICU11, indicating a close relationship between them. The close relationship between the two complexes is further supported by the finding that they target common target genomic loci and co‐regulate histone demethylation and transcriptional repression (**Figure** **7**). Given that TRB1/2/3 possess a sequence‐dependent DNA‐binding ability,^[^ ^60^, ^61^ ^]^ the DNA‐binding ability of TRB1/2/3 likely plays a major role in mediating the association of both the TRHT and TRHD complexes with chromatin. Our findings demonstrate that the Myb domain is critical for the association of TRB1 with chromatin in a sequence‐dependent manner. In addition, the TRHT components HTH1/2/3 function as sequence‐independent DNA‐binding proteins, while the TRHD components NAC050/052 act as sequence‐dependent transcriptional repressors.^[^ ^38^, ^44^ ^]^ ICU11, which lacks direct DNA‐binding ability, has been shown to interact with the PRC2 complex, which primarily mediates H3K27 trimethylation in intragenic regions. The relatively high enrichment level of ICU11 in intragenic regions is likely due to its association with the PRC2 complex.

**Figure 7:**
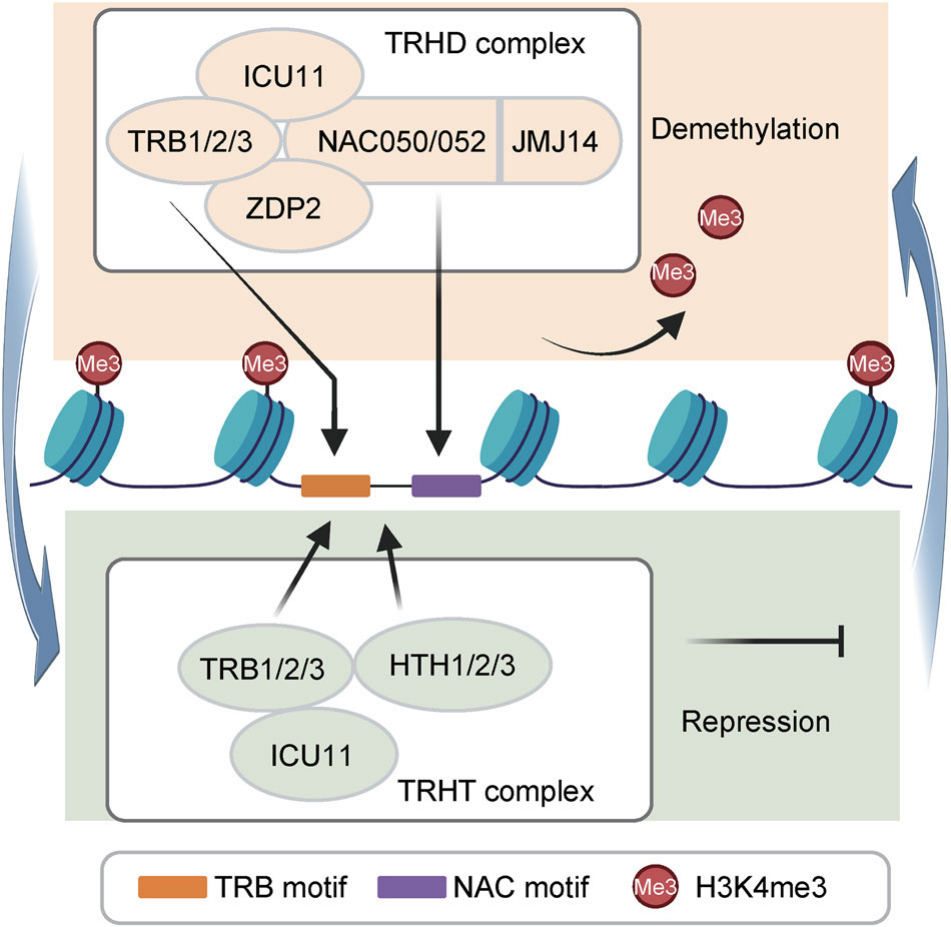
Working model illustrating roles of TRHD and TRHT complexes in histone demethylation and transcriptional repression. The TRHD complex, which consists of ICU11, TRB1/2/3, ZDP2, NAC050/052, and JMJ14, facilitates JMJ14‐mediated H3K4me3 demethylation. Within the TRHD complex, the sequence‐dependent DNA‐binding transcriptional repressors TRB1/2/3 and NAC050/052 bind to the TRB motif and the NAC motif, respectively, thereby facilitating the association of the TRHD complex with chromatin. The TRHT complex, composed of TRB1/2/3, HTH1/2/3, and ICU11, directly represses transcription. In the TRHT complex, the sequence‐dependent DNA‐binding transcriptional repressor TRB1/2/3 and the sequence‐independent DNA‐binding proteins HTH1/2/3 cooperate to mediate the association of the TRHT complex with chromatin. The TRHT and TRHD complexes form a positive feedback loop, which synergistically contributes to H3K4me3 demethylation and transcriptional repression.

Considering that the TRHT and TRHD complexes primarily target common genomic loci, we predict that the DNA‐binding ability of TRB1/2/3 plays a major role in targeting the TRHT and TRHD complexes to specific genomic loci, while HTH1/2/3 and NAC050/052 provide an additional layer for targeting selection. It is more likely that HTH1/2/3 and NAC050/052 may either strengthen the association of their corresponding complexes with their common target genomic loci or contribute to the association of the complexes with their respective target genomic loci. The high degree of overlap between the TRHT target genes and the TRHD target genes indicates that TRB1/2/3, as their shared components, play a major role in mediating the association of the TRHT and TRHD complexes with their common target genomic loci, while the TRHT‐specific components HTH1/2/3 and the TRHD‐specific components NAC050/052 provide an additional layer for their respective targeting selection (Figure 7). Both the TRHT and TRHD components can mediate transcriptional repression through both H3K4me3 demethylation‐dependent and ‐independent mechanisms, suggesting these complexes may form a positive feedback loop to mediate H3K4me3 demethylation and transcriptional repression at their common target genes (Figure 7). Consistent with this model, a recent study showed that artificial recruitment of HTH2/TRBIP1 to specific loci effectively removes H3K4me3 and promotes DNA methylation,^[^ ^39^ ^]^ supporting the idea that TRHT can cooperate with TRHD to facilitate H3K4me3 demethylation. However, it remains unclear whether TRHT and TRHD bind to their common target genomic loci simultaneously within the same nucleus or independently across different nuclei. In the future, single‐cell multi‐omics approaches could provide deeper insights into the spatiotemporal dynamics of TRHT and TRHD cooperation.

Consistent with the previous finding that JMJ14‐mediated H3K4me3 demethylation occurs at genes with low to medium levels of H3K4me3,^[^ ^39^ ^]^ our study indicates that all the tested components of the TRHT and TRHD complexes are capable of mediating H3K4me3 demethylation at genes with low‐to‐medium levels of H3K4me3, thereby confirming that these complexes can mediate demethylation in a JMJ14‐dependent manner. This raises a question regarding how JMJ14 mediates H3K4me3 demethylation at low‐to‐medium levels of H3K4me3. In the human H3K4me3 demethylase KDM5A, a PHD domain specifically recognizes unmodified H3 and thereby stimulates the histone demethylase activity of KDM5A,^[^ ^62^ ^]^ revealing a molecular mechanism underlying the positive feedback of H3K4me3 demethylation. We suggest that JMJ14 or other components of the TRHD complex may recognize the nucleosome with unmodified H3K4me3, thereby facilitating its histone demethylase activity on neighboring H3K4me3 nucleosomes. Alternatively, JMJ14 may preferentially mediate H3K4me3 demethylation on the nucleosome with one copy of H3K4me3 rather than on those with two copies of H3K4me3. Our study supports the idea that JMJ14 facilitates the propagation of H3K4me3 demethylation on chromatin with pre‐existing low levels of H3K4me3 through a positive‐feedback loop.

We find that the JMJ14‐dependent H3K4me3 demethylation is inhibited at the TRHD target genes shared by the PEAT complex and is promoted at the TRHD target genes shared by the PRC2 complex. Considering that the PEAT complex is responsible for histone acetylation and H2A deubiquitination,^[^ ^25^ ^]^ we predict that the H3K4me3 demethylase activity of JMJ14 is inhibited by either high levels of histone acetylation or low levels of H2A ubiquitination mediated by the PEAT complex. Additionally, JMJ14‐dependent H3K4me3 demethylation is likely enhanced by PRC2‐mediated H3K27me3. In humans, the binding of the H3K9me3 demethylase KDM4C to H3K4me3 through its tandem Tudor domains stimulates its H3K9me3 demethylation activity.^[^ ^63^, ^64^ ^]^ Given that the JMJ14‐mediated H3K4me3 demethylation is enhanced at H3K27me3‐enriched chromatin regions, we predict that H3K27me3 may enhance the association of JMJ14 with chromatin or its histone demethylase activity and thereby exclude H3K4me3 from the H3K27me3‐enriched chromatin regions. Similarly, although the TRHT complex does not contain JMJ14, it seems to create a chromatin environmental condition that benefits the association of the TRHD complex with chromatin or the H3K4me3 demethylase activity of JMJ14, thereby contributing to JMJ14‐mediated H3K4me3 demethylation.

Our study reveals that TRB1/2/3, as shared subunits of the PEAT, TRHT/TRHD, and PRC2 complexes, can coordinate the regulation of multiple histone modifications. The PEAT complex mediates histone acetylation and H2A deubiquitination at target genes with high levels of H3K4me3, whereas the PRC2 complex mediates deposition of H3K27me3 at target genes with low levels of H3K4me3. Different from the PEAT and PRC2 target genes, the TRHT/TRHD complexes mediate H3K4me3 demethylation at target genes with low‐to‐medium levels of H3K4me3. In Arabidopsis, H3K4me3 and H3K27me3 are mutually exclusive at the whole‐genome level.^[^ ^65^, ^66^, ^67^ ^]^ Our study indicates that the removal of methylation from H3K4me3 by the TRHT/TRHD complexes is coupled with the deposition of H3K27me3 mediated by the PRC2 complex, which synergistically contributes to the formation of the repressive chromatin state. In contrast, we find that the H3K4me3 demethylation mediated by the TRHT/TRHD complexes is suppressed at the PEAT target genes, suggesting that the H3K4me3 demethylation role of the TRHT/TRHD complexes is inhibited either by high levels of histone acetylation or by low levels of H2A ubiquitination. Therefore, the presence of the TRHT/TRHD complexes significantly increases the regulatory complexity of the chromatin state, facilitating the formation of a hierarchy of chromatin states at the whole‐genome level.

Although JMJ14 acts as a component of the TRHD complex, it specifically regulates flowering time, which differs from the other TRHD components, TRB1/2/3, ICU11, and ZDP2, which are involved in various developmental processes. This suggests that the TRHD complex can also repress gene transcription in an H3K4me3 demethylation‐independent manner. This notion is supported by the combinatorial analysis of RNA‐seq and H3K4me3 ChIP‐seq data at the TRHD target genes. Further studies are needed to determine how the TRHD target genes undergo transcriptional repression without affecting H3K4me3. Previous studies suggest that NAC050/052, as transcriptional repressors, can directly repress gene transcription,^[^ ^44^, ^68^ ^]^ providing a plausible explanation for the H3K4me3 demethylation‐independent role of TRHD in transcriptional repression. Similarly, TRB1/2/3 have also been found to function as transcriptional repressors,^[^ ^50^, ^69^ ^]^ although the molecular mechanisms underlying the role of TRB1/2/3 in transcriptional repression need to be elucidated. Within the TRB1/2/3 proteins, the conserved GH1 domain is highly similar to the GH1 domain in the linker histone H1.^[^ ^59^ ^]^ The H1 is involved in compacting chromatin into a higher‐order structure, which prevents gene transcription.^[^ ^70^, ^71^, ^72^ ^]^ In Arabidopsis, H1 was shown to enhance chromatin condensation and H3K27me3 deposition at PRC2 target genes, while preventing H3K27me3 deposition at telomeres and large pericentromeric interstitial telomeric repeat domains by restricting DNA accessibility to TRB proteins.^[^ ^73^ ^]^ Given that TRB proteins are core components of TRHT/TRHD complexes, further studies should investigate how H1 and TRB proteins coordinate at TRHT/TRHD target genes to regulate chromatin status and transcription.

## 4 Experimental Section

### Plant Materials and Constructs

All Arabidopsis plants investigated in this study are in the Col‐0 ecotype. The Arabidopsis seedlings were cultivated on Murashige and Skoog (MS) medium plates in the growth chamber with a long‐day photoperiod (16 h light, 23 °C; 8 h dark, 22 °C). The *trb1* (Salk_025147), *trb2‐2* (GABI_103E02), and *jmj14* (Salk 135712C) mutants used in this study were T‐DNA insertion mutants obtained from the Arabidopsis Biological Resource Center. The *nac050/052* double mutant was generated in the published work.^[^ ^44^ ^]^ Through CRISPR‐Cas9‐mediated genome editing, *icu11*, *zdp2*, *hth1*, *hth2/trbip1*, and *hth3* single mutants and a *trb1/2/3* triple mutant were obtained in the wild‐type background. The primers used in genotyping are listed in Dataset S7 (Supporting Information).

To obtain the transgenic plants, the full‐length genomic sequence of *TRB1*, *ICU11*, *ZDP2*, *HTH1*, *HTH2*, and *HTH3*, including the native promoter, was cloned into a modified pCAMBIA1305 vector with a 30‐terminal FLAG tag. To generate TRB1‐MybΔ and TRB1‐GH1Δ, the truncated genomic sequences TRB1‐MybΔ (residues 61–300 aa) and TRB1‐GH1Δ (residues 1–113 and 186–300 aa) with their native promoters were inserted into the pCAMBIA1305 vector with a 3 × Flag at their 3’ terminus. The constructs were introduced into the *Agrobacterium*, which was used to transform Arabidopsis plants by the flower‐dipping method. The constructs were verified by sequencing, and the primers used in the cloning are listed in Dataset S7 (Supporting Information).

### Affinity Purification and Mass Spectrometry Analysis

Affinity purification was conducted with 8 g of plant materials, including 12‐day‐old transgenic seedlings and flower tissues. These materials were ground into powder and suspended in 20–25 ml lysis buffer (50 mm Tris‐HCl [pH 7.5], 150 mm NaCl, 5 mm MgCl_2_, 10% glycerol, 0.1% NP‐40, 1 mm dithiothreitol [DTT], 1 mm phenylmethylsulfonyl fluoride [PMSF], and 0.1% Roche protease inhibitor cocktail tablet). The resuspended material was then rotated at 4 °C for 30 min. Subsequently, the solution was filtered through a Miracloth (475855; Merck Millipore) and subjected to two rounds of centrifugation at 12 000 rpm for 15 min. The supernatant was then combined with anti‐FLAG M2 agarose (A2220; Sigma) and incubated at 4 °C overnight. The protein‐bound beads were washed four times with lysis buffer and then eluted for 1 h with lysis buffer containing 3×FLAG peptide (F4799; Sigma). The eluted proteins were separated on a 10% SDS‐PAGE gel and stained with the ProteoSilver silver stain kit (PROT‐SIL2; Sigma). The mass spectrometry analysis was conducted as previously described.^[^ ^25^, ^74^ ^]^ The heatmap displaying the AP‐MS results was generated by using GraphPad Prism (version 8). The protein‐protein interaction diagram, as determined by AP‐MS, was constructed by using Cytoscape (v3.6.1) software.

### Nucleocytoplasmic Separation

Sucrose density gradient centrifugation was used to separate the nuclei and cytoplasm of Arabidopsis plants. One gram of 12‐day transgenic material was ground into powder with liquid nitrogen. The powder was then transferred into lysis buffer (20 mm Tris‐HCl [pH 7.5], 20 mm KCl, 2 mm EDTA, 2.5 mm MgCl_2_, 25% [v/v] glycerol, 250 mm sucrose, and 5 mm DTT) and rotated at 4 °C for 30 min. The solution was then filtered through Miracloth and centrifuged at 4000 rpm for 10 min. The supernatant was transferred to a new tube and centrifuged at 12 000 rpm for 15 min, and the supernatant was the cytoplasm. The pellet was resuspended with NRBT buffer (20 mm Tris‐HCl [pH 7.5], 2.5 mm MgCl_2_, 25% [w/v] glycerol, and 0.2% [v/v] Triton X‐100) and then centrifuged at 4000 rpm for 10 min. This step was repeated three times. The pellet was resuspended with NEB2 (20 mm Tris‐HCl [pH 7.5], 10 mm MgCl_2_, 250 mm sucrose, 0.5% [v/v] Triton X‐100, and 5 mm β‐mercaptoethanol) and then gently transferred to NEB3 (20 mm Tris‐HCl [pH 7.5], 10 mm MgCl_2_, 1.7 m sucrose, 0.5% [v/v] Triton X‐100, and 5 mm β‐mercaptoethanol) at 12 000 rpm for 45 min, and the pellet was the nuclei. The cytoplasm and nuclei obtained from the above steps were used for western blotting to detect the subcellular localization of the TRB1, ICU11, ZDP2, HTH1, JMJ14, and NAC052 proteins. UGPase (Abcam, ab154817) and H3 (Abcam, ab1791) represent markers in the cytoplasm and nucleus, respectively.

### Yeast Two‐Hybrid Assay

For yeast two‐hybrid assays, the full‐length coding sequences of *TRB1*, *TRB2*, *TRB3*, *ICU11*, *ZDP2*, *HTH1*, *HTH2*, *HTH3*, *JMJ14*, and *NAC050* and *NAC052* were cloned into pGADT7 and pGBKT7 vectors by using a One‐Step Cloning Kit (C112‐01; Vazyme). The primers utilized in the cloning process are listed in Dataset S7 (Supporting Information). The recombinant vectors were transferred to yeast strains AH109 or Y187 and screened on a synthetic dropout medium lacking leucine (SD‐L) or tryptophan (SD‐W). The positive colonies were mixed and mated overnight at room temperature. The mixture was then spread on a synthetic dropout medium lacking leucine and tryptophan (SD‐LW) to screen positive colonies. Positive colonies were subsequently resuspended in sterilized double‐distilled water (ddH_2_O) and then spotted on the synthetic dropout medium lacking leucine, tryptophan, and histidine (SD‐LWH) but containing 0 or 3 mm 3‐amino‐1,2,4‐triazole (3‐AT).

### Protein Purification and Pull‐Down Assay

The full‐length of *ICU11*and *ZDP2* with GST tag were cloned into the pGEX6P‐1 vector, the full‐length of *TRB1*, *TRB2*, *TRB3*, *HTH1*, *HTH2*, and *HTH3* with His tag were cloned into the pSMT3 vector, and the full‐length of *ICU11*, *ZDP2*, *HTH1*, *TRBIP1*, *HTH3*, and *NAC050* with MBP tag were cloned into the pET‐30a vector. The primers used are listed in Dataset S7 (Supporting Information). The constructs were transformed into the *Escherichia coli* strain BL21. Positive colonies were cultured in LB liquid medium to an OD600 of 0.6‐0.8. After centrifugating at 4000 rpm for 20 min, the collected bacteria were resuspended with GST‐tag lysis buffer (20 mm Tris–HCl [pH 7.5], 150 mm NaCl, 1 mm DTT, and 1 mm PMSF), His‐tag lysis buffer (20 mm Tris–HCl [pH 7.5], 500 mm NaCl, 20 mm imidazole, 1 mm DTT, and 1 mm PMSF), or MBP‐tag lysis buffer (20 mm Tris–HCl [pH 7.5], 200 mm NaCl, 1 mm EDTA, 1 mm DTT, and 1 mm PMSF). GST beads (GE Healthcare, 17‐0756‐01), His beads (Millipore, 70666‐4), or MBP beads (Smart‐lifesciences, SM035001) were added to the supernatant after sonication and centrifugation. After 1 h of incubation, the beads were washed five times and then eluted with GST‐tag lysis buffer containing 20 mm reduced glutathione, His‐tag lysis buffer containing 250 mm imidazole, or MBP‐tag elution buffer (20 mm Tris–HCl [pH 7.4], 10 mm maltose, 1 mm EDTA) for 1 h and centrifuged to collect the supernatant. The supernatant was the purified protein.

The full length of JMJ14 with FLAG tag was cloned into the pAT424 vector with a 30‐terminal FLAG tag. The construct was transformed into the yeast strain YPH499 for protein purification. The yeast pellets were ground in liquid nitrogen and resuspended in yeast lysis buffer (50 mm Tris‐HCl [pH 7.4], 150 mm NaCl, 1 mm EDTA, 10% glycerol, 0.05% NP‐40, 1 mm DTT, 1 mm PMSF, and 0.1% Roche protease inhibitor cocktail tablet). After centrifugation at 12 000 rpm for 15 min, the supernatants were incubated with anti‐Flag M2 agarose (Sigma, A2220). The resins were washed five times with yeast lysis buffer. Flag‐tagged proteins were eluted with 3 × Flag peptides. Eluted proteins were purified proteins.

For the pull‐down assay, the proteins were mixed in GST‐tag lysis buffer at 4 °C for 1 h. After removing 10% of the mixture as an input, the remaining mixture was incubated with 10% GST or MBP beads at 4 °C for 1 h. After incubating, the beads were washed five times with the GST‐tag lysis buffer and eluted with GST‐tag or MBP‐tag elution buffer. The elution was analyzed by immunoblotting using GST antibody (Abmart, M20007L), MBP antibody (Abclonal, AE016), or His antibody (ORIGENE, TA150088).

### Gel Filtration

Gel filtration was performed as previously described.^[^ ^75^ ^]^ In brief, TRB1‐His, NAC050‐MBP, ZDP2‐MBP, ICU11‐GST, HTH1‐His, and JMJ14‐Flag were mixed and incubated at 4 °C overnight. The mixture was then centrifuged at 12 000 rpm for 1 min. The supernatant was filtered through a 0.22‐µm membrane and then loaded onto a Superose 6 column (10/300GL; GE Healthcare, 17‐5172‐01). Eluates were collected, separated by SDS‐PAGE gel, and detected by immunoblotting using antibodies against GST (Abmart, M20007L), FLAG (Abclonal, AE005), MBP (Abclonal, AE016), or HIS (ORIGENE, TA150088).

### RNA‐Seq and Data Analysis

0.1 g of 12‐day seedlings were extracted with TRIzol reagent (15596018; Ambion) to generate total RNA and then sent to Novogene for library preparation and deep sequencing by the paired‐end scheme (PE150) on the Illumina NovaSeq 6000 instrument. After removal of adapters and low‐quality reads, the clean reads were mapped to the Arabidopsis genome (TAIR 10) with HISAT2 (v2.1.0).^[^ ^76^ ^]^ The DEGs were identified with a threshold (HDR < 0.05, |log_2_FC| > 0.5) with the R (v4.3.0) package edgeR (v3.42.4).^[^ ^77^ ^]^ The results in this study were from three independent biological replicates.

The GO analysis was performed through the online website DAVID (https://david.ncifcrf.gov/tools.jsp). The heatmap of DEGs was drawn by using the R package ggplots (v3.1.3.1). The bubble charts were drawn using the R package ggplot2 (v3.5.0).

### EMSA

The synthesis‐produced Cy5‐labeled oligonucleotides were annealed to form a double‐stranded DNA. The recombinant protein was purified from *E. coli*. In the EMSA, 20 ng of the labeled DNA was incubated with 1 µg of the fusion protein in binding buffer (10 mm Tris‐HCl [pH 7.5], 50 mm NaCl, 1 mm EDTA, 5% glycerol, and 1 mm DTT) at 25 °C for 30 min, and was then run on 6% nondenaturing PAGE gel at 80 V for 1.5 h to separate.

### ChIP‐Seq and Data Analysis

The ChIP‐seq was performed according to the previous study.^[^ ^35^ ^]^ In brief, 4 g of 12‐day‐old seedling material was cross‐linked with 1% formaldehyde under vacuum. The samples were ground into powder and suspended with buffer I (0.4 m sucrose, 10 mm Tris‐HCl [pH 7.5], 1 mm PMSF, 1 mm EDTA, 1 mm DTT, and 1% Roche protease inhibitor cocktail tablet). After filtering with two‐layer Miracloth and centrifugation at 4000 rpm for 20 min, the pellets were washed with buffer II (0.25 m sucrose, 10 mm Tris‐HCl [pH 7.5], 10 mm MgCl_2_, 1% TritonX‐100, 0.1 mm PMSF, 1 mm DTT, and 1% Roche protease inhibitor cocktail tablet) until the pellet was gray. Then, the pellet was resuspended in buffer III (1.7 m sucrose, 10 mm Tris‐HCl [pH 7.5], 10 mm MgCl_2_, 0.15% Triton X‐100, 0.1 mm PMSF, 1 mm DTT, and 1% Roche protease inhibitor cocktail tablet). After centrifugation at 12 000 rpm for 1 h, the pellet was resuspended with sonication buffer (1 mm EDTA [pH 8.0], 10 mm Tris‐HCl [pH 7.5], and 0.25% SDS) and sonicated by the Bioruptor sonicator. After sonication, samples were centrifuged at 12 000 rpm for 15 min, and then the supernatant was diluted with dilution buffer (16.7 mm Tris‐HCl [pH 7.5], 167 mm NaCl, 1.1% Triton X‐100, and 1.2 mm EDTA). The diluted supernatant was incubated with H3K4me3 antibody (Abcam, ab8580) coupled with Dynabeads Protein A (10002D; Thermo Fisher) or with FLAG antibody (F1804; Sigma) coupled with Dynabeads Protein G (10004D; Thermo Fisher) at 4 °C overnight. The beads were washed with low‐salt buffer (150 mm NaCl, 0.1% SDS, 1% Triton X‐100, 2 mm EDTA, and 20 mm Tris–HCl [pH 7.5]), high‐salt buffer (500 mm NaCl, 0.1% SDS, 1% Triton X‐100, 2 mm EDTA, and 20 mm Tris–HCl [pH 7.5]), LiCl buffer (0.25 m LiCl, 1% NP‐40, 1% SDS, 1 mm EDTA, and 10 mm Tris‐HCl [pH 7.5]), and TE buffer (1 mm EDTA and 10 mm Tris‐HCl [pH 7.5]). The protein‐DNA binding complex was eluted with elution buffer (1% SDS and 0.1 m NaHCO_3_). The eluted DNA was purified by extraction with phenol/chloroform/isoamyl alcohol reagent.

Purified DNA was sent to Novogene for library preparation and deep sequencing (Illumina NovaSeq 6000, PE150). For data analysis, the clean data were mapped to the Arabidopsis genome by Bowtie2 (v2.3.4) allowing one mismatch.^[^ ^78^ ^]^ Probable PCR duplicates were removed by using Picard Tools (v2.23.0) with Mark Duplicates. The differentially enriched peaks of H3K4me3 between the mutants and the wild‐type control were identified by SICER2 (v1.0.2) with a threshold (FDR < 0.05, FC > 1.2 or < 0.8).^[^ ^79^ ^]^ The enriched peaks of TRHT/TRHD components were identified by MACS2 (v2.2.7.1), and input reads were used as a negative control.^[^ ^80^ ^]^ The specific enriched peaks were identified by setting a threshold FC greater than 1.5. The read counts were normalized to reads per kilobase per million mapped reads by the number of clean reads mapped to the genome in each library. Motif analysis was done using the findMotifsGenome.pl and scanMotifGenomeWide.pl programs with default parameters in Homer (v4.11.1).^[^ ^81^ ^]^ The ChIP‐seq results in this study were from two independent biological replicates. The correlation heatmap and boxplots were drawn by the R package ggplot2 (v3.5.0). The overlaps of occupied genes were drawn by the R package UpSetR (v1.4.0), ggvenn (v0.1.10), and ggVennDiagram (v1.5.2). The profile plot and heatmap of ChIP‐seq were drawn by DeepTools (v3.5.1).

### Dual‐Luciferase Reporter Assay

The luciferase reporter assay was performed as described with minor modifications.^[^ ^82^, ^83^ ^]^ In brief, effector constructs were generated by cloning TRHT/TRHD component‐encoding genes into the modified PGBKT7 vector under the control of the 35S promoter. A construct expressing 35S‐driven *GUS* gene was used as a negative control. Reporter constructs were generated by cloning the 1.5‐kb promoter regions of TRHT/TRHD target genes (*NAC103*, *AT5G56370*, *GATA16*, and *CYP78A5*) into the pGreen‐0800‐LUC vector upstream of the luciferase gene. Reporter and effector constructs were co‐transformed into Arabidopsis mesophyll protoplasts. The luciferase activity assay was performed using a dual‐luciferase reporter assay system (Promega, E1910).

### ITC Assay

Purified proteins were concentrated and buffer‐exchanged into ITC buffer (20 mm Tris‐HCl at pH 7.5 and 150 mm NaCl) using Amicon Ultra Centrifugal Filters (Millipore, UFC901096) at 4 °C. Proteins were diluted to 5 µm in the ITC buffer, while DNA was dissolved in the same buffer and adjusted to 100 µm. The ITC binding assay was performed using a MicroCal PEAQ‐ITC instrument (Malvern) at 25 °C following the manufacturer's standard protocol. Data were analyzed using the MicroCal PEAQ‐ITC analysis software. DNA oligonucleotides were synthesized by Tsingke Biotechnology.

### Statistical Analysis

The RNA‐seq data were independently repeated in three biological replicates. ChIP‐seq data were obtained from two biological replicates. Phenotypic data were based on at least 15 samples. Data are presented as mean ± SD. Statistical analyses were performed using GraphPad Prism 8 software. For comparisons between two groups with normally distributed data, Student's t‐test was used. For comparisons among three or more groups, one‐way ANOVA followed by Tukey's test was employed. *P* values were determined by the Mann‐Whitney U test (paired) for non‐normally distributed data. Statistical significance was defined as *P* < 0.05. Detailed statistical methods for each experiment are provided in the corresponding figure legends or methods.

### Accession Numbers

The Arabidopsis sequence data employed in this study are derived from TAIR10. The accession numbers of genes reported in this study are as follows: *TRB1* (AT1G49950), *TRB2* (AT5G67580), *TRB3* (AT3G49850), *ICU11* (AT1G22950), *ZDP2* (AT3G17460), *HTH1* (AT2G17540), *HTH2/TRBIP1* (AT4G35510), *HTH3* (AT5G66000), *JMJ14* (AT4G20400), *NAC050* (AT3G10480), *NAC052* (AT3G10490), *UBP5* (AT2G40930), *ARID2* (AT2G17410), *ARID3* (AT1G20910), *ARID4* (AT1G76510), *EPCR1* (AT4G32620), *EPCR2* (AT5G04670), *HAM1* (AT5G64610), *HAM2* (AT5G09740), *PWWP1* (AT3G03140), *LHP1* (AT5G17690), *MSI1* (AT5G58230), *CLF* (AT2G23380), *FIE1* (AT3G20740), *SWN* (AT4G02020), *EMF2* (AT5G51230).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Q.W. and X.J.H. were responsible for the project conception, experimental design, and manuscript preparation. Q.W. carried out the experiments. D.Y.Y. performed the bioinformatic analysis. L.L. and S.C. performed the mass spectrometry analysis.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

Raw ChIP‐seq and RNA‐seq data have been deposited in the Gene Expression Omnibus (GEO) database with the accession code GSE287725.

# Supplementary material for: Arabidopsis TRB Proteins Form Two Closely Related Complexes to Mediate H3K4me3 Demethylation and Transcriptional Repression
**Source:** Adv Sci (Weinh). 2025 Oct 5;12(47):e03420. doi: 10.1002/advs.202503420
**Supplement:** Supplementary file 1 — Supporting Information

Target Bait		PEAT										TRHT/TRHD										PRC2					
		EPCR1	EPCR2	PWWP1	ARID2	ARID3	ARID4	HAM1	HAM2	UBP5	TRB1	TRB2	TRB3	HTH1	HTH2	HTH3	NAC050	NAC052	JMJ14	ZDP2	ICU11	CLF	SWN	LHP1	EMF2	MS11	FIE1
EPCR1		6	0	5	6	5	5	3	3	5	5	3	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0
ARID2		6	0	5	7	5	6	2	2	5	4	1	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0
HAM1		5	2	4	4	2	3	8	0	4	3	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0
UBP5		4	0	4	4	3	3	0	0	8	2	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0
TRB1		7	6	7	6	5	5	6	0	6	7	2	3	1	0	1	6	6	6	5	5	1	2	3	2	3	0
TRB2		5	4	5	5	3	4	4	0	5	4	7	3	2	4	5	6	6	6	5	6	4	5	5	5	5	5
TRB3		5	3	5	4	4	4	4	2	5	4	4	7	2	4	5	6	6	6	4	6	4	5	4	5	5	6
HTH1		0	0	0	0	0	0	0	0	0	1	2	2	0	3	0	0	0	0	0	2	0	0	0	0	0	0
HTH2		0	0	0	0	0	0	0	0	0	2	2	0	5	0	0	0	0	0	0	2	0	0	0	0	1	0
HTH3		0	0	0	0	0	0	0	0	0	3	3	2	0	4	0	0	2	0	3	0	0	0	0	0	1	0
NAC052		0	0	0	0	0	0	0	0	0	2	0	0	0	0	8	8	4	2	3	0	0	0	0	0	0	0
JMJ14		0	0	0	0	0	0	0	0	0	2	0	0	0	0	6	7	10	2	3	0	0	0	0	0	2	0
ZDP2		0	0	0	0	0	0	0	0	0	5	4	4	0	0	0	5	5	3	6	5	0	0	0	0	0	0
ICU11		0	0	0	0	0	0	0	0	0	5	5	6	4	2	4	5	5	2	5	9	0	3	2	3	0	0
CLF		0	0	0	0	0	0	0	0	0	0	2	3	2	0	0	0	0	0	0	4	6	4	5	5	5	5
SWN		0	0	0	0	0	0	0	0	0	0	3	0	3	0	1	0	0	0	0	3	3	4	2	2	3	3

$\log_2(\text{Matched queries} + 1)$

0 1 2 3 4 5

Supplemental Figure 1. Heatmap showing components of the PEAT, TRHT/TRHD, and PRC2 complexes as determined by AP-MS. Color density represents the enrichment of normalized queries identified by AP-MS. Transgenic plants expressing indicated bait proteins in a wild-type background were subjected to AP-MS analysis.

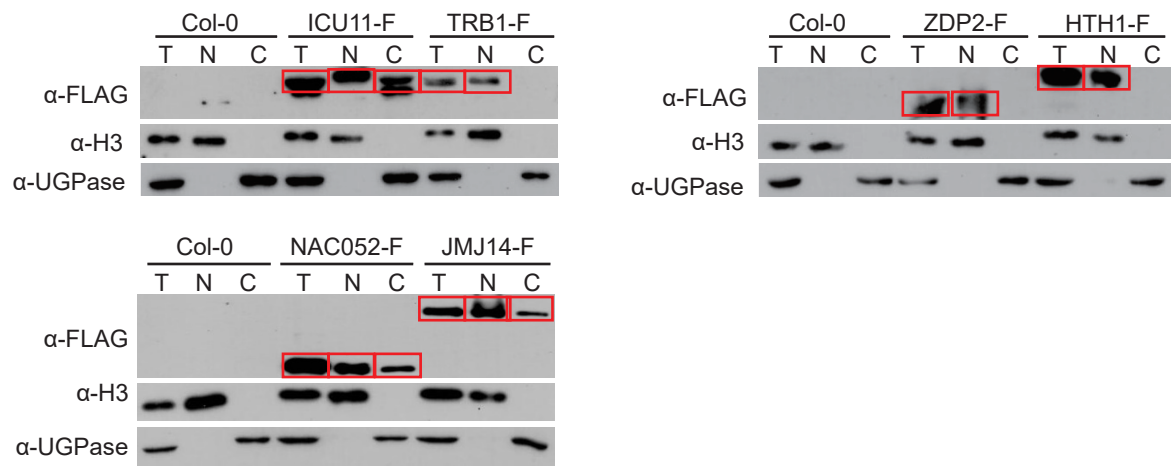

Supplemental Figure 2. Nuclear-cytoplasmic fractionation of TRHT/TRHD components.

Subcellular localization of Arabidopsis TRHT/TRHD components was determined by nuclear-cytoplasmic fractionation followed by western blot analysis. UGPase and H3 serve as cytoplasmic and nuclear markers, respectively. T, total proteins; N, nuclear proteins; C, cytoplasmic proteins. Target protein bands are highlighted with red boxes.

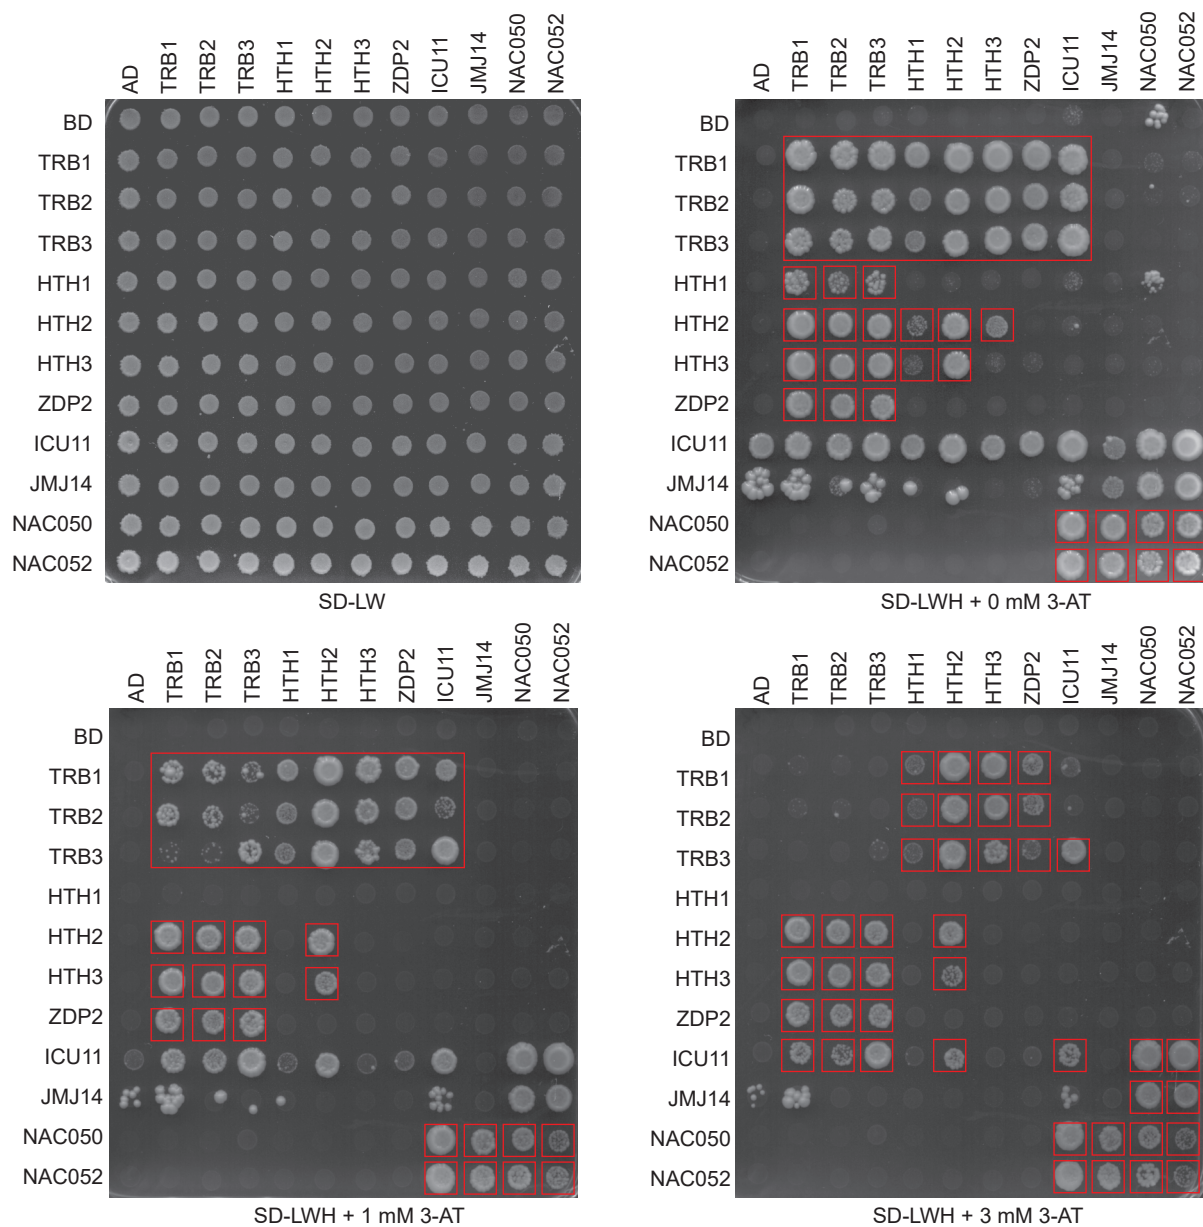

Supplemental Figure 3. Interactions of TRHT/TRHD components determined by yeast two-hybrid assays.

TRHT/TRHD complex components were fused to either the GAL4 DNA-binding domain (GAL4-BD) or the GAL4 transcriptional activation domain (GAL4-AD) for yeast two-hybrid assays. SD-LW, synthetic dropout medium lacking leucine (L) and tryptophan (W); SD-LWH, synthetic dropout medium lacking leucine (L), tryptophan (W), and histidine (H) supplemented with 0, 1, and 3 mM 3-amino-1,2,4-triazole (3-AT).

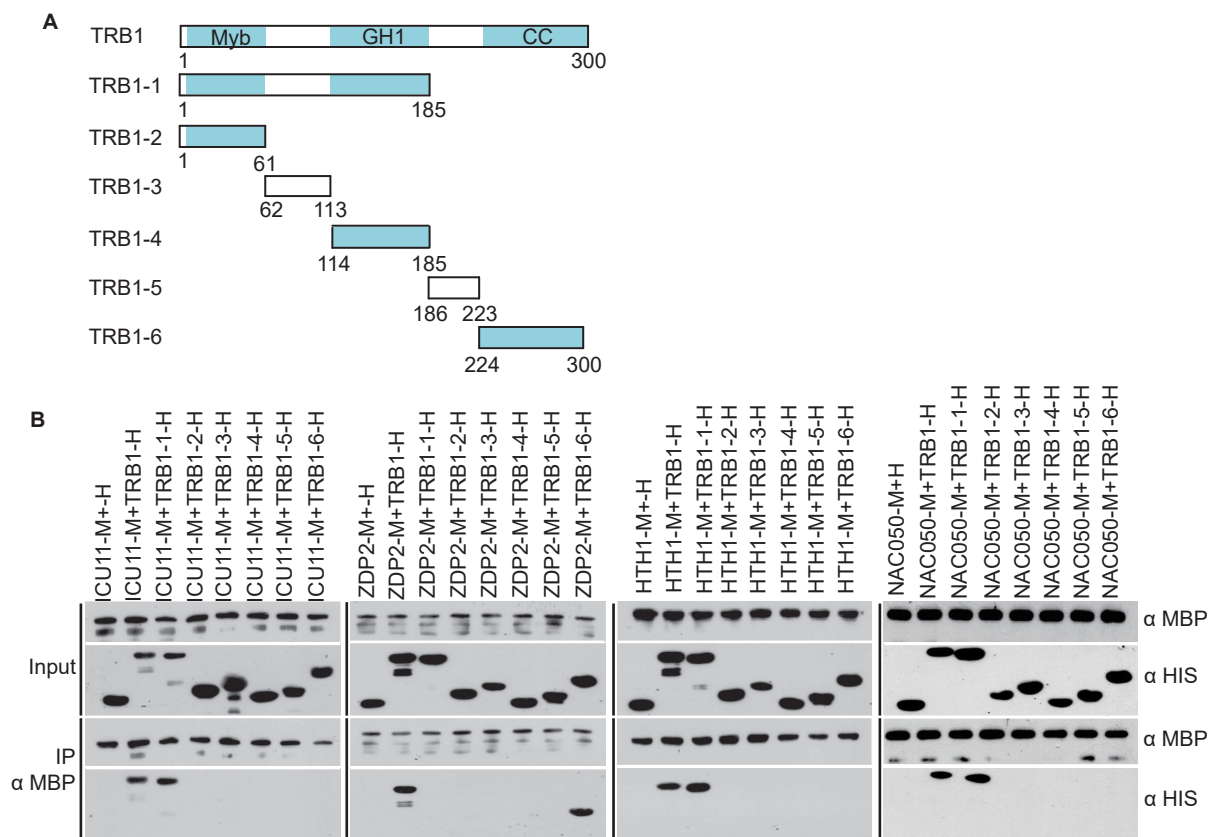

Supplemental Figure 5. Interactions between TRHT/TRHD components and truncated TRB1 variants determined by pull-down assays.
 (A) Schematic representation of full-length and truncated versions of TRB1 used in pull-down assays. Start and end sites of each truncated protein are shown.
 (B) Interactions of ICU11, ZDP2, HTH1, and NAC050 with truncated versions of TRB1. TRHT/TRHD components ICU11, ZDP2, HTH1, and NAC050 fused to MBP were individually mixed with each truncated version of TRB1, precipitated using anti-MBP antibody-conjugated beads, and analyzed by western blot. H, His; M, MBP.

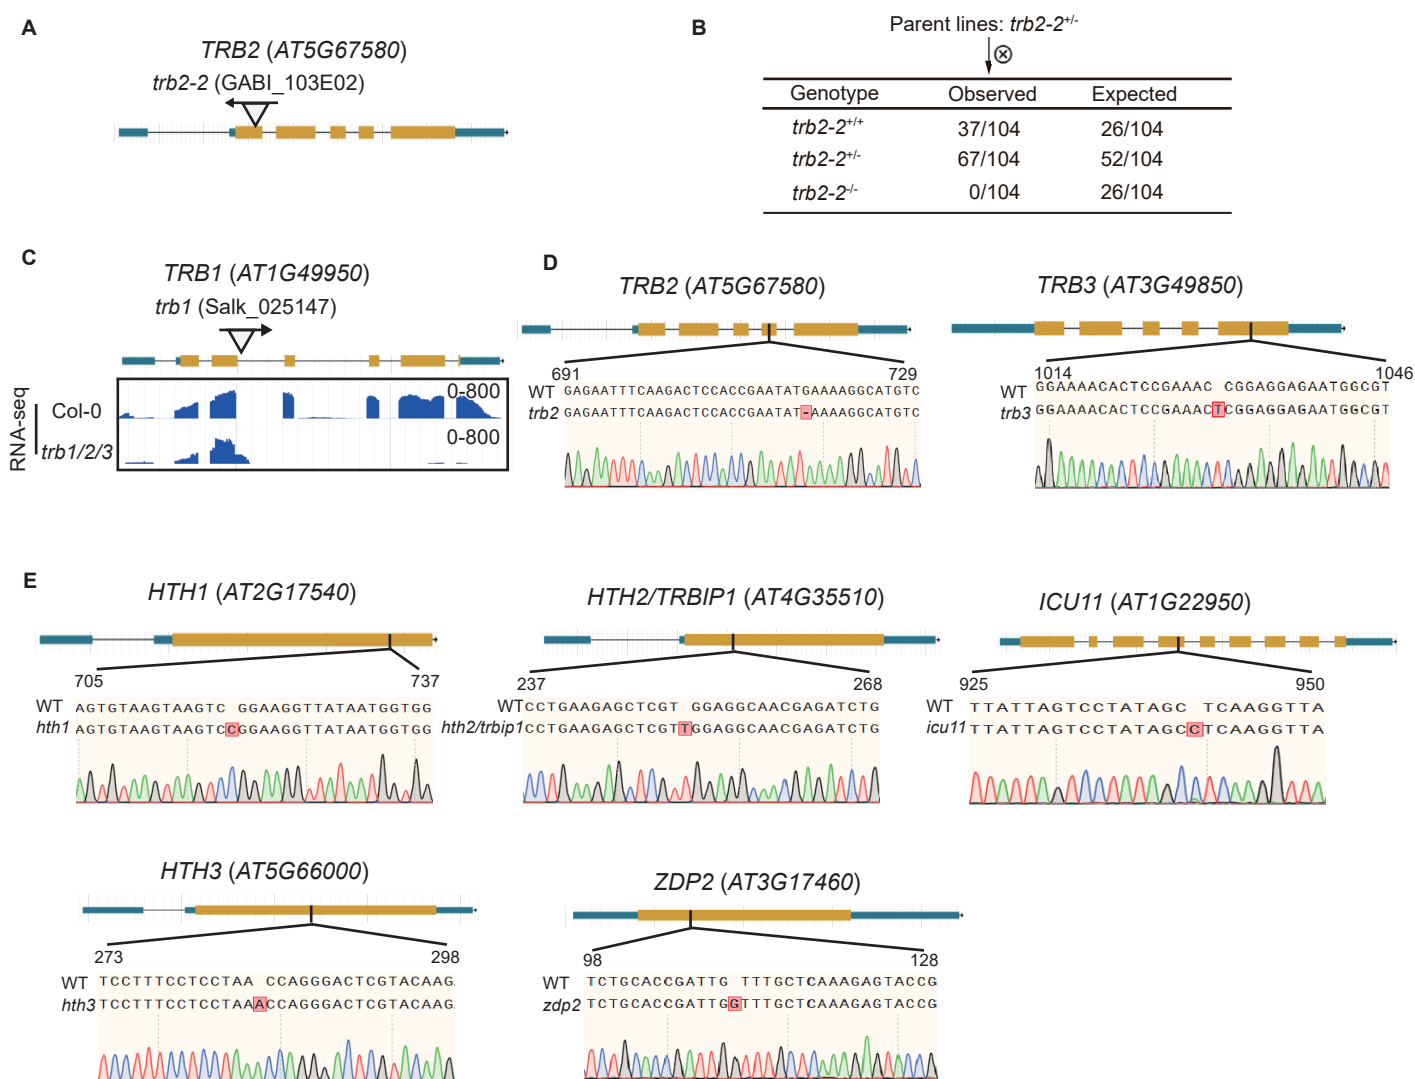

Supplemental Figure 6. Validation of TRHT/TRHD mutants used in this study.

(A) Schematic representation of the *trb2-2* mutant, with the T-DNA insertion site indicated by a triangle.

(B) Genotypes of the progeny from self-bred *trb2-2*^{-/-} plants. Observed and expected numbers of progeny with indicated genotypes are shown.

(C) Genome browser view of *TRB1* RNA-seq signals in Col-0 and the *trb1/2/3* mutant. 

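*TRB1*, which lies on chromosome 1 from 18494029 to 18497318 of TAIR10.1, fell from 1818 ± 69.1 in Col-0 to 187 ± 92.6 in *trb1/2/3* (SD, n = 3, log2 fold change −3.38, standard error 0.21, adjusted p = 2.74e-09 from limma), with 122, 145 and 293 in replicates 1, 2 and 3. *TRB2* (on chromosome 5 from 26955568 to 26957774), of which the mutant holds a weak allele, fell from 1054 ± 36.8 to 608 ± 153 (log2 fold change −0.83, standard error 0.17, adjusted p = 0.000593 from limma), and *TRB3* (on chromosome 3 from 18488993 to 18490997) fell from 899.8 ± 13.3 to 424 ± 67.2 (log2 fold change −1.09, standard error 0.11, adjusted p = 9.51e-07 from limma). *JMJ14*, on chromosome 4 from 11008558 to 11013860, fell from 2049.8 ± 212 to 381 ± 44.9 in *jmj14* (log2 fold change −2.43, standard error 0.12, adjusted p = 4.9e-09 from limma). The transcripts of the genes altered by CRISPR/Cas9 in *hth1* and *icu11* did not pass the test, with *HTH1* at 1179 ± 119 in *hth1* against 1135 ± 25.0 (log2 fold change 0.05, adjusted p = 0.772 from limma) and *ICU11* at 729 ± 26.1 in *icu11* against 712 ± 44.7 (log2 fold change 0.03, adjusted p = 0.961 from limma). *NAC050* and *NAC052* are neighbors on chromosome 3 and rose in their own double mutant, from 1453 ± 114 to 2403 ± 83.0 (log2 fold change 0.73, adjusted p = 0.0162 from limma) and from 1867 ± 36.2 to 3035 ± 223 (log2 fold change 0.70, adjusted p = 2.06e-05 from limma), and to 2440.2 ± 153 and 3025 ± 103 in *jmj14*. *HTH3*, a subunit of TRHT like HTH1, fell from 183 ± 33.1 to 16.1 ± 4.24 in *hth1* (log2 fold change −3.44, standard error 0.54, adjusted p = 0.000271 from limma), and *HTH1* fell to 512 ± 28.2 in *trb1/2/3* while *ICU11* rose to 1583 ± 195. The list of TRHT and TRHD genes holds the mutated genes above, so part of its calls in *jmj14*, *nac050/052* and *trb1/2/3* are those of the mutated genes themselves. Of the 11 TRHT and TRHD genes, 0 rose and 1 fell in *hth1*, 0 changed in *icu11*, 2 rose and 1 fell in *jmj14*, 3 rose in *nac050/052*, and 1 rose and 5 fell in *trb1/2/3*, and the counts were the same adjusted over the list alone. As a set they were called in *icu11* (adjusted p = 0.0313 from camera) and not with an estimated correlation (adjusted p = 0.0631 with an estimated correlation), and had adjusted p of 0.258, 0.893, 0.0626 and 0.123 in *hth1*, *jmj14*, *nac050/052* and *trb1/2/3*. The values count transcripts whether or not they encode the protein, so the level of an edited gene does not test its allele. The increases of *NAC050* are not past the threshold without Col-0 replicate 1 or 3, nor without replicate 2 or 3 of the mutant in question.

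**Figure D3:**
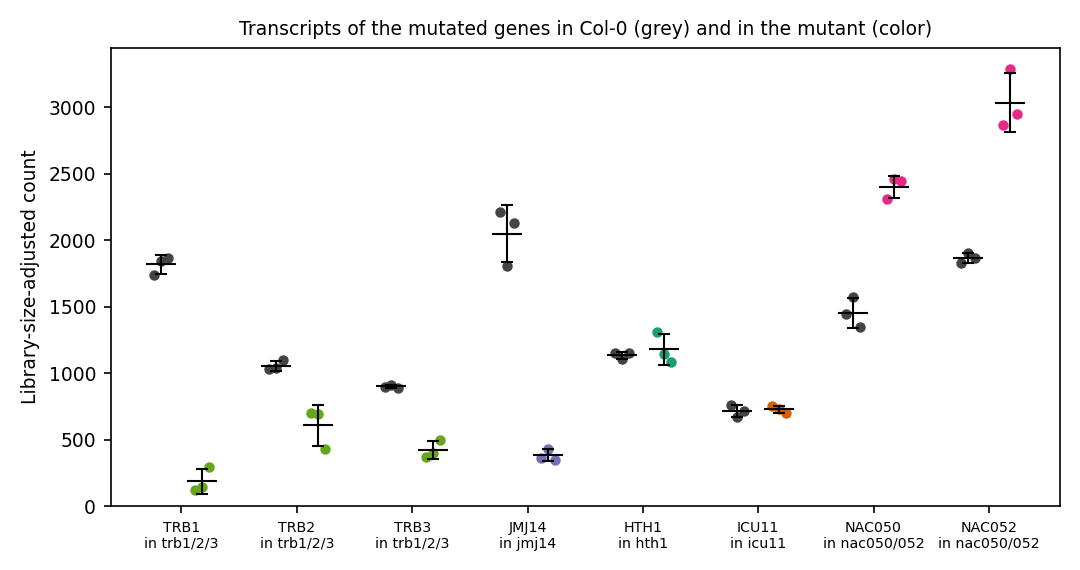
Library-size-adjusted counts (vertical axis) of 8 mutated genes in Col-0 (grey) and in the mutant named under each gene (color). Each point is a library, and the horizontal bars and whiskers are the mean and SD of 3 libraries. The 3 *jmj14* libraries lie far below Col-0 for *JMJ14*, as do the 3 *trb1/2/3* libraries for *TRB1*, while *HTH1* and *ICU11* overlap with Col-0.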

The RPKM scale is shown.

(D) Schematic representation of *trb2* and *trb3* mutations in the *trb1/2/3* mutant. CRISPR-induced *trb2* and *trb3* mutations are labeled within the guide RNA target sequences. Numbers represent positions relative to the translation start site of coding sequences.

(E) Schematic representation of *hth1*, *hth2*, *hth3*, *icu11*, and *zdp2* mutations. CRISPR-induced mutations are labeled within the guide RNA target sequences. Numbers indicate positions relative to the translation start site of coding sequences.

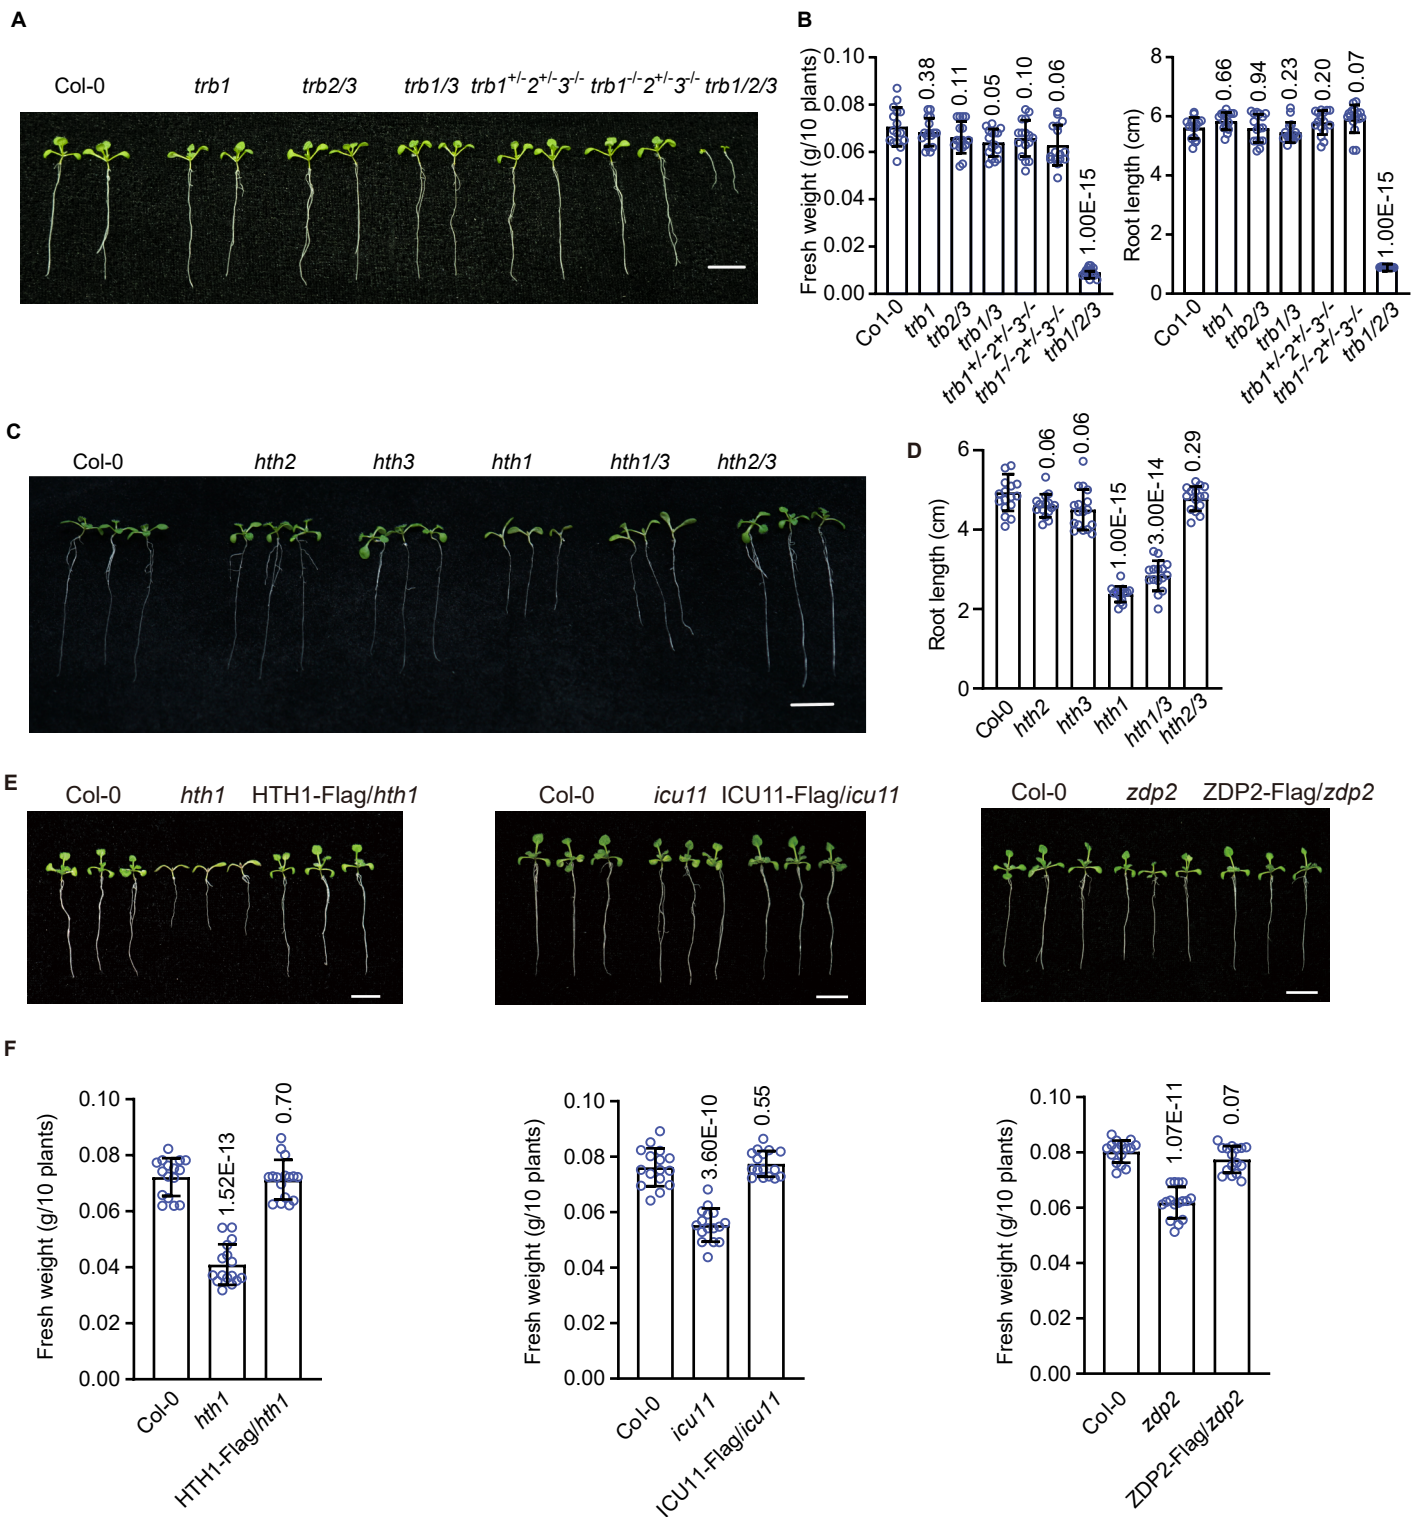

Supplemental Figure 7. Morphological phenotypes of TRHT/TRHD mutants.

(A) Morphological phenotypes of mutants with *trb1*, *trb2*, and *trb3* mutations. The phenotypes of 12-day-old seedlings are shown. Scale bar, 1 cm.

(B) Statistical results of the fresh weight and root length in 12-day-old seedlings. Mean values and standard deviation (SD) are from at least 15 plants. *P* values were determined by the two-tailed Student's *t*-test.

(C) Morphological phenotypes of mutants with *hth1*, *hth2*, and/or *hth3* mutations. The phenotypes of 12-day-old seedlings are shown. Scale bar, 1 cm.

(D) Statistical results of the root length in 12-day-old seedlings. Mean values and standard deviation (SD) are from at least 15 plants. *P* values were determined by the two-tailed Student's *t*-test.

(E) Morphological phenotypes of *hth1*, *icu11*, *zdp2*, and their respective complementation lines. The phenotypes of 12-day-old seedlings are shown. Scale bar, 1 cm.

(F) Statistical results of the fresh weight in 12-day-old seedlings. Mean values and standard deviation (SD) are from at least 15 plants. *P* values were determined by the two-tailed Student's *t*-test.

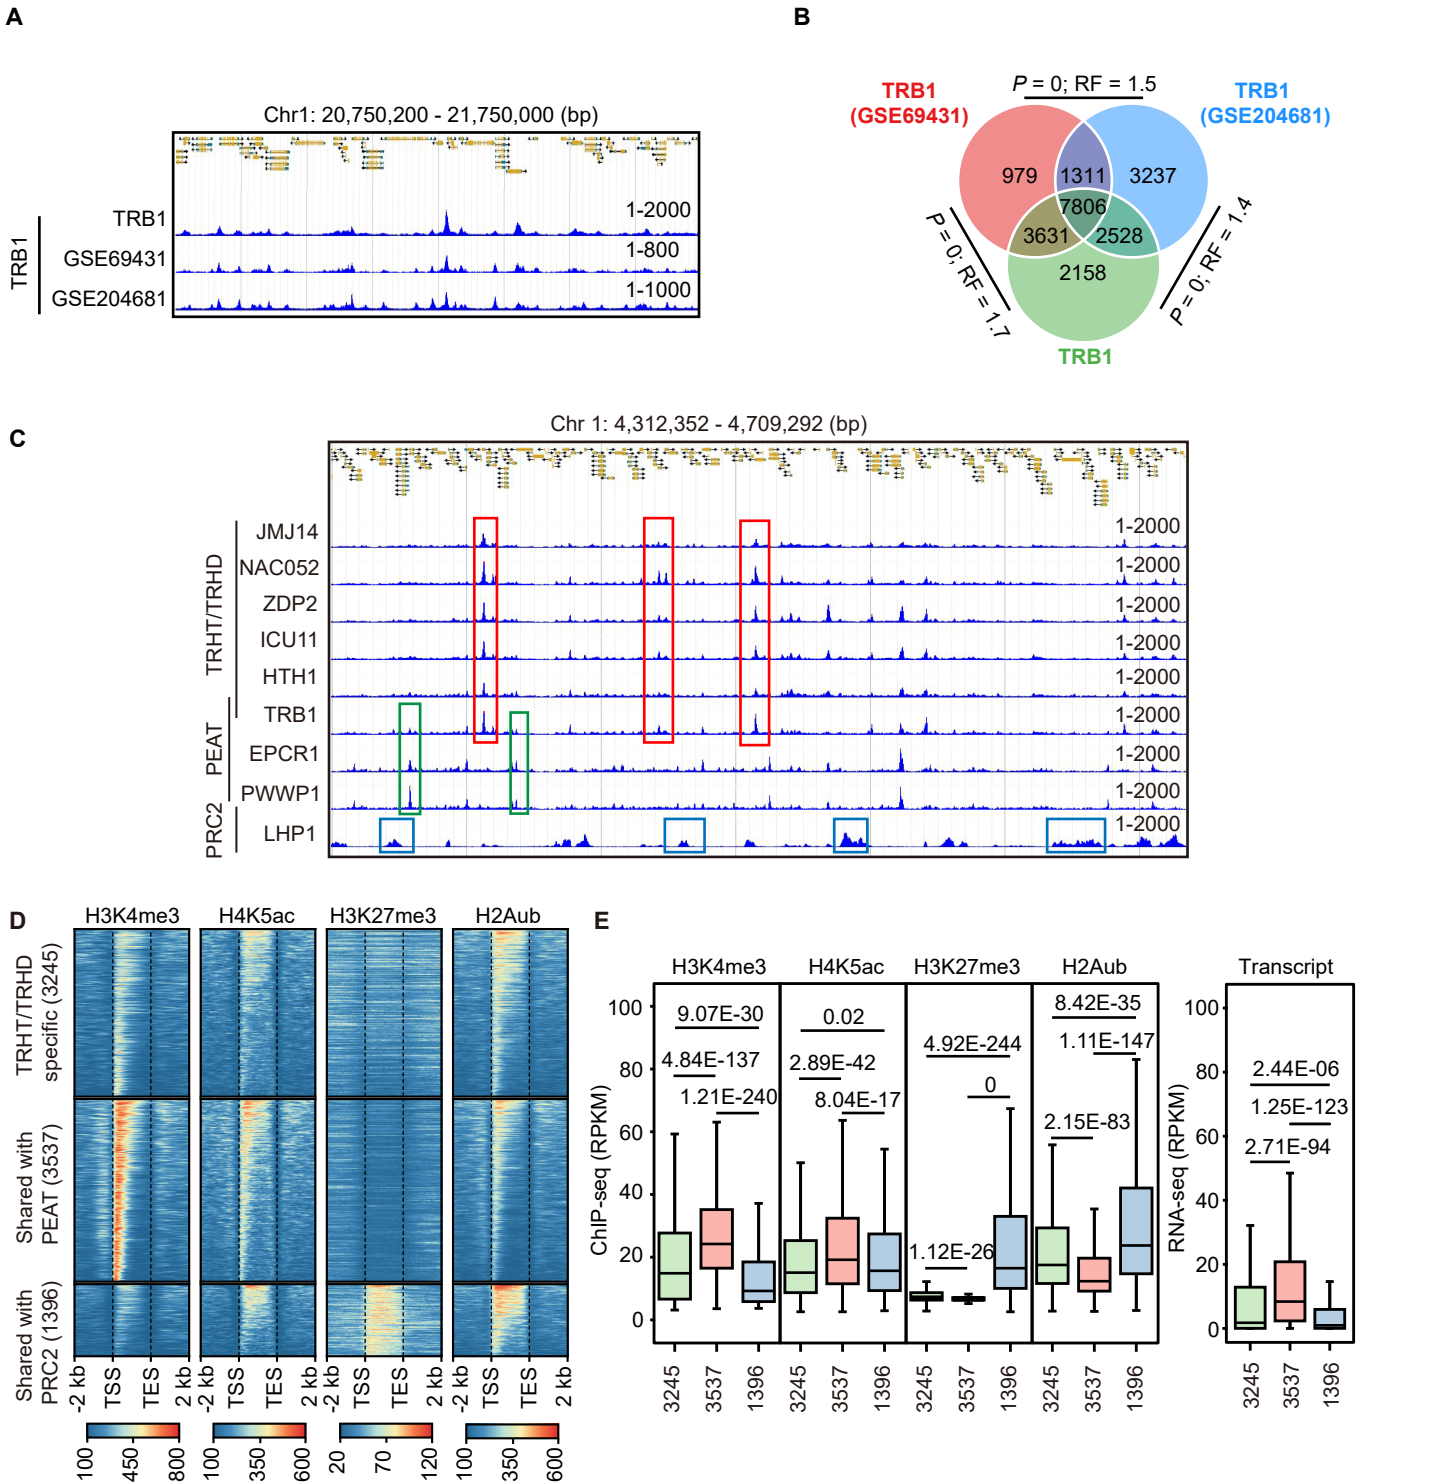

Supplemental Figure 8. Analysis of the ChIP-seq peaks of TRHT/TRHD components.

(A) Comparison of TRB1 ChIP-seq signals from the current study and published data within a representative genomic region. The RPKM scale is shown.

(B) Venn diagram illustrating the overlap of genes bound by TRB1 based on published ChIP-seq datasets (GSE69431 and GSE204681) and the current study.

(C) Genome browser view of ChIP-seq signals for TRHT/TRHD, PEAT, and PRC2 components in a representative genomic region. Red, blue, and green boxes indicate peaks specific to TRHT/TRHD, PRC2, and PEAT complexes, respectively.

(D) Heatmaps displaying ChIP-seq signals of H3K4me3, H4K5ac, H3K27me3, and H2Aub at three subclasses of TRHT/TRHD target genes: TRHT/TRHD-specific target genes (3245), TRHT/TRHD- and PEAT-shared target genes (3537), and TRHT/TRHD- and PRC2-shared target genes (1396). TSS, transcription start site; TES, transcription end site.

(E) Boxplots showing the ChIP-seq enrichment levels of the indicated histone modifications and RNA-seq enrichment level at the three TRHT/TRHD target gene subclasses. P values were determined by the two-tailed Mann-Whitney U test (unpaired).

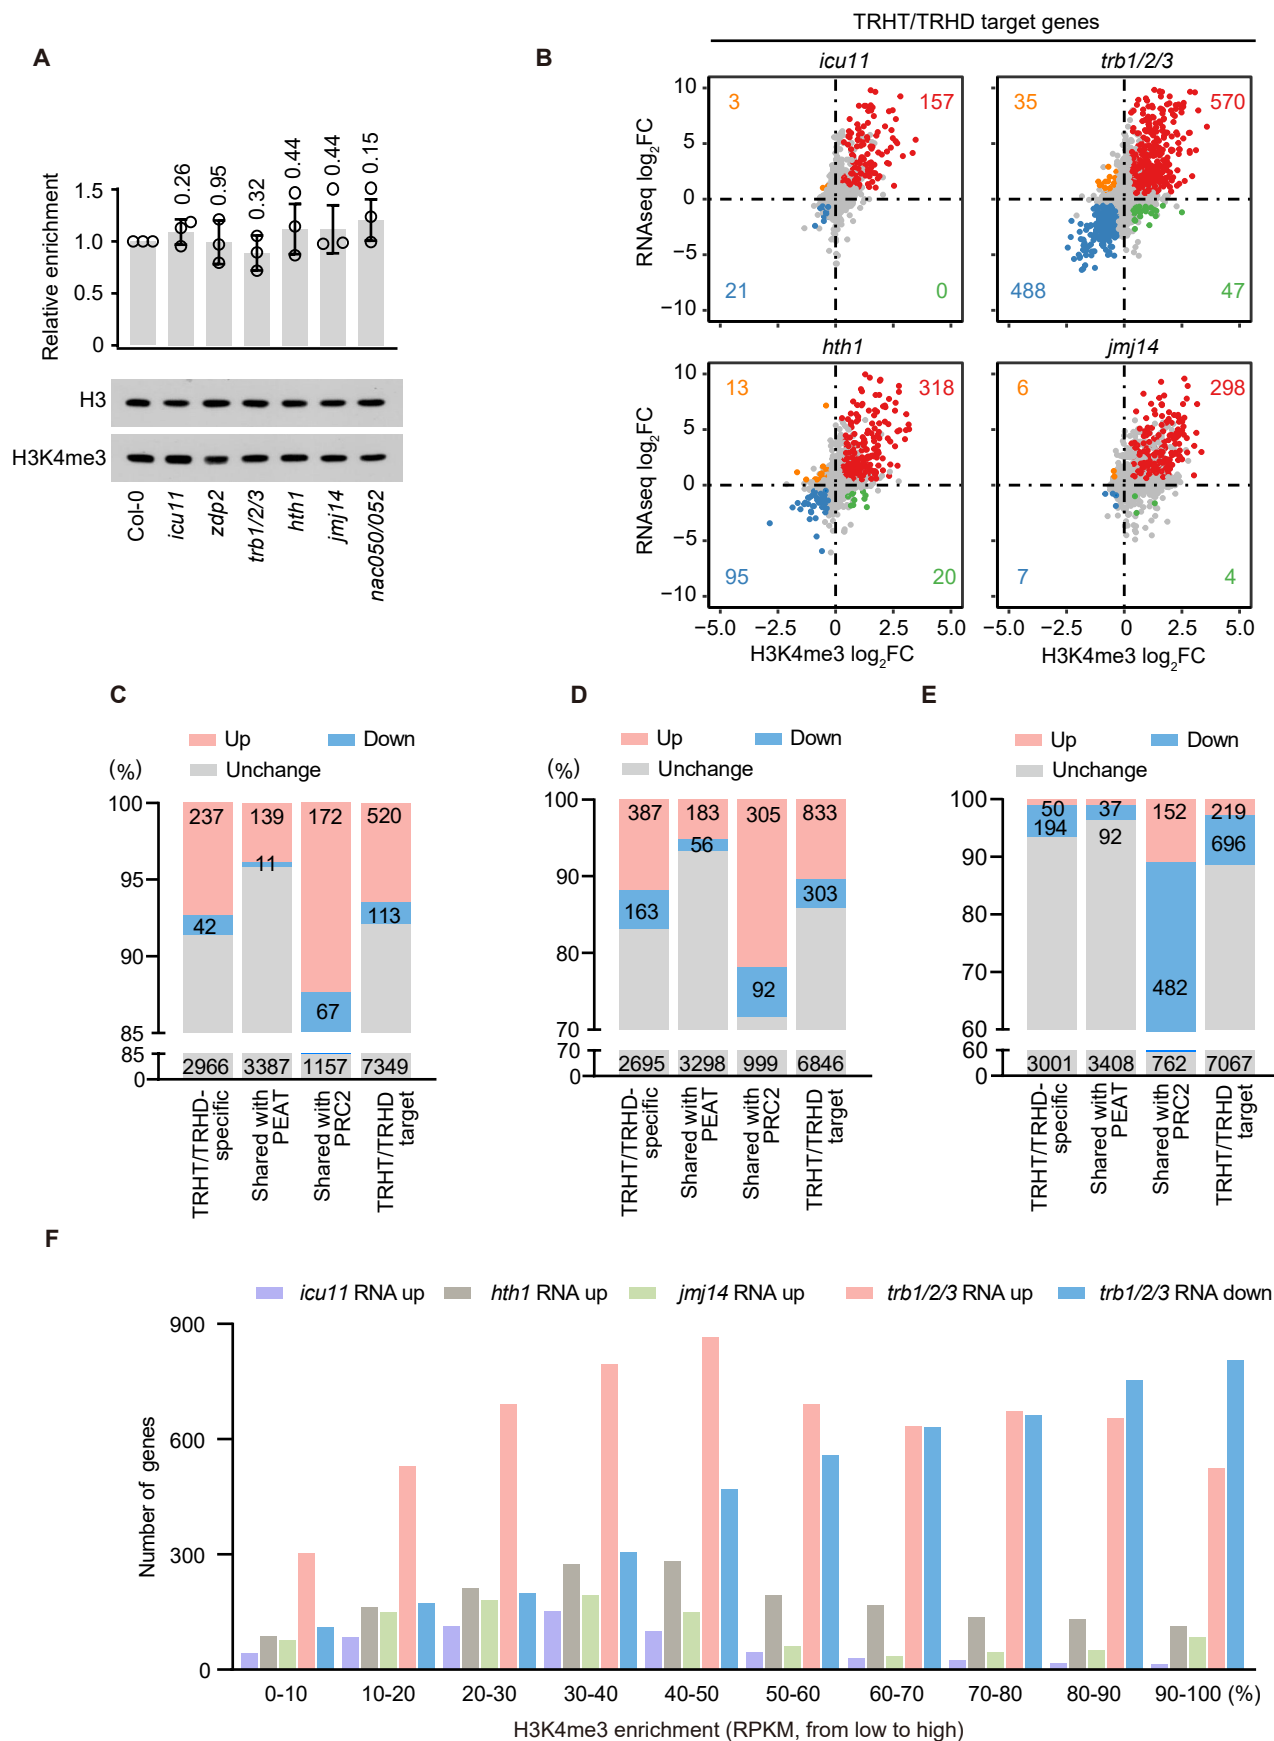

Supplemental Figure 9. Analysis of the effects of TRHT/TRHD mutations on H3K4me3 and gene expression.

(A) Determination of the effect of TRHT/TRHD mutations on the global H3K4me3 levels by western blot analysis. The histone H3 level served as a loading control. Quantifications of H3K4me3 signals are shown at the top of each panel. *P* values were determined by the two-tailed Student's *t*-test. Mean values and standard deviation (SD) are from three biological repeats.

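The change of expression and the change of H3K4me3 in *icu11* ran together across the genes that the paper lists with changed H3K4me3. The largest H3K4me3 fold of Dataset S5 among the genes named here, 11.1 by the paper, belongs to *AT5G56810*, annotated as an F-box gene, which rose from 18.8 ± 15.6 in Col-0 to 768 ± 178 in *icu11* (SD, n = 3, log2 fold change 5.69, standard error 0.58, adjusted p = 1.39e-05 from limma). *WPP3*, which encodes a WPP domain protein, has a fold of 6.37 by the paper and rose from 6.12 ± 3.86 to 204 ± 26.8. For some genes they ran apart. The paper's H3K4me3 fold of *ICU11* itself is 1.73 and that of the stress gene *STZ* is 1.5, whose transcripts did not pass the test in *icu11*. *LOX3*, with a fold of 1.22 by the paper, is among the genes that fell. Over the 1328 genes with changed H3K4me3 and tested expression, Pearson's r of the log2 H3K4me3 fold by the paper and the log2 fold change of expression was 0.722 and Spearman's rho was 0.621. The rank correlation was 0.528 within the genes with increased H3K4me3 and 0.18 within those with reduced H3K4me3. The pooled values leave out genes with smaller changes of H3K4me3, and the gap between the lists can raise them. The paper's plots cover TRHT and TRHD target genes, whereas no filter for targets was used here. These correlations are across genes, which are not independent replicates, and were computed for *icu11*, since the lists of the other mutants were not used here.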

(B) Scatter plots showing correlations between expression changes and H3K4me3 changes in *icu11*, *hth1*, *trb1/2/3*, and *jmj14* mutants compared to the wild type.

(C, D) Number of TRHT/TRHD target genes with up- and down-regulated H3K4me3 levels in the *icu11* (C) and *hth1* (D) mutants compared to the wild type. TRHT/TRHD target genes were classified into three subgroups for analysis: TRHT/TRHD-specific genes (3245), genes shared by PEAT (3537), and genes shared by PRC2 (1396). TRHT/TRHD target genes refer to shared targets of TRHT and TRHD.

(E) Number of TRHT/TRHD target genes with up- and down-regulated H3K27me3 levels in the *trb1/2/3* compared to the wild type. TRHT/TRHD target genes were classified into the three subgroups described above.

(F) Graph illustrating the distribution of genes with expression changes in indicated mutants relative to the wild type across gene deciles. Total Arabidopsis genes (*n* = 32,548) were divided into deciles sorted by ascending levels of H3K4me3.

A

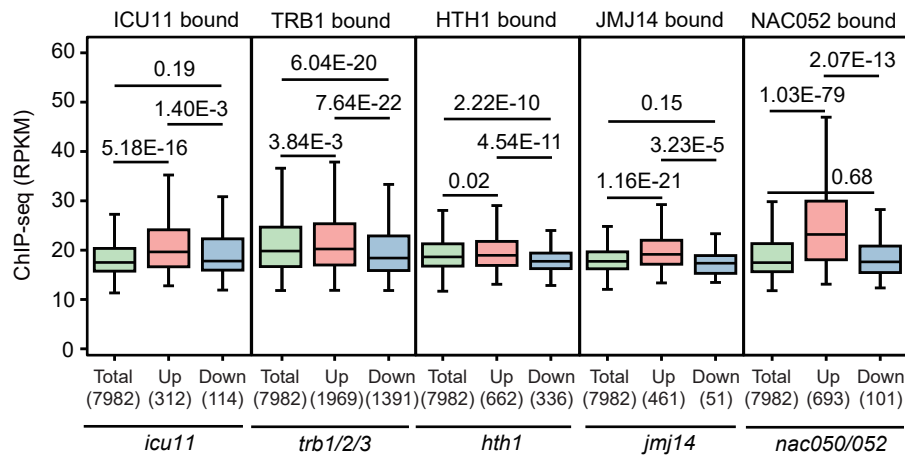

B

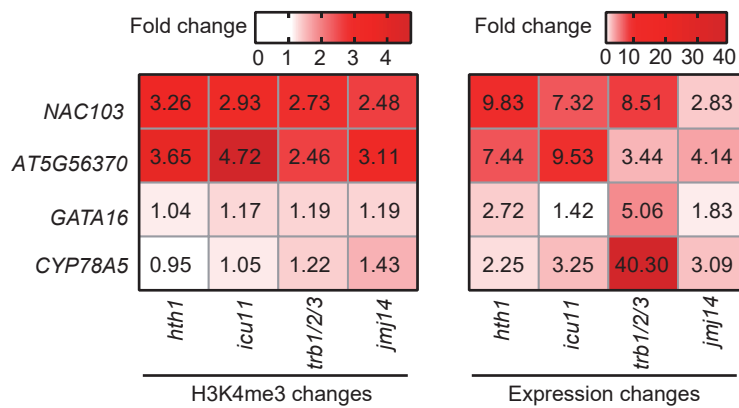

Supplemental Figure 10. TRHT/TRHD components mediate H3K4me3-independent transcriptional repression.

(A) ChIP-seq enrichment levels of TRHT/TRHD components at total TRHT/TRHD target genes and at those with up- or down-regulated expression. *P* values were determined by the Mann-Whitney U test (paired) for non-normally distributed data.

(B) H3K4me3 changes and expression changes of representative TRHT/TRHD target genes in mutants relative to the wild type. Color density indicates fold changes in H3K4me3 ChIP-seq enrichment (left) or RNA-seq enrichment (right) in mutants versus the wild type.

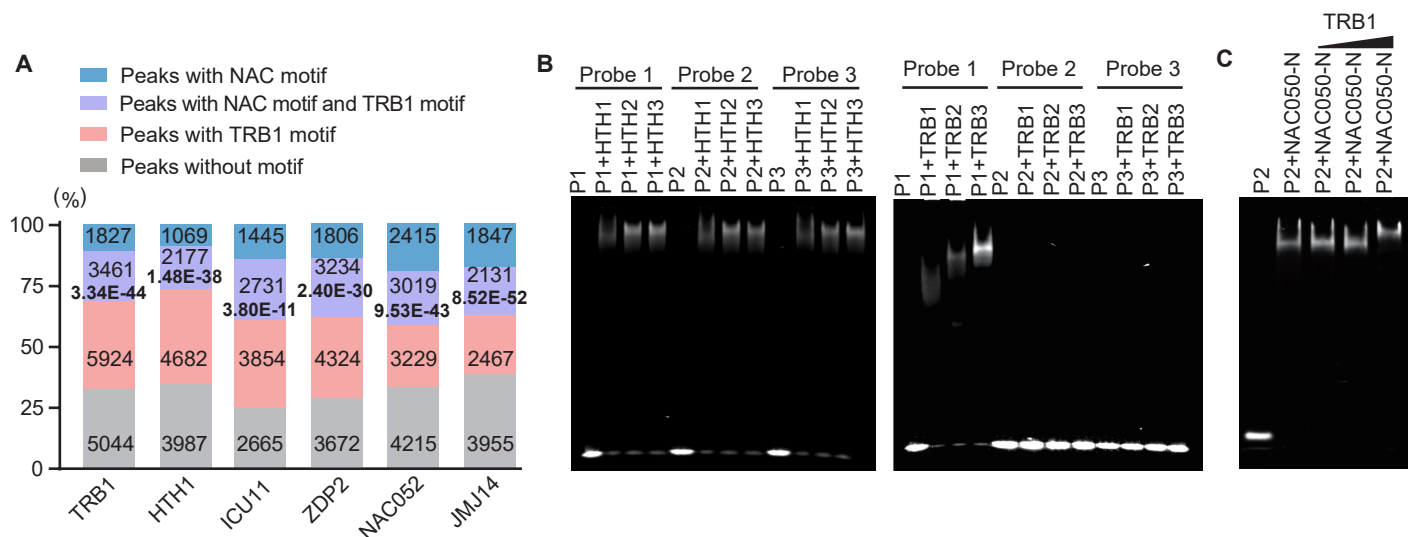

Supplemental Figure 11. Determination of DNA-binding abilities of TRB1/2/3 and HTH1/2/3 by EMSA.

(A) Bar plots showing the enrichment of the TRB1 motif and NAC motif in ChIP-seq peaks of the indicated TRHT/TRHD components. Statistical results are derived from HOMER. The significance of enrichment for each protein at peaks with both the TRB1 and NAC motifs was determined by calculating *P* values. *P* values were calculated using the one-tailed hypergeometric test and marked in bold black. The NAC motif refers to the motif enriched by NAC052 in ChIP-seq; the TRB1 motif refers to the motif enriched by TRB1 in ChIP-seq.

(B) Determination of the DNA-binding abilities of TRB1, TRB2, TRB3, HTH1, HTH2, and HTH3 by EMSA. Probe 1 (P1) and Probe 2 (P2) contain the TRB1 motif and NAC motif, respectively, while Probe 3 (P3) contains neither.

(C) Determination of the binding of NAC050-N to DNA in the presence or absence of TRB1. Probe 2 (P2) contains the NAC motif.

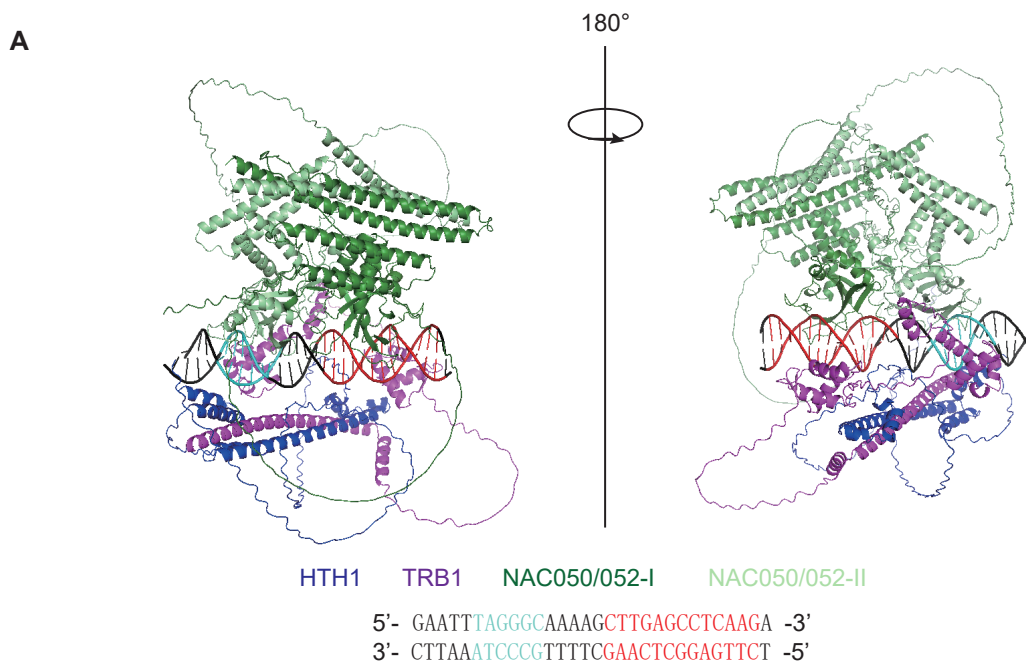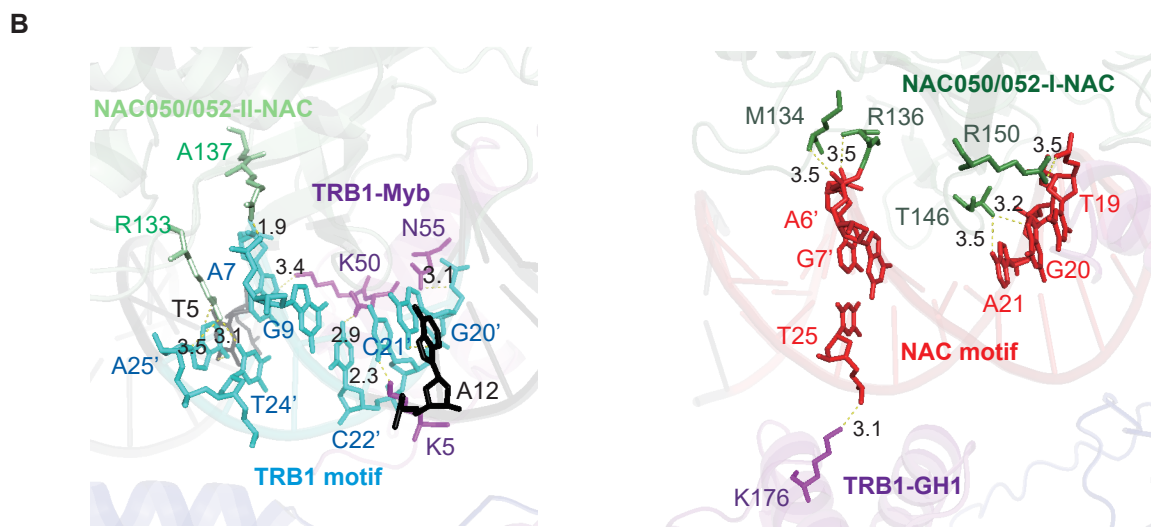

Supplemental Figure 12. Predicted DNA-binding sites of TRB1, NAC050, and HTH1 using the AlphaFold server.

(A) Predicted structure of the DNA-protein complex formed by NAC050/052, HTH1, and TRB1 bound to DNA. The structure model include two copies of NAC050/052 and one copy each of HTH1 and TRB1, interacting with DNA containing both TRB1 and NAC motifs. In the structure, NAC050/052-I, NAC050/052-II, TRB1, and HTH1 are shown in dark green, light green, purple, and blue, respectively. The TRB1 motif within the DNA is colored cyan, the NAC motif is shown in red, and all remaining DNA sequences are colored black.

(B) Predicted recognition of the TRB1 and NAC motifs by TRB1 and NAC050/052. The left panel shows recognition of the TRB1 motif by NAC050/052-II and TRB1. The involved bases are T5, A7, and G9 in the forward strand DNA, and G20', C21', C22', T24', and A25' in the reverse strand DNA. The right panel shows recognition of the NAC motif by NAC050/052-I and TRB1. The involved bases are T19, G20, A21, and T25 in the forward strand DNA, and A6' and G7' in the reverse strand DNA. Yellow dashed lines represent the interactions between amino acid residues and DNA, with numbers indicating distances (Å) and letters standing for the abbreviations of DNA-binding amino acids.

[illegible]

AT1G49950.1	TRB1	<i>Arabidopsis thaliana</i>	.....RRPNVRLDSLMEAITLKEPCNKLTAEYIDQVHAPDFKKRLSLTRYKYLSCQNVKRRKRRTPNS..TPLSHRR...KGLGVGF	GKQRT	206
AT5G67580.1	TRB2	<i>Arabidopsis thaliana</i>	.....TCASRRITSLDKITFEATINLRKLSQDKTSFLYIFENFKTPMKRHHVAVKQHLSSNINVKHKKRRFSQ..FIPAGARQK..APQLFGL	GNKKX	206
AT3G49850.1	TRB3	<i>Arabidopsis thaliana</i>	.....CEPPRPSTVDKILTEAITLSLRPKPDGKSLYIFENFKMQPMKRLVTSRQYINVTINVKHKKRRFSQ..YMAEGEQK..SPQLLE	GN KE	208
KAG4987726.1		<i>Glycine max</i>	.....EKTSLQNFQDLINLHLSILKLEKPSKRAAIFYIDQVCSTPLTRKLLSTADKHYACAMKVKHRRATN..LTISEKKR..SSSLLVE	GR GP	206
XP 025646328.1		<i>Arachis hypogaea</i>	.....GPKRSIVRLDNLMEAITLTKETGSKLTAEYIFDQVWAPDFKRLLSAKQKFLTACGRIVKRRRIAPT..PAYSDRR..SSSLLMD	GRQA	209
XP 011457840.1		<i>Fragaria vesca</i>	.....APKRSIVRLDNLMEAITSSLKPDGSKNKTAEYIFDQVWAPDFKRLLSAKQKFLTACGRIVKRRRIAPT..PTFSDKKRN..SSMFPPE	GRQV	208
XP 011457840.1		<i>Gossypium hirsutum</i>	.....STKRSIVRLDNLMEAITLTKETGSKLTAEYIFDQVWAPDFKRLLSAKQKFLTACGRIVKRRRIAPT..LFSDDRNR..HPMFLSE	GREVY	210
XP 006352110.1		<i>Solanum tuberosum</i>	.....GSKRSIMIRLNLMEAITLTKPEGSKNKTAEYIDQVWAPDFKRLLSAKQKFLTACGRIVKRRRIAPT..PTPDSRRN..LSTLLD	SKQRI	210
XP 016476120.1		<i>Nicotiana tabacum</i>	.....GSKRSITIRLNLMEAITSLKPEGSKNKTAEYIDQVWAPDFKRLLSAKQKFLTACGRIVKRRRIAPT..SALSDRRM..PSPILPE	SGQRI	210
XP 009388966.2		<i>Musa acuminata</i>	.....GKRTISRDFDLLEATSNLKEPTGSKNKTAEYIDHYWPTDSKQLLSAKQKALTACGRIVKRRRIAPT..SAFSEERS..SKFLLLE	GRQKE	210
NP 00105670.1		<i>Zea mays</i>	.....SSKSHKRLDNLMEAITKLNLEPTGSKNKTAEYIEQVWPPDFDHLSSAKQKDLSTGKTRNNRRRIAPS..SPNSEERS..PKMPLLE	DVQRE	210
XP 002464176.2		<i>Sorghum bicolor</i>	.....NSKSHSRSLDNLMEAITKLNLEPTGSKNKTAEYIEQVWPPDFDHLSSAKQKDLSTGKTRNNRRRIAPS..SPNSEGRS..PKMLLE	DVQRA	211
KAB8082058.1		<i>Oryza sativa</i>	.....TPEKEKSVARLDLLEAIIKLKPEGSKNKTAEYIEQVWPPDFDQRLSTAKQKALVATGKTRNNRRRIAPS..SNSSGGRS..IKVYSTG	EMNIE	214
KAF7036747.1		<i>Triticum aestivum</i>	.....CSSEK.....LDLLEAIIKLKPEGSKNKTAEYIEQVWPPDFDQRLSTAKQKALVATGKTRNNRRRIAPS..SVSLGGRS..TKVHST	EGNKQ	207
XP 003569286.1		<i>Brachypodium distachyon</i>	.....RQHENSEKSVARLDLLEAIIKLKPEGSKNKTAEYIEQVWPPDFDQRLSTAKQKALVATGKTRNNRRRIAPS..SVSLGGRS..TMVYCT	KDNGE	216
KAH9288123.1		<i>Taxus chinensis</i>	.....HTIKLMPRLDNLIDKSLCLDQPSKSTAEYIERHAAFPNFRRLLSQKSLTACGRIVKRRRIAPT..FPLSEERS..PKSEKK	AKHIT	209
XP 057860804.2		<i>Cryptomeria japonica</i>	.....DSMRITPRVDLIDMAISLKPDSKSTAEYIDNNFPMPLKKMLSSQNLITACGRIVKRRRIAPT..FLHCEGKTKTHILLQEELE	GKHIP	210
KAH7423620.1		<i>Ceratopteris richardii</i>	.....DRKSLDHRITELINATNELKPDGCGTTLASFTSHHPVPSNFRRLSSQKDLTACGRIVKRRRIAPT..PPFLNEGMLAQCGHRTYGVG	RGHDYD	216
XP 002972715.1		<i>Selaginella moellendorffii</i>	.....ETSPQ..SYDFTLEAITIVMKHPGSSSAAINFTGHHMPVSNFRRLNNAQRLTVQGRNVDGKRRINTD..SKSRPGGQ.....RPD	SDDEK	203
KAG6553319.1		<i>Marchantia paleacea</i>	.....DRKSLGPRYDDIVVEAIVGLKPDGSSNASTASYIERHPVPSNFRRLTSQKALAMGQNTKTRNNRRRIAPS..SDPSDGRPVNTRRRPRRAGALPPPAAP	ADETR	229
QAE18655.1		<i>Marchantia polymorpha</i>	.....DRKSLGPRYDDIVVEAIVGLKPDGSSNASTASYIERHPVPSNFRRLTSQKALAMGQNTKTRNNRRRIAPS..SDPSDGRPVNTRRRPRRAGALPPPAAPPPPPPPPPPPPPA	ADETR	229

[illegible]

Ferns and bryophytes

TRB1/2/3 homologs in other species were identified via BLAST using Arabidopsis TRB1/2/3 as queries. Accession numbers are from the NCBI database. Conserved domains are highlighted.

How the deposited data were processed for this re-analysis (not part of the article)

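RNA from 12-day-old seedlings of Col-0 and of the *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3* mutants was sequenced by the authors, with 3 libraries per genotype. By the paper's methods and the submitters' processing notes, the authors called bases with bcl2fastq, removed adapters and low-quality reads, aligned the reads to TAIR10 with HISAT2 v2.1.0 and tested differential expression with edgeR v3.42.4 in R v4.3.0. The step that counted reads per gene, and whether it used the strand, are not given in the sources used here, so overlapping genes and genes with close copies are uncertain. The paper describes the replicates as biological ones.

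The deposited table gives a signal per gene and library, which is a read count that the authors had adjusted to a common library size. The mean total of these values per library was 52413644. The values are not whole numbers and whole reads could not be recovered from them for nearly all genes, so no count model was fitted. The tests were planned for both counts and normalized values, and those for normalized values were used. The design, the gene lists, the rule for named genes and all alternatives were set before the data were examined, apart from the values in Figures 2F and S10B and in the copies of Dataset S2, which hold part of the deposited values (*icu11* and the start of *trb1/2/3*) and had been seen. In 387 values and 8 gene identifiers of the deposited table the name of *nac050/052* or *hth1* stood in place of digits. A string of digits was missing from the table for each of these names, with 0 occurrences where any other string of as many digits occurred at least 286 and 8 times, and these digits were put back. All 8 restored identifiers, and 32548 of 32548 identifiers in all, were found in the annotation of TAIR10.1. For the build, 1439 of 1439 H3K4me3 peaks of Dataset S5 with a gene lay within 1000 bases of that gene in TAIR10.1.

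Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3 (data.table 1.17.8). Genes with a mean of at least 10 in at least 1 genotype were kept. The 18 libraries were fitted together with 1 coefficient per genotype and an intensity trend of the variance, and each mutant was compared with Col-0. P values were adjusted by Benjamini and Hochberg over all genes tested. The thresholds of the paper were used, an adjusted p below 0.05 and a log2 fold change above 0.5 or below −0.5. Fold changes are on the log2(value + 1) scale and understate the change of weakly expressed genes. The same fit gave the comparisons of all 10 pairs of mutants. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for all other steps.

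There were 22 gene lists, 21 of them fixed by gene name and 1, the cytosolic ribosomal proteins, by annotation after 27 exclusions. They cover components of TRHT and TRHD, PEAT and PRC2, H3K4 and H3K27 methylation enzymes, the genes of Figures 2F and 4I, and responses to wounding, auxin, abscisic acid, jasmonic acid, salicylic acid, heat and DNA damage. The others are flowering time, floral organ identity, seed maturation, photosynthesis, shoot meristem, root cell type, cell division, clock and ribosomal genes. Some members of the wound, auxin, abscisic acid, jasmonic acid, DNA damage, seed maturation and shoot meristem lists are also genes of Figure 2F. Each list was tested in each mutant with camera at a preset correlation of 0.01, and again with the correlation estimated from the residuals. Of 110 tests 53 passed, 37 of which also passed with the estimated correlation, and of 220 tests between mutants 89 passed. The genes named in the text are those the paper names, the 6 largest increases and 4 largest decreases per mutant among DEGs at a mean of 2 CPM or more whose 3 libraries all lay beyond the 3 of Col-0, 10 genes that rose in all 5 mutants, up to 4 genes per list and mutant, and members of the fixed lists.

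H3K4me3 lists of *icu11* come from the paper's Dataset S5 and its gene ontology lists from Dataset S3, of which terms cut short in the copy used here were left out of the totals, and the part held was described for protein ubiquitination alone. The copies of Dataset S2 hold fewer genes than Figure 2C for *icu11*, so no overlap with the authors' calls was computed. The ChIP-seq data were not analysed here. The analysis was tested on simulated data in which 200 genes were changed. Of genes changed by 0.75 on the log2 scale 44 to 58% were recovered, and of those changed by 2, 74 to 94%. Alternatives were pseudocounts of 0.5 and 5, no filter on low values, rescaling by TMM-like factors, array weights, a replicate block, fits of Col-0 with a single mutant or without the *trb1/2/3* libraries, leaving out each library, and a log2 fold change threshold of 1 or none. Lists were also tested with fry, which does not compare a list with the other genes, and 17 list tests then passed in addition and 1 no longer did. Genes of Dataset S5 were also tested at an H3K4me3 fold of at least 1.5 or at most 0.67. Alternatives that need read counts did not apply.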

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

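The tests of few RNA molecules, of the 104 lost genes, of GC content and gene length, of seed material, of replicate 3 alone, of the hour of harvest and of other splits of the samples were chosen after the result was seen. Apart from the clock genes, the gene groups below whose medians are given passed camera (limma) with the preset and the estimated correlation, in groups that the paper's RNA-seq section does not report.

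The DNA damage response genes *GMI1*, *PARP2*, *NAC044*, *NAC085* and *NAC103* rose in all 5 mutants. Of 16 genes, 11, 5, 6, 6 and 11 rose and 0 fell in *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3* (12, 5, 7, 6 and 11 adjusted over the list alone), with median log2 fold changes of 0.92, 0.21, 0.45, 0.36 and 1.01 and adjusted p from camera of 1.54e-10, 2.03e-04, 6.02e-07, 4.56e-06 and 5.77e-05. *GMI1*, a gene of DNA repair, reached 1610.0 ± 117 in *hth1*, 2250.0 ± 252 in *jmj14*, 3099 ± 199.9 in *nac050/052* and 3208 ± 407 in *trb1/2/3* (SD, n = 3). *PARP2*, a poly(ADP-ribose) polymerase gene, rose from 374 ± 57.0 in Col-0 to 719 ± 53.0, 546 ± 39.0, 691 ± 51.0, 756 ± 81.4 and 950.3 ± 120.4 in the 5 mutants, and in *icu11* the call is lost without Col-0 replicate 1 or 2 or without *icu11* replicate 2 or 3. *BRCA1* and the recombinase gene *RAD51* rose in *hth1* (log2 fold changes 1.25 and 0.83) and *trb1/2/3* (0.89 and 1.10). *NAC085*, listed at 0 in the Col-0 libraries, was at 8.53 ± 7.28 in *icu11*, a call lost without any 1 of the Col-0 libraries. *NAC044* and *NAC103* are members of this list and of Figure 2F.

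Salicylic acid and pathogen defence genes were lower in *jmj14*, *nac050/052* and *trb1/2/3*, with medians of −0.25, −0.88 and −0.95 (adjusted p from camera of 5.75e-04, 1.72e-13 and 1.5e-04). Of 21 genes, 1, 0 and 4 rose and 3, 10 and 15 fell (adjusted over the list alone the same, apart from 4 that fell in *jmj14*). *PR1*, a marker gene of the salicylic acid response, fell from 2974 ± 216 to 518 ± 75.0 in *nac050/052* and 147 ± 30.5 in *trb1/2/3*, and to 1124 ± 72.4 in *hth1* and 1481 ± 13.2 in *icu11*. *FMO1* and *ALD1*, enzymes of systemic acquired resistance, fell in *jmj14* from 659 ± 76.9 to 202 ± 39.0 and from 341 ± 17.8 to 70.2 ± 24.4. In *hth1* 4 rose and 5 fell and in *icu11* 1 rose and 4 fell (adjusted p = 0.0362 and 0.0484 from camera, which is lost at adjusted p = 0.063 and 0.0741 with an estimated correlation). The list was lower in *nac050/052* than in *jmj14* (adjusted p = 1.47e-18 from camera).

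Floral organ identity and related MADS-box genes had a median of 3.14 in *icu11*, where 9 of 13 rose and 0 fell (10 and 0 adjusted over the list alone, adjusted p = 7.31e-14 from camera), and of 5.69 in *trb1/2/3*. *SEP2* rose from 3.83 ± 3.94 to 47.3 ± 9.15 in *icu11* and *PI* from 19.1 ± 9.35 to 164 ± 48.1. Nuclear photosynthesis genes had medians of −0.33 in *hth1*, −0.25 in *icu11*, −0.13 in *jmj14* and −1.31 in *trb1/2/3*. Of 27, 3 fell in *hth1*, 1 in *icu11* and 0 in *jmj14*, and 0 rose (5, 1 and 0 adjusted over the list alone, adjusted p from camera of 4.14e-06, 3.03e-06 and 0.0112). *CAB2*, of the light-harvesting complex, fell from 333172 ± 3733 to 211288 ± 3708 in *hth1* (log2 fold change −0.66, adjusted p = 0.00147 from limma). Cell division and histone genes had a median of 0.51 in *trb1/2/3*.

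The first pattern followed up is the distance of *trb1/2/3* replicate 3 from replicates 1 and 2. Few starting RNA molecules are argued against as the whole cause, since the noise this brings shrinks with the level of a gene, whereas the SD of the log2 deviation was 1.161 over genes at 500 to 1000 and 1.073 over genes at 50000 or more, and over genes at 5000 or more it was 1.086, or 5.75 times the largest value in another genotype (0.189). A part in weakly expressed genes stays open, as 10.2% of genes were at exactly 0 in replicate 3, against 2.75 and 3.06% in replicates 1 and 2. Among the *trb1/2/3* libraries, 8 and 5 genes were seen in replicate 3 alone at 1 and 2 reads, against 135 and 228 in replicate 1 and 99 and 184 in replicate 2. GC content and gene length are argued against as well (Spearman's rho across genes of 0.09 and 0.054 with the deviation). Missing root tissue could not be decided for the pattern as a whole, with a median deviation of −0.72 over the root cell type markers (quartiles −1.29 and 0.13). Of these 19 markers, 6 lay below −1 and 1 above 1. For the 104 genes at 100 or more in replicates 1 and 2 and under 10 in replicate 3, a loss of whole roots is argued against, since it would lower the root markers as far. These genes were chosen for their fall, which in part sets their median of −5.99, and a loss of part of the root is not covered. No biological explanation was tested, since nothing but its number sets the library apart in the labels, and the labels give no batch.

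The second pattern is that of seed maturation genes, with medians of 1.85 in *icu11* and 6.42 in *trb1/2/3* and of −0.24 in *jmj14* and −0.57 in *nac050/052*, which differed between *icu11* and *jmj14* (adjusted p = 2.2e-09 from camera), *icu11* and *nac050/052* (4.64e-10), *jmj14* and *trb1/2/3* (8.87e-09) and *nac050/052* and *trb1/2/3* (8.15e-09). Of 17 genes, 2 rose and 4 fell in *hth1*, where the list had adjusted p = 0.258 from camera, 7 and 1 in *icu11*, and 0 and 4 in both *jmj14* and *nac050/052* (2 and 5, 11 and 1, 0 and 4, and 0 and 6 adjusted over the list alone), and *CRA1* fell to 46.9 ± 17.9 in *hth1* and 3.08 ± 5.06 in *nac050/052* while *CRU3* was listed at 0 in all libraries of *hth1* and *jmj14*. Ungerminated seeds in single Col-0 samples are argued against as the source of the lower values, since the summed values of the list in Col-0 differed by a factor of 1.14 at most between libraries (1004 to 1144, against 239 to 276 in *jmj14*). For *trb1/2/3*, more of the seed material that Col-0 samples hold is argued against as the source for all 9 members measured in Col-0. Their log2 fold changes lay between −2.65 and 8.62, a range of 11.27 where a larger share would raise all alike. The range rests on its lowest and highest member and takes the Col-0 values as coming from seed material, so a larger share stays open for other members. Replicate 3 as the only source of the increase is argued against too, with a median of 6.36 without it. An effect of the mutations stays open as a hypothesis, as do differences between seed lots or in the time of germination, which were not tested.

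The third pattern is that of clock genes in *trb1/2/3*, where the list did not pass camera (adjusted p = 0.158) and 6 of 6 morning genes fell and 6 of 8 evening genes rose. This may be due to a later hour of harvest, which needs these directions, since 12 of the 14 genes were called that way and 0 the other way. Replicate 3 alone is argued against, since 13 of the 14 were called that way without it. The sources used here give no hours of harvest, so the hour and an effect of the mutations on the clock both stay open. In *hth1* 4 morning genes fell and 3 evening genes rose.

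With 3 libraries against 3, there are 10 splits of Col-0 and a mutant, which are too few for a share under 0.05. The real split was the 1 with the most DEGs in each mutant, with 2987 in *hth1* against at most 0 in other splits, 1042 against 1 in *icu11*, 1208 against 0 in *jmj14*, 2000 against 0 in *nac050/052* and 10719 against 4 in *trb1/2/3*. Each other split puts libraries of both genotypes on each side. The difference between the genotypes then enters the spread, which by itself leaves few DEGs, so no conclusion is drawn from these splits.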

How the results depend on the processing

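No alternative was added after the values were seen. Of the numbers of DEGs, overlaps and shares reported, 556 values under alternatives lay within 1.5 times (or 10 percentage points) of the value reported and 81 did not. Of the named genes and gene lists, 31932 and 8258 values kept their direction and side of the threshold, 526 and 98 were no longer past it, 461 and 114 passed it in addition, and 0 were reversed. Pseudocounts of 0.5 and 5, no filter on low values, rescaling by TMM-like factors and a replicate block moved 0 of 24 numbers of genes. Leaving out single libraries gave 2399 (without *hth1* replicate 3) to 4538 DEGs in *hth1*, 769 (without *icu11* replicate 1) to 2093 in *icu11*, 891 (without *jmj14* replicate 1) to 2156 in *jmj14*, 1579 (without *nac050/052* replicate 1) to 3164 in *nac050/052* and 9676 (without Col-0 replicate 2) to 11751 (without *trb1/2/3* replicate 2) in *trb1/2/3*. The shares of DEGs that rose ran from 58.5 to 60.1%, 52.7 to 60.7%, 79.3 to 84.2%, 67.6 to 76.1% and 51.5 to 55.5% in the same order. The genes that rose in all 5 mutants numbered 108 to 216, and the up-regulated DEGs of *icu11* that rose in *hth1*, *jmj14*, *nac050/052* and *trb1/2/3* 258 to 565, 190 to 434, 236 to 497 and 313 to 720. Genes with increased H3K4me3 that rose numbered 185 to 316, those with reduced H3K4me3 that fell 47 to 102, genes that differed between *jmj14* and *nac050/052* 142 (without *jmj14* replicate 3) to 659, and list tests passed 48 to 54. Except for the DEGs of *trb1/2/3*, the shares and the list tests, the highest of these values came without *trb1/2/3* replicate 3, which enters the spread that the fit shares between all genotypes. Array weights, which gave that library 0.024 and the others 0.578 to 2.093, gave 4941, 2237, 2273 and 3548 DEGs in *hth1*, *icu11*, *jmj14* and *nac050/052*, a share of 63.9% that rose in *nac050/052*, 233 genes that rose in all 5, overlaps of 626, 470, 551 and 796, 101 genes with reduced H3K4me3 that fell and 945 genes between *jmj14* and *nac050/052*. Col-0 with a single mutant gave 4654, 1945 and 1925 DEGs in *hth1*, *icu11* and *jmj14*, 6880 in *trb1/2/3*, and 99 genes with reduced H3K4me3 that fell. Without the *trb1/2/3* libraries there were 4489, 2045, 2118 and 3136 DEGs, overlaps of 551, 430 and 490, 103 genes with reduced H3K4me3 that fell and 642 genes between *jmj14* and *nac050/052*. At a log2 fold change threshold of 1, there were 1526, 627, 781 and 6526 DEGs in *hth1*, *icu11*, *jmj14* and *trb1/2/3*, a share of 69.9% that rose in *icu11*, and 34 genes with reduced H3K4me3 that fell (17 at an H3K4me3 fold of at most 0.67). Of the Dataset S3 genes, 226 then rose and 150 fell in *hth1*, 67 fell in *icu11*, 32 in *jmj14* and 92 in *nac050/052*, and 690 rose and 719 fell in *trb1/2/3*, since fewer genes pass a higher threshold. At that threshold *NAC050* (0.728), *NAC052* (0.698) and *TRB2* (−0.827) no longer passed. Without single libraries, *TRB1* lay between −3.758 and −3.131, *TRB2* between −0.948 and −0.597, *TRB3* between −1.217 and −1.003, *JMJ14* between −2.519 and −2.364, *NAC050* between 0.674 and 0.786, *NAC052* between 0.639 and 0.738, *HTH1* between −0.029 and 0.109 and *ICU11* between −0.012 and 0.079. Apart from the thresholds, the cause of these changes was not tested. The replicate numbers are shared by all genotypes but do not pair the libraries, with r above 0.1 in 5 of 45 pairs of same-numbered libraries (−0.21 to 0.257) and 7 of 18 libraries that correlate best with their own number. With the replicate number as a block there were 2981, 994, 1172, 1969 and 10788 DEGs in *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3*, and of the named genes 4 passed in addition and 12 no longer passed. Alternatives that need whole read counts were not run. In simulated data, 44 to 58% of genes changed by 0.75 were called, so that many changes of that size are not seen with 3 libraries.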

Differences from the paper's values

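Every alternative named here was set before the deposited table was examined. No value of the paper that was compared differed from the value here by more than the replicate error and 1.5 times. These were the numbers of up-regulated and down-regulated DEGs of Fig. 2C at the paper's thresholds, the 120 log2 fold changes of Fig. 2F read by eye to 0.1, of which 0 lay outside the replicate SD, and the 16 folds of Fig. S10B. The numbers of DEGs do differ by over 1.5 times in several mutants with array weights, with Col-0 and a single mutant, and without *trb1/2/3* replicate 3 or all *trb1/2/3* libraries, among others.

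The paper states that many key genes of the enriched processes, shown in Fig. 2F, were elevated with significance in all mutants. Of the 24 genes, 16 had a log2 fold change above 0 in all 5 mutants and 4 passed the test in all 5 (*NATA1*, *NAC16*, *NAC44* and *NAC103*), and of 120 combinations of gene and mutant 109 were above 0 and 63 passed. With array weights 74 passed, without *trb1/2/3* replicate 3 73 and with Col-0 and a single mutant 68, and the genes past the test in all 5 were 5, 4 and 4. In the other alternatives 53 to 63 of 120 passed, or 50 of 96 without the *trb1/2/3* libraries, and 3 genes passed in all 5 without Col-0 replicate 1 or 3 or *icu11* replicate 1 or 2.

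Dataset S3 is given in the paper as the gene ontology of up-regulated DEGs. Of its genes under terms given in full, 40.7% of those tested fell in *hth1*, 45.2% in *icu11*, 19.6% in *jmj14*, 33.1% in *nac050/052* and 47.3% in *trb1/2/3*.

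The paper gives *GATA16* and *CYP78A5* as targets that the TRHT and TRHD complexes repress, and their folds here match those of Fig. S10B. In *icu11*, *jmj14* and *nac050/052* for *GATA16*, and in *hth1*, *icu11* and *jmj14* for *CYP78A5*, the increase did not pass the test here. With array weights and without *trb1/2/3* replicate 3, *GATA16* passed in *jmj14* and *nac050/052* and *CYP78A5* in all of these 3 mutants. With Col-0 and a single mutant, and without the *trb1/2/3* libraries, *GATA16* passed in *jmj14* and *nac050/052* and *CYP78A5* in *icu11* and *jmj14*, which it did in *icu11* also without *hth1* replicate 1.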

Other observations

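The test of paired reads was chosen after the result was seen. Regulators of flowering time changed in different directions between mutants. *TEM1*, a repressor of flowering, rose from 1660.0 ± 55.4 in Col-0 to 4829.6 ± 130.4 in *hth1*, 6512 ± 889 in *jmj14* and 7713 ± 778 in *nac050/052* (SD, n = 3, log2 fold changes 1.54, 1.96 and 2.21), while the paper reports early flowering of *jmj14* and *nac050/052*. *FLC* rose to 56.9 ± 14.5 in *hth1*, and *FT*, which promotes flowering, fell from 25.2 ± 8.59 to 0.688 ± 1.19 in *hth1* and 1.69 ± 2.92 in *trb1/2/3*. *MAF4*, a repressor related to *FLC*, fell from 64.4 ± 16.8 to 14.7 ± 13.7 in *nac050/052*. *AGL42* fell from 134 ± 18.4 to 61.0 ± 14.6 in *hth1* and rose to 440.0 ± 99.0 in *icu11* and 761 ± 141 in *trb1/2/3*. Of the 20 regulators tested, 3 rose and 3 fell in *hth1*, 2 and 1 in *icu11*, 1 and 0 in *jmj14* and 1 and 2 in *nac050/052* (3 and 3, 3 and 2, 1 and 0, and 1 and 2 adjusted over the list alone), and the list did not pass camera in any mutant (adjusted p from 0.429 to 0.925). Among floral genes *SEP3* rose to 1479 ± 63.2 and *AG* to 62.2 ± 7.45 in *hth1*, where 5 of the 13 rose and 2 fell (7 and 3 adjusted over the list alone, median 1.89, adjusted p = 0.00655 from camera and 0.0804 with an estimated correlation). In *jmj14* 0 changed and in *nac050/052* 1 rose and 2 fell (0, and 2 and 2, adjusted over the list alone, adjusted p = 0.696 and 0.752 from camera).

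Single root and chromatin genes also differed between genotypes. *NRT2:1*, a nitrate transporter gene of roots, rose from a mean of 50.7 to 788 ± 47.8 in *hth1* and 539.9 ± 46.7 in *trb1/2/3*, and *GL2* fell from 1397 to 319 ± 7.68 in *hth1*, while *EXPA7* reached 1124 ± 135 in *jmj14* and 1045 ± 80.1 in *nac050/052*. Of 19 root cell type markers, 2 rose and 4 fell in *hth1*, 0 and 1 in *icu11*, 2 and 0 in *jmj14* and 2 and 0 in *nac050/052* (4 and 4, 0 and 2, 4 and 0, and 3 and 1 adjusted over the list alone), and the list passed camera in *jmj14* (adjusted p = 0.017, and adjusted p = 0.331 with an estimated correlation) and had 0.414, 0.113 and 0.696 in the others. In *trb1/2/3* the histone methyltransferase genes *SDG14* and *SDG29* fell from 824 ± 85.6 to 326 ± 83.2 and from 822 ± 68.3 to 455 ± 73.8, the PEAT gene *UBP5* fell from 1757 ± 48.1 to 1003 ± 273 and the PRC2 gene *CLF* rose from 1125 ± 64.1 to 1901 ± 396. Of 18 H3K4 and H3K27 methylation enzymes, 1 rose and 4 fell there (0 and 4 adjusted over the list alone), 1 rose in *hth1* and in *nac050/052* and 0 changed in *icu11* and *jmj14*, with adjusted p from camera of 0.0335 in *hth1* (adjusted p = 0.322 with an estimated correlation) and 0.189, 0.883, 0.551 and 0.193 in *icu11*, *jmj14*, *nac050/052* and *trb1/2/3*. In *trb1/2/3* 22% of all genes tested fell, so the 4 of 18 enzymes that fell are near that share. No other of the 9 PEAT or 6 PRC2 genes was called in any mutant, and neither list passed camera apart from PEAT in *icu11* (adjusted p = 0.0336, and adjusted p = 0.106 with an estimated correlation). Of 42 cytosolic ribosomal protein genes, 3, 3, 2, 3 and 19 rose and 1, 0, 0, 0 and 3 fell in *hth1*, *icu11*, *jmj14*, *nac050/052* and *trb1/2/3*, also adjusted over the list alone, with adjusted p from camera of 0.0418, 0.00943, 0.573, 0.00943 and 0.00342, and the calls do not hold (adjusted p from 0.165 to 0.335 with an estimated correlation). Among them *AT5G40040* rose from 1.08 ± 1.85 to 869 ± 75.0, 409 ± 62.5, 279 ± 108 and 1287 ± 218 in the first 4 mutants and was at 3372, 2955 and 27540.1 in the 3 *trb1/2/3* libraries.

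In *hth1* the morning genes *CCA1* and *LNK2* fell to 9673 ± 235 and from 28411 ± 931 to 15688 ± 394. Of the 19 clock genes, 3 rose and 4 fell in *hth1*, and 1, 1 and 2 rose in *icu11*, *jmj14* and *nac050/052* (the same adjusted over the list alone, apart from 2 in *icu11*), with adjusted p of 0.0874, 0.439, 0.696 and 0.883 from camera. *CUC1*, a gene of organ boundaries, rose from 3.19 ± 1.53 to 31.4 ± 4.65 in *hth1* and 18.6 ± 5.64 in *icu11*. Of the 7 shoot meristem genes, 2 rose in *hth1*, 1 in *icu11* and 0 in *jmj14* and *nac050/052* (2, 1, 1 and 0 adjusted over the list alone), with adjusted p from camera of 0.0364 (adjusted p = 0.153 with an estimated correlation), 0.698, 0.695 and 0.228. Of the 21 cell division genes, 3 rose in *hth1* and 0 changed in *icu11*, *jmj14* and *nac050/052*, with adjusted p of 0.0313 (adjusted p = 0.0667 with an estimated correlation), 0.698, 0.925 and 0.0667. Photosynthesis genes in *nac050/052* did not pass (0 called, median −0.12, adjusted p = 0.0584 from camera). Compared directly, 93 genes were higher in *jmj14* than in *nac050/052* and 141 lower, and this total of 234 became 142 without *jmj14* replicate 3, 659 without *trb1/2/3* replicate 3 and 945 with array weights. In the same way 1418 were higher in *icu11* than in *hth1* and 1853 lower, and 811 genes rose in 1 mutant and fell in another.

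Genes with reads in a single library of a genotype were counted in each library, whatever their values in other genotypes. Summed over the libraries, 3018 cases had the value of 2 reads and 1734 that of 1 read, and 2 reads were the more frequent in 17 of the 18 libraries. A gene can count in several genotypes. A candidate explanation is that both mates of a pair were counted, which makes 2 reads more frequent than 1. If so, the number of independent fragments is smaller than the values.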
